# Transcriptomic analysis of *Rhipicephalus microplus* hemocytes from female ticks infected with *Babesia bovis* or *Babesia bigemina*

**DOI:** 10.1186/s13071-025-06662-w

**Published:** 2025-02-03

**Authors:** Rubikah Vimonish, Janaina Capelli-Peixoto, Wendell Johnson, Lowell Kappmeyer, Perot Saelao, Naomi Taus, Chungwon Chung, Massaro Ueti

**Keywords:** *Babesia*, Hemocytes, Proliferation, Apoptosis, Tick immunity, Differential gene expression, RNA-Seq

## Abstract

**Background:**

Tick hemolymph is a sterile fluid that carries nutrients to maintain tick health. The hemolymph creates a hostile environment for invaders including the destruction of microorganisms by its circulating hemocytes. However, *Babesia* parasites escape and disseminate to other organs through the hemolymph to continue their transmission life cycle. Still, it is unknown how tick hemocytes respond to *B. bovis* or *B. bigemina* infection. In this study, we conducted a transcriptomic analysis of hemocytes from female *Rhipicephalus microplus* ticks infected with *Babesia* parasites to understand how gene expression changes during parasite infection.

**Methods:**

During *Babesia* acute infection, female *R. microplus* ticks were fed on bovines to acquire parasites. Engorged females were collected and incubated to develop *Babesia* kinetes in tick hemolymph. The hemolymph was examined to identify ticks that were highly infected with *Babesia* kinetes. Hemocyte cells were collected from replete female ticks infected with *Babesia bovis* or *Babesia bigemina* to perform high-throughput RNA-sequencing (RNA-Seq) analysis.

**Results:**

This study identified major changes in the gene profile of tick hemocytes during *Babesia* infection. The main groups of hemocyte genes that were altered during *Babesia* infection were associated with metabolism, immunity, and cytoskeletal rearrangement. Upregulated genes were mainly involved in defense mechanisms, while downregulated genes were related to cell proliferation and apoptosis. However, the expression of hemocyte genes varied among *Babesia* species’ infections, and it reflected the changes that occurred in the tick’s physiology, including growth, reproduction, and skeletal muscle development.

**Conclusions:**

The differential gene expression of *R. microplus* hemocytes revealed that genes highly regulated upon *Babesia* infection were related to metabolism, tick immunity, cell growth, apoptosis, development, metabolism, and reproduction. Additional research is necessary to further define the genes that exhibited varying expression levels in hemocytes during the infection. The findings of this study will enhance our understanding on how *Babesia* parasites survive in the hostile environment of ticks and perpetuate their transmission cycle, ultimately contributing to the spread of bovine babesiosis.

**Graphical Abstract:**

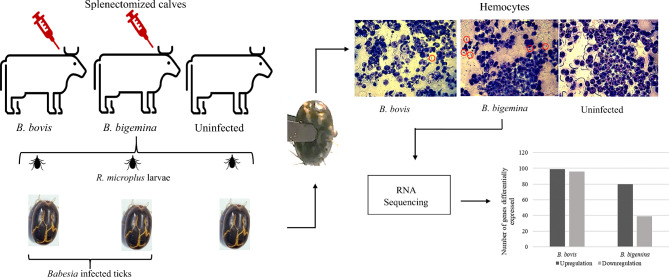

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13071-025-06662-w.

## Background

The intraerythrocytic apicomplexan parasites *Babesia bovis* and *Babesia bigemina* are found worldwide [1]. In cattle, babesiosis caused by these *Babesia* parasites leads to significant illness and death, resulting in a substantial economic burden on the livestock industry [2]. *B. bovis* and *B. bigemina* infect cattle through tick transmission. During a tick’s blood meal, red blood cells infected with *Babesia* parasites are ingested and develop into gametes in the tick’s midgut. These gametes fuse to form zygotes, which later develop into motile, elongated kinetes. The kinetes then enter the hemolymph and invade other tick tissues, such as the ovaries. Then, kinetes are transferred to the eggs [3]. However, *Babesia* parasites face a population bottleneck where only a few parasites successfully pass into the next generation of ticks [3, 4]. It remains unclear whether this bottleneck is influenced by the tick’s response mechanisms involving hemocytes.

Circulating hemocytes within a tick’s hemolymph play a crucial role in controlling microbial infections by actively secreting defense molecules, including antimicrobial peptides (AMPs), lysozymes, proteases, protease inhibitors, and lectins [5]. Additionally, hemocytes destroy and control invaders through phagocytosis, encapsulation, nodulation, and coagulation [6]. When a tick encounters microbial invasion from a pathogen such as *Babesia* spp., the number of hemocytes increases to combat the invader [7]. A previous study has shown that *B. bigemina* exhibits motility upon entering the hemolymph and adheres to the membranes of *Rhipicephalus microplus* hemocytes [8]. Despite this knowledge, there is limited information on how *Babesia* infections are managed within the tick hemolymph [9–11]. The lack of in vitro systems for inducing *Babesia* kinete development hinders our understanding of hemocyte responses against *Babesia* parasites. Several studies have employed techniques such as transcriptomics and proteomics in vivo to address these limitations [9–11]. These cutting-edge technologies help us understand the tick-pathogen interactions, specifically, how tick responses change in the presence of pathogens. Understanding the overall response of hemocytes in tick species infected with pathogens such as *Babesia* could greatly aid in comprehending how ticks and pathogens develop strategies to manipulate each other for survival and transmission [12, 13].

By using an RNA-Seq approach, we aimed to investigate two factors: first, the differentially expressed hemocyte genes in response to *Babesia* infection; and second, whether the hemocyte-encoded factors exhibit any species-specific reactions between the two *Babesia* species, *B. bovis* and *B. bigemina*. Our detailed comparative RNA-Seq analysis of *R. microplus* hemocytes identified several differentially expressed genes involved in regulating metabolic pathways, innate immune system pathways, and cytoskeletal rearrangement in response to both *Babesia* species. Analysis of the functional annotation of these differentially expressed hemocyte genes reveals a specific molecular signature in response to *B. bovis* or *B. bigemina* within the hemocyte-encoded factors of its vector tick, *R. microplus*. Notably, the species-specific hemocyte gene response indicates that the integration of tick physiological pathways with innate immune system pathways may play a key role, as hemocyte cell signaling and multicellular processes triggered by invading pathogens support one another. To the best of our knowledge, the current RNA-Seq data provide new insights into how the hemocytes of vector ticks respond to *Babesia* infections and how hemocyte–*Babesia* interactions likely occur during tick innate immune and physiological responses.

## Methods

### Animals, ticks, and pathogens

Animal use in this study was conducted under protocol (IACUC no. 2018-16) as approved by the Institutional Animal Care and Use Committee of the University of Idaho, Moscow, Idaho, USA in accordance with institutional guidelines based on the Animal Welfare Act, the American Society of Animal Science’s Guide for the Care and Use of Agricultural Animals in Research and Teaching, and the US National Institutes of Health Guide for the Care and Use of Laboratory Animals. Four-month-old splenectomized naïve Holstein calves were used to synchronize peak parasitemia with female tick repletion. The La Minita strain of *R. microplus* larvae were applied under a cloth patch on the dorsal region of the animals for the acquisition of *B. bovis* or *B. bigemina*, as previously described [14, 15]. The calves were inoculated with *B. bovis* or *B. bigemina* at around day 14 of postlarval application, when approximately 1% of the ticks were at the molted adult stage. Splenectomized calves (C1, C2, and C3) were infected with ~ 1 × 10^7^ *B. bovis* Texas strain (S74-T3Bo) infected erythrocytes. Splenectomized calves (C4, C5, and C6) were infected with ~ 1 × 10^7^ *B. bigemina* Mexico strain infected erythrocytes. Calves (C7, C8, and C9) were uninfected. Dropped replete female ticks were recovered from all calves, surface sterilized, and incubated at 26 °C and 96% relative humidity to allow for *Babesia* kinete development in tick hemolymph for 8 days, as previously described [3, 16].

### Isolation of tick hemolymph

*Rhipicephalus microplus* engorged female hemolymph samples were collected from three pools of more than 100 ticks heavily infected with *Babesia* kinetes per treatment group: *B. bovis-*infected ticks, *B. bigemina-*infected ticks, and uninfected ticks. The presence of the parasite in the hemolymph was evaluated by removing the distal leg segment of engorged female ticks and exuding hemolymph blotted on a slide for Giemsa staining, as previously described [3]. Engorged female ticks containing more than 50 kinetes per hemolymph smear were selected for hemolymph extraction. Ticks were placed on a sticky tape facing the dorsal side and approximately 200 μl of Hank’s Balanced Salt Solution (Thermo Fisher Scientific, Waltham, MA, USA) was injected into the membrane surrounding the base of the coxal of the fourth leg using a 33-gauge needle (Hamilton Company, Reno, NV, USA), as previously described [14–16]. The cuticle was perforated using a 26-gauge needle and only samples from individual ticks with transparent fluid were collected, pooled, concentrated by centrifugation at 3000 × *g* for 2 min, and suspended using 100 μl of Hank’s Balanced Salt Solution. Giemsa staining was performed to evaluate hemocyte purity. The collected hemocytes were then suspended in TRIzol^®^ (Thermo Fisher Scientific) for DNA and total RNA extractions. Samples were stored at −80 °C until the processing.

### Total RNA extraction

Total RNA from infected and uninfected hemocyte samples was extracted using TRIzol^®^ LS Reagent (ThermoFisher Scientific, Waltham, MA, USA). The hemocytes were centrifuged at 3000 × *g* for 2 min, the pellet suspended in 1 ml of Trizol^®^, and stored at −80 °C. Aqueous and organic phases were separated by adding 0.2 ml of chloroform followed by vigorous shaking, 15 min incubation at room temperature and, centrifugation at 12,000 × *g* for 15 min at 4 °C. The aqueous phase was collected and used for RNA isolation. Five μg of RNase-free glycogen was added to the aqueous phase and the RNA was precipitated using 0.5 ml of 100% isopropanol, followed by 10 min incubation at room temperature and centrifugation at 12,000 × *g* for 10 min at 4 °C. The RNA pellet was washed with 1 ml of 75% ethanol, followed by vortex and centrifugation at 7500 × *g* for 5 min at 4 °C. The RNA pellet was air dried and suspended in RNase-free water and incubated at 60 °C for 10 min. Isolated RNA was treated with TURBO DNase according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA) to eliminate genomic DNA. The concentration of total RNA was measured by Nanodrop spectrophotometer ND 1000 (ThermoFisher Scientific) and tested for residual DNA by polymerase chain reaction (PCR) targeting *R. microplus* calreticulin (AY395254.1). The amplification condition was 98 °C for 2 min, 30 cycles of 98 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s, and final extension at 72 °C for 5 min. The primer sequences used in the PCR analysis are available in Additional File 1. RNA quality was assessed by Nanodrop absorbances at 260/280 nm and 260/230 nm using an Agilent Bioanalyzer Nano RNA chip (Agilent Technologies, Santa Clara, CA). The RNA integrity number values for hemocytes of *B. bovis*-infected ticks were 7.2, 6.1, and 6.8; hemocytes of *B. bigemina*-infected ticks were 8.5, 7.9, and 8.8; and hemocytes of uninfected infected ticks were 8.2, 8.7, and 9.7. Purified RNA samples were stored at −80 °C.

### DNA extraction

Total genomic DNA from infected and uninfected calves (C1 to C9), and the hemocyte samples were extracted using Trizol^®^ Reagent (ThermoFisher Scientific). Defibrinated blood was centrifuged at 800 × *g* for 10 min at 4 °C. The white blood cells were removed, and the blood was washed with Puck’s Saline G (ThermoFisher Scientific). Whole blood (1 ml) was suspended in 9 ml of TRIzol^®^ (ThermoFisher Scientific) and stored at −80 °C. Aqueous and organic phases were separated by following the protocol described above for total RNA extraction and the organic phenol–chloroform phase was used for DNA isolation. The DNA pellet was precipitated using 0.3 ml of 100% ethanol followed by several inversions, 5 min incubation, and centrifugation at 2000 × *g* for 5 min at 4 °C. The DNA pellet was washed twice with 1 ml of 0.01 M sodium citrate/ethanol solution followed by 30 min incubation at room temperature and centrifugation at 2000 × *g* for 5 min at 4 °C. Then, the DNA pellet was washed with 1.5 ml of 75% ethanol followed by 20 min incubation at room temperature and centrifugation at 2000 × *g* for 5 min at 4 °C. The DNA pellet was air dried, suspended in 8 mM NaOH at a concentration of 0.2–0.3 μg/μl, and centrifuged at 12,000 × *g* for 10 min at 4 °C. The supernatant containing the DNA was transferred to a new tube, adding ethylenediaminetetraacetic acid (EDTA) to 1 mM and storing at −20 °C.

### Quantification of *Babesia* DNA

Quantification of *Babesia* infection during tick feeding was performed using primers targeting kinete specific protein (KSP) genes of *B. bovis* (BBOV_I002220) and *B. bigemina* (BBBOND_0206730) genes [14, 15]. Primer sequences and amplicon size are available in Additional File 1. Standard curves were constructed by recombinant KSP of *B. bovis* (BBOV_I002220) and *B. bigemina* (BBBOND_0206730) plasmids. For the molecular cloning, cDNA templates were synthesized by a SuperScript III kit (Invitrogen) from the RNA of *B. bovis* or *B. bigemina* infected hemolymph. PCR reactions targeting KSP of *B. bovis* and *B. bigemina* genes were performed. PCR reactions were performed using 10 µl of REDTaq ReadyMix (Sigma-Aldrich, St. Louis, MO), 500 nM of each primer (Additional Table 1), and 70 ng of template cDNA and RNase/DNase-free water up to 20 µl. Thermocycling conditions consisted of an initial denaturation cycle at 95 °C for 30 s, followed by 35 cycles at 95 °C for 30 s for denaturation, 60 °C for 30 s for annealing, and 72 °C for 1 min for extension, and a final elongation step of 72 °C for 10 min. The amplification products were cloned into the TOPO^®^ 2.1 vector (Invitrogen) following the manufacturer’s guidelines for the TOPO TA Cloning kit. Positive recombinant clones of One shot TOP10 were identified by colony PCR. The recombinant DNAs were obtained using the Wizard® Plus SV Minipreps DNA Purification System (Promega, Madison, WI) and were sequenced in both directions. Serially diluted recombinant plasmid from 10^9^ to 10^0^ copies were used for the standard curves. Quantitative real-time PCR reactions (qPCR) were performed in triplicate for each sample using 10 µl of SsoFast™ EvaGreen^®^ Supermix (BioRad, Hercules, CA), 500 nM of each primer, and 2 µl of template DNA and RNase/DNase-free water up to 20 µl. Thermocycling conditions consisted of an initial denaturation cycle at 95 °C for 30 s, followed by 40 cycles at 95 °C for 5 s for denaturation, 60 °C for 5 s for annealing, and 65 °C for 5 s for extension. The assay was performed in the Biorad CFX real-time PCR detection system (Bio-Rad) and analyzed by qPCR CFX Manager Software (Bio-Rad).

**Table 1:** Tick genes up regulated in response to both *Babesia* infections with a false discovery rate (FDR) < 0.05

Accession no.	Gene symbol	Gene	Fold increase	
			*B. bovis*	*B. bigemina*
XM_037429233.1	LOC119178070	Rm uncharacterized	172.42	825.69
XM_037424754.1	LOC119173969	Rm mitochondrial sodium/calcium exchanger protein-like	146.50	355.42
XM_037413835.1	LOC119161396	Rm antimicrobial peptide microplusin-like	135.75	121.91
XM_037428606.1	LOC119177199	Rm uncharacterized	127.55	710.26
XM_037429480.1	LOC119178287	Rm uncharacterized	117.79	321.71
XM_037419045.1	LOC119167543	Rm gastrula zinc finger protein XICGF8.2DB-like	109.59	67.46
XM_037421222.1	LOC119170156	Rm proline-rich protein HaeIII subfamily 1-like variant X1	107.25	158.24
XM_037414789.1	LOC119162395	Rm 4 kDa defensin-like	103.86	478.62
XM_037433840.1	LOC119184009	Rm uncharacterized	103.47	119.34
XM_037423447.1	LOC119172380	Rm uncharacterized	83.09	339.11
XM_037421224.1	LOC119170156	Rm proline-rich protein HaeIII subfamily 1-like variant X3	81.40	146.87
XM_037429385.1	LOC119178196	Rm Ixodidin-like	79.21	110.6
XM_037413011.1	LOC119160777	Rm putative ribosome biogenesis protein slx9-like	71.24	75.63
XM_037424191.1	LOC119173321	Rm uncharacterized	60.52	21.99
XM_037420540.1	LOC119169498	Rm uncharacterized	57.66	34.47
XM_037414239.1	LOC119161714	Rm uncharacterized	55.61	25.51
XM_037414510.1	LOC119162025	Rm keratin-associated protein 19-2-like	52.32	220.78
XR_005110518.1	LOC119176578	Rm uncharacterized	38.27	18.42
XM_037422643.1	LOC119171798	Rm connectin-like	35.12	44
XR_005109563.1	LOC119169343	Rm uncharacterized	30.28	48.47
XM_037428175.1	LOC119176824	Rm uncharacterized	30.11	12.37
XM_037413526.1	LOC119161172	Rm acanthoscurrin-2-like	29.54	145.12
XM_037420409.1	LOC119169295	Rm uncharacterized	27.30	44.36
XM_037432091.1	LOC119180948	Rm alpha-crystallin A chain-like	27.23	27.93
XM_037418783.1	LOC119167313	Rm papilin-like	27.10	37.81
XM_037429638.1	LOC119178436	Rm uncharacterized	24.07	13.63
XM_037421223.1	LOC119170156	Rm proline-rich protein HaeIII subfamily 1-like	22.02	26.24
XM_037425160.1	LOC119174309	Rm astacin-like metalloprotease toxin 1	21.39	15.21
XR_005108832.1		Rm uncharacterized	17.94	24.28
XM_037416508.1	LOC119164337	atlastin-1-like	17.37	13.94
XM_037413836.1	LOC119161397	antimicrobial peptide microplusin-like	15.09	12.59
XM_037423485.1	LOC119172404	Rm myosin-2 essential light chain-like	13.47	10.65
XM_037423180.1	LOC119172160	Rm serum amyloid A-2 protein-like	12.85	5.34
XM_037422040.1	LOC119170782	Rm uncharacterized	11.62	9.76
XM_037434253.1	LOC119185146	Rm alpha-crystallin B chain-like	11.30	9.94
XM_037413542.1	LOC119161185	Rm transcriptional regulatory protein LGE1-like	10.66	25.18
XM_037416564.1	LOC119164384	Rm acanthoscurrin-1-like	10.62	43.82
XM_037416511.1	LOC119164339	Rm trichohyalin-like	9.95	7.43
XM_037415109.1	LOC119163164	Rm L-threonine 3-dehydrogenase, mitochondrial-like	9.36	9.89
XM_037418012.1	LOC119166691	Rm dipeptidyl peptidase 1-like	9.34	36.13
XM_037425462.1	LOC119174524	Rm B-cell receptor-associated protein 31-like	9.27	13.27
XM_037430262.1	LOC119179189	Rm receptor expression-enhancing protein 5-like	9.00	7.2
XR_005108831.1	LOC119164340	Rm uncharacterized	8.95	6.76
XM_037413530.1	LOC119161174	Rm glycine-rich cell wall structural protein 1-like	8.89	70.05
XM_037422041.1	LOC119170783	Rm uncharacterized	8.12	6.33
XM_037435443.1	LOC119187251	Rm legumain-like	6.46	4.21
XM_037424660.1	LOC119173874	Rm glutathione S-transferase-like	6.00	8.83
XM_037427091.1	LOC119175995	Rm ADP-ribose glycohydrolase ARH3-like	5.91	8.82
XM_037435686.1	LOC119187542	Rm cytochrome C	5.46	6.39
XM_037434254.1	LOC119185148	Rm alpha-crystallin B chain-like	4.78	4.67
XM_037423329.1	LOC119172279	Rm HIG1 domain family member 1A, mitochondrial-like	4.71	5.16
XR_005109227.1	LOC119167468	Rm protein Skeletor	3.69	4.59
XR_005109132.1	LOC119166740	Rm ribonuclease Oy-like	3.64	3.57
XM_037427193.1	LOC119176074	Rm 23 kDa integral membrane protein-like	2.60	2.8

### Constructing RNA-Seq libraries

The RNA-Seq libraries of nine samples (three samples per treatment group) were constructed using the Illumina TruSeq mRNA stranded protocols (Illumina San Diego, CA). Briefly, messenger RNA (mRNA) was enriched from total RNA using poly-A selection and chemically fragmented. The mRNA was synthesized into double-stranded cDNA using reverse transcriptase. Double-stranded cDNA was end-repaired and polyadenylated, and Illumina dual index adapters were ligated to the cDNA samples followed by nine cycles of PCR amplification. The cDNA libraries were quantified, normalized, and multiplexed, as previously described [14]. For the sequencing of cDNA libraries, the multiplexed samples were sequenced on three lanes of a HiSeq 2500 (Illumina), and FASTQ files were generated with pipelines for the removal of adapter sequences from the 3′ ends of reads.

### Differential gene expression

The combined RNA-Seq run resulted in separate FASTQ files representing each library containing sequenced paired reads and quality control data. The raw paired-end reads were quality controlled using Trimmomatic (http://www.usadellab.org/cms/index.php?page=trimmomatic) [17] and checked using FastQC (https://statics.teams.cdn.office.net/evergreen-assets/safelinks/1/atp-safelinks.html) [18]. Low-quality reads were filtered before being *quasi-mapped* using Salmon (version 1.10.1) (https://salmon.readthedocs.io/en/nb/salmon.html) [19] to the *R. microplus* (BIME_Rmic_1.3) gene set. Approximately 45 million paired-end reads were mapped, and differentially expressed genes were identified using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) [20] by filtering for an independent hypothesis weighting adjusted *p *value of < 0.05. Genes without at least one read per million mapped reads across all three samples within a group were removed, as previously described [14]. The false discovery rate (FDR) method was employed to correct for multiple testing. Significant differential expression of genes was determined by a log fold change (log2 FC) value greater than or equal to ± 1 and the FDR set to < 0.05. Genes were considered upregulated with a log2 FC ≥ 1 or downregulated with a log2 FC ≤ −1. The *p*-values were adjusted for multiple testing according to FDR correction [21]. The FDR of differentially expressed genes and their corresponding *p*-values of this study are provided in Additional File 2. Tick genes regulated in response to *Babesia* infection were searched against the reference genome of *R. microplus* (GCA_013339725.1). Gene ontology (GO) analysis was performed using ShinyGO 0.80 [22] consisting of AmiGO IDs and terms (http://amigo.geneontology.org/amigo/term/), and the heat maps were generated using iDEP 2.01 [23]. All raw and processed RNA sequencing data generated in this study were submitted to the NCBI Gene Expression Omnibus (https://www.ncbi.nlm. nih.gov/geo/) under accession number GSE243493.

### Validation of RNA-Seq data by qRT-PCR

A subset of hemocytes (biological replicates) from female ticks that were fed on the same animals used to generate the cDNA libraries were utilized for qPCR validation. A total of 200 ng of total RNA from hemocytes of *B. bovis*-infected ticks, *B. bigemina*-infected ticks, and uninfected ticks were treated with the TURBO DNA-*free*™ Kit (Invitrogen) and synthesized into cDNA using the SuperScript™ III First-Strand Synthesis System (Invitrogen). The cDNAs were used as templates in qRT-PCR reactions by using SsoFast™ EvaGreen^®^ Supermix (BioRad). The reactions were performed in triplicate for each sample and the reaction mixture consisted of 500 nM of each primer set targeting the gene of interest (Additional File 1), 10 µl of SsoFast EvaGreen Supermix, 25 ng of cDNA, and RNase/DNase-free water up to 20 µl. The qPCR thermal cycling conditions consisted of an initial denaturation cycle at 95 °C for 30 s, followed by 40 cycles at 95 °C for 5 s for denaturation, 60 °C for 5 s for annealing, and 65 °C for 5 s for extension, and the reaction was performed in a CFX96™ real-time PCR detection system (Bio-Rad). CFX Maestro Software 2.3 (Bio-Rad) was used to obtain quantification cycle (Cq) values for the analysis. Primer efficiencies of genes of interest and reference genes were calculated through a 1:10 serial dilution standard curve containing 5 points. Relative gene expression was calculated by using the method that involved geometric averaging of multiple reference genes, as previously described. [24]. Results were collected as the mean relative gene expression of each gene with a standard deviation. An unpaired *t*-test was performed to determine the statistically significant difference in gene expression between groups. Three *R. microplus* genes that were previously shown as suitable internal controls were selected to use as reference genes, including 40S ribosomal protein S3a (XM_037430639.1) [25], ribosomal protein L4 (CV447629.1) [26], and glyceraldehyde-3-phosphate dehydrogenase (CK180824) [26] to normalize transcript levels in the qRT-PCR data. Five differentially expressed genes were validated, including microplusin-like (XM_037413835.1), defensin-like (XM_037414789.1), homeodomain-interacting protein kinase 2-like (XM_037422147.1), protein toll-like (XM_037418714.1), and terminal nucleotidyltransferase 5C-like (XM_037426165.1).

## Results and discussion

### Differential expression of tick hemocyte genes in response to *Babesia* infection

Replete female ticks were collected during the peak of *Babesia* parasitemia. The level of *B. bovis* in the peripheral blood of C1, C2, and C3 during tick feeding was 1 × 10^6.0^, 1 × 10^5.5^, and 1 × 10^5.6^ parasites/ml of blood, respectively. The parasitemia level in the peripheral blood of C4, C5, and C6 infected with *B. bigemina* during tick feeding was 1 × 10^5.8^, 1 × 10^5.4^, and 1 × 10^4.3^ parasites/ml of blood, respectively. The levels of *B. bovis* in the hemolymph from repleted female ticks fed on C1, C2, and C3 were 1 × 10^4.5^, 1 × 10^5.6^, and 1 × 10^4.8^ parasites/sample, respectively. The levels of *B. bigemina* in the hemolymph from repleted female ticks fed on C4, C5, and C6 were 1 × 10^4.6^, 1 × 10^5.7^, and 1 × 10^5.5^ parasites/sample, respectively.

Hemocytes of repleted female ticks fed on *Babesia*-infected animals were used to determine differential gene expression in response to *Babesia* kinetes in the hemolymph. 

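RNA-Seq was carried out on hemocytes of replete female ticks in 3 groups of 3 libraries: *B. bovis*-infected, *B. bigemina*-infected and uninfected ticks. Each library came from a pool of more than 100 ticks, and which pool came from ticks of which calf is not given in the sources used here, so parasite levels could not be set beside single libraries. The methods name Trimmomatic for trimming, FastQC for quality, Salmon for quantification against transcripts of the assembly BIME_Rmic_1.3, and DESeq2 with independent hypothesis weighting for the comparisons. The submitters' processing notes name TopHat2 and edgeR instead. The deposited quantification table is called raw counts, but its values are TPM: each of its 9 columns sums to 1000000 within 0.160. Read counts per library therefore could not be computed from it, and the only depth available is the paper's approximate number of mapped reads per sample. The spread of each value was judged from the 3 replicates alone, and no counting interval is given. TPM were scaled between libraries with an unweighted trimmed mean of M values (30% of M values and 5% of A values trimmed at each end). The factors were 1.07, 1.24 and 1.29 for *B. bovis*, 0.939, 0.831 and 0.912 for *B. bigemina* and 0.955, 0.881 and 0.970 for uninfected ticks. Transcripts with at least 1 TPM in all 3 libraries of a group (11267) were tested with limma on log2(scaled TPM + 1) in 1 fit over the 9 libraries, and were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. TPM values, means and SD of transcripts below are scaled TPM, and log2 fold changes are of log2(scaled TPM + 1), which understates folds of transcripts near 0 TPM. Where a group is listed at 0 TPM in all of its libraries, values are given per library. Beside calls of single transcripts stand their losses without each library, with other scaling, no filter on low values, only the 2 groups compared, a replicate block or TPM summed per gene; the closing section counts those under the other alternatives. The lists of transcripts in the paper's Tables 1, 3, 5, 7, 9 and 11 were chosen by the study on these same libraries, so counts over them are not independent evidence of a direction. Fixed lists are gene lists by product name that were set before the data were examined; lists by gene symbol were set afterwards, before any test on them.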

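Against uninfected ticks, 819 transcripts were higher and 1107 lower in *B. bovis*-infected ticks, and 668 were higher and 682 lower in *B. bigemina*-infected ticks. The largest rises in *B. bovis* included proline-rich protein HaeIII subfamily 1-like variant X1 (XM_037421222.1, log2 fold change 6.32) and an uncharacterized transcript (XM_037414239.1), which went from 48.3 ± 18.4 TPM to 2649 ± 1758 TPM (SD, n = 3). In *B. bigemina* they included keratin-associated protein 19-2-like (XM_037414510.1), at 1828 ± 749 TPM against 8.28 ± 8.27 TPM in uninfected ticks (SD, n = 3). Among the falls in *B. bovis* was that of terminal nucleotidyltransferase 5C-like (XM_037426165.1), with 2.18, 2.43 and 5.29 TPM against 286, 327 and 161 TPM, and it fell in *B. bigemina* too (log2 fold change -5.09, adjusted p = 3.03e-04 from limma). Among abundant transcripts, techylectin-5A-like (XM_037422270.1), named after horseshoe crab lectins, was 7229 ± 6359 TPM in *B. bovis*, 7874 ± 4295 TPM in *B. bigemina* and 1142 ± 173 TPM in uninfected ticks (SD, n = 3). Set directly against each other, the infections differed in 235 transcripts, 114 higher and 121 lower in *B. bovis*. Tested with limma against a log2 fold change of 1, an alternative chosen after the data were examined that ended 170 of 282 calls of transcripts named in the text, 93 transcripts were higher and 188 lower in *B. bovis*, and 71 were higher and 82 lower in *B. bigemina*. With TPM as deposited, which shifts the median log2 fold change in *B. bovis* by 0.28, the split for *B. bovis* was 1498 higher and 752 lower, and that of the direct comparison 278 higher and 73 lower. Without *B. bovis* replicate 1, 1294 transcripts were higher in *B. bovis*, and the direct comparison held 476 higher and 322 lower. Techylectin-5A-like was no longer called in *B. bovis* without uninfected replicate 1, 2 or 3 (adjusted p from 0.0523 to 0.0784), and in *B. bigemina* without *B. bigemina* replicate 1 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0502 to 0.0712).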

The dataset showed differential expression of tick genes by the hemocyte cells in response to *B. bovis* or *B. bigemina* infection. The assembly data of approximately 45 million reads mapped per sample allowed for the identification of tick genes that were upregulated or downregulated in response to infection. 

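Over the 500 transcripts with the most variable log2(scaled TPM + 1), the 9 libraries fell into their 3 groups on the first pair of components. Pearson correlations between libraries across all 11267 transcripts, which are not independent replicates, ran from 0.922 to 0.965 (median 0.951) within groups and from 0.828 to 0.937 (median 0.888) between groups. The libraries of *B. bovis*-infected ticks were the least alike within a group (0.922 to 0.951), the uninfected ones the most alike (0.956 to 0.965). Between groups, *B. bovis* and *B. bigemina* libraries lay closest (0.908 to 0.937), and *B. bovis* and uninfected libraries farthest apart (0.828 to 0.898). Transcripts that set *B. bovis* replicate 1 apart from its group included glycine-rich protein DOT1-like (XM_037416559.1), at 566, 11257 and 8572 TPM in the *B. bovis* libraries, a pick made after its values were seen. All 3 infected libraries lay on one side of all 3 uninfected libraries for 48.6% of transcripts in *B. bovis* and 50.6% in *B. bigemina*, where chance gives 10%.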

Principal component analysis of the RNA-Seq data resulted in separation of the biological replicates of the same condition into three distinct groups including hemocytes from uninfected ticks and hemocytes from ticks infected with either *B. bovis* or *B. bigemina* (Fig. 1A). 

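The first component held 54.8% and the second 15.5% of the variance of these log2(scaled TPM + 1) values. With all 11267 transcripts the first component held 47.8%, with a pseudocount of 2 it held 59.0%, and leaving out each library in turn gave 47.2% to 58.5%. Uninfected ticks stood on one side of the first component and the infected groups on the other.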

The first principal component showed 62% of the variation between groups and the second principal component showed that replicates were similar to each other (Fig. 1A). Figure 1 also shows the relationship of the gene fold-change of genes found in the hemocytes infected with *B. bovis* (Fig. 1B) or *B. bigemina* (Fig. 1C) versus the normalized mean expression counts.

**Fig. 1:**
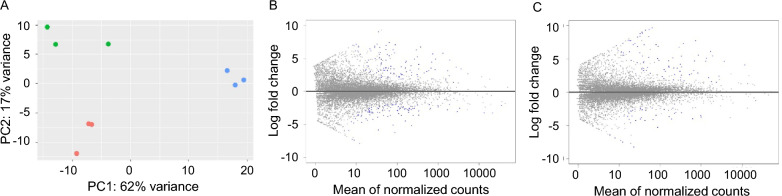
Differential gene expression by *R. microplus* hemocytes in response to *B. bovis* or *B. bigemina* infections. **A** The principal component analysis (PCA) plot between hemocytes from uninfected ticks (blue), hemocytes from ticks infected with *B. bovis* (green), and hemocytes from ticks infected with *B. bigemina* (red). **B** MA (log ratio versus abundance) plot showing the relationship of the log fold-change in gene expression by hemocytes from ticks infected with *B. bovis* versus the mean of normalized counts. **C** MA (log ratio versus abundance) plot showing the relationship of the log fold-change in gene expression by hemocytes from ticks infected with *B. bigemina* versus the mean of normalized counts

*Rhipicephalus microplus* hemocytes expressed protein-coding genes, long noncoding RNAs (lncRNAs), pseudogenes, ribosomal ribonucleic acids (rRNAs), small nucleolar RNAs (snoRNAs), and small nuclear RNA (snRNAs) (Fig. 2) up to the total number of 11,969 transcripts (Additional File 2).

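Over all transcripts of the quantification table, 11267 had at least 1 TPM in all 3 libraries of a group. By the accession's prefix and description these were 10282 mRNAs, 805 noncoding RNAs, 174 other transcribed RNAs and 6 rRNAs. Each library had between 14569 and 15784 transcripts above 0 TPM. The 10 most abundant transcripts of a library held 24.1%, 23.8% and 22.9% of its TPM in *B. bovis*-infected ticks, 28.5%, 34.4% and 29.4% in *B. bigemina*-infected ticks and 34.0%, 37.7% and 32.4% in uninfected ticks. Among the abundant mRNAs that passed the thresholds in *B. bovis* was glycine-rich cell wall structural protein 1-like (XM_037413541.1), in uninfected ticks at 42794 ± 4313 TPM (SD, n = 3). It was 4339.5 ± 469 TPM in *B. bovis* (log2 fold change -3.30, adjusted p = 4.58e-04 from limma) and 18454 ± 7143 TPM in *B. bigemina* (log2 fold change -1.29, adjusted p = 0.0253) (SD, n = 3). XM_037413541.1 lost its call in *B. bigemina* without *B. bigemina* replicate 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0548 to 0.0838), or with no filter on low values.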

**Fig. 2:**
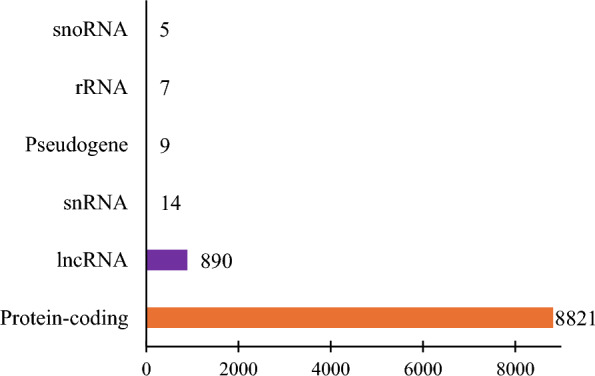
Biotypes of transcripts expressed by *R. microplus* hemocytes. The biotypes were identified using iDEP 2.01 and the classification was based on the Ensembl annotation system [22]

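The 819 transcripts higher in *B. bovis*-infected ticks were 733 mRNAs, 71 noncoding RNAs and 15 of other kinds, and the 1107 lower ones were 1038 mRNAs, 59 noncoding RNAs and 10 of other kinds. Abundant mRNAs among those that fell were glycine-rich cell wall structural protein-like (XM_037416562.1), at 11219 ± 3191 TPM against 50679 ± 6748 TPM in uninfected ticks (SD, n = 3), and isoinhibitor K-like (XM_037423086.1), a protease inhibitor by name, at 2976 ± 1739.9 TPM against 11375 ± 1421 TPM (SD, n = 3). E-selectin-like (XM_037429567.1), named after a vertebrate adhesion lectin, fell with a log2 fold change of -4.95 (standard error 0.50, adjusted p = 4.60e-04 from limma). In 805 of the higher and 1107 of the lower transcripts, all 3 infected libraries lay on one side of all 3 uninfected ones. In the fit to simulated data, 17 of 49 transcripts changed by a fold of 2 were called, 46 of 49 at a fold of 4 and 48 of 49 at a fold of 8. Only the mean levels in uninfected ticks came from these libraries. Spread and depth were assumed, so these shares do not measure what the replicates here could detect.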

We identified 175 protein-coding genes, 12 lncRNAs, and 8 genes that were not found by the Ensembl annotation system (not mapped) that were regulated during *B. bovis* infection (Fig. 3). The *B. bigemina* infection included 103 protein-coding genes, 9 lncRNAs, and 5 genes that were not found by the Ensembl annotation system (Fig. 3). 

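In *B. bigemina*-infected ticks, the 668 higher transcripts were 613 mRNAs, 42 noncoding RNAs and 13 of other kinds, and the 682 lower ones 641 mRNAs, 31 noncoding RNAs and 10 of other kinds. Glycine-rich protein DOT1-like XM_037416559.1 rose to 26799 ± 6792 TPM from 1530.0 ± 455 TPM (SD, n = 3), and glycine-rich protein 3-like (XM_037420508.1) fell from 12875 ± 5294 TPM to 906 ± 427 TPM (SD, n = 3). Their log2 fold changes were 4.14 (adjusted p = 0.0188 from limma) and -3.83 (adjusted p = 0.0159). Transcriptional regulatory protein LGE1-like (XM_037413542.1) went from 303 ± 33.7 TPM to 7728 ± 1164 TPM in *B. bigemina* (SD, n = 3), a larger rise than in *B. bovis* (direct log2 fold change -1.34, adjusted p = 0.0153 from limma). DOT1-like was not called in *B. bigemina* without *B. bigemina* replicate 2 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.0503 to 0.0635), or with TPM summed per gene. Glycine-rich protein 3-like was no longer called in *B. bigemina* without *B. bigemina* replicate 3 or uninfected replicate 1 or 2 (adjusted p from 0.054 to 0.059). LGE1-like lost its call in the direct comparison when only the 2 groups compared were fitted or with TPM as deposited.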

The genes that were upregulated and downregulated had an FDR < 0.05. Corresponding FDR and associated *p*-values of differentially expressed genes are provided in Additional File 2. This RNA-Seq study validates and discusses the differentially regulated protein-coding genes that may be critical in controlling the *Babesia* parasite during tick infection. 

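Several noncoding RNAs changed strongly. In the direct comparison, XR_005109643.1 was at 15.7, 43.4 and 19.6 TPM in *B. bigemina* and listed at 0 in all *B. bovis* and uninfected libraries (adjusted p = 0.00136 from limma). XR_005108707.1 stood at 12.8, 136 and 9.77 TPM in *B. bigemina* with the other groups listed at 0 (adjusted p = 0.0247), its highest value in *B. bigemina* replicate 2. U6atac minor spliceosomal RNA (XR_005109488.1), a small nuclear RNA of the minor spliceosome, was 17.6, 22.4 and 23.2 TPM in *B. bovis*. It was listed at 0 in *B. bigemina* and was 0, 8.36 and 16.7 TPM in uninfected ticks (direct adjusted p = 0.0372 from limma). The libraries were made from poly-A selected RNA, and how far that step captures U6atac was not examined. A 375 bp noncoding RNA (XR_005109892.1) was 2996 ± 1522 TPM in *B. bovis* and 473 ± 82.4 TPM in *B. bigemina* (SD, n = 3), a log2 fold change of 2.53 between them (adjusted p = 0.028). XR_005108707.1 was not called in the direct comparison without *B. bovis* replicate 2 or 3 or uninfected replicate 2 (adjusted p from 0.0521 to 0.08), or when only the 2 groups compared were fitted. U6atac was no longer called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 2 (adjusted p from 0.0654 to 0.115), or with no filter on low values or with a replicate block. XR_005109892.1 lost its call in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 2 (adjusted p from 0.0564 to 0.102), or with no filter on low values, when only the 2 groups compared were fitted or with a replicate block.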

Differentially regulated putative tick lncRNAs were identified in this study; however, it is unknown whether they play any role against tick-borne pathogens or not. Differentially regulated protein coding genes in response to *Babesia* infection as positioned in *R. microplus* chromosomes (21) are shown in Additional File 3.

**Fig. 3:**
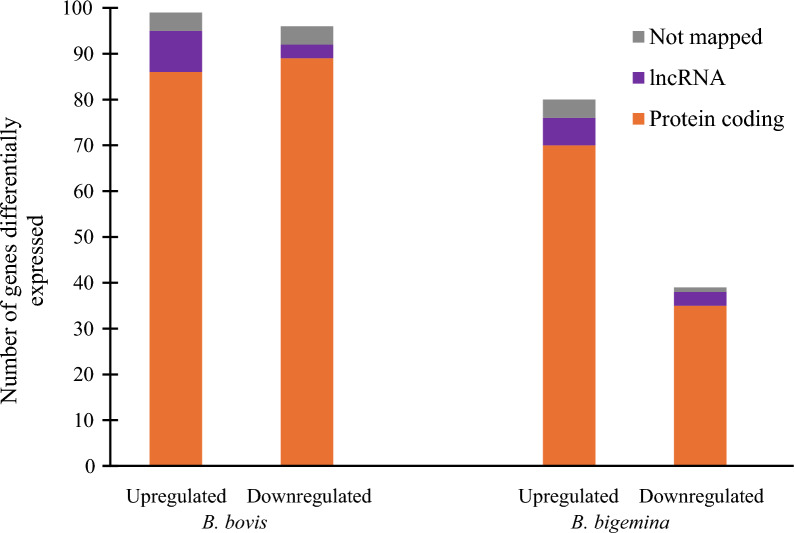
Number of differentially expressed hemocyte transcripts from ticks infected with either *B. bovis* or *B. bigemina*. Upregulated and downregulated tick genes in response to *Babesia* infection with an FDR < 0.05

### Validation of RNA-Seq data by quantitative reverse transcriptase-PCR (qRT-PCR)

The mean relative gene expression was compared between hemocytes from infected female ticks with *B. bovis* or *B. bigemina* and uninfected control female ticks. The data obtained using qRT-PCR corroborated results from high-throughput RNA-Seq. The mean relative gene expression of microplusin-like and defensin-like of hemocytes from female ticks infected with *B. bovis* or *B. bigemina* was significantly higher than in the control group (Fig. 4A). The relative gene expression of homeodomain-interacting protein kinase 2-like, protein toll-like, and terminal nucleotidyltransferase 5C-like was significantly lower from ticks infected with *B. bovis* or *B. bigemina* as compared with the uninfected control group (Fig. 4B). Additional genes validated by qRT-PCR are provided in Additional File 4.

**Fig. 4:**
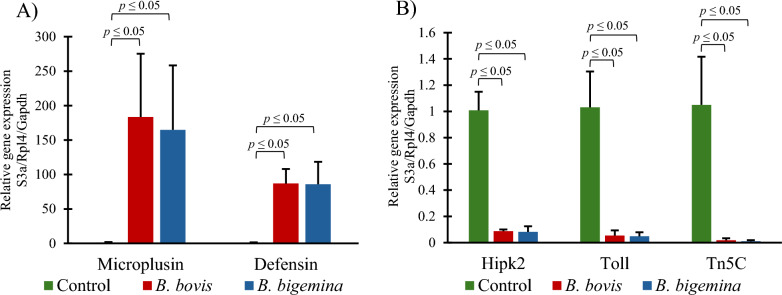
Relative expression of hemocyte genes during *Babesia* infection. **A** Upregulated genes: microplusin-like and defensin-like. **B** Downregulated genes: homeodomain-interacting protein kinase 2-like (Hipk2), protein toll-like (Toll), and terminal nucleotidyltransferase 5C-like (Tn5c)

Also, 40S ribosomal protein S3a (S3a), ribosomal protein L4 (Rp14), and glyceraldehyde-3-phosphate dehydrogenase (Gapdh) were used for qRT-PCR normalization.

### Hemocyte gene upregulation occurs mutually in *B. bovis *and* B. bigemina* infections

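At these thresholds, 433 transcripts were higher in both infections, 386 in *B. bovis* alone and 235 in *B. bigemina* alone. Lists of these sizes drawn independently would share 48.6. The uninfected libraries, 3 in all, could not be split, so part of the excess may come from the shared controls. The 54 transcripts of Table 1 were all higher in both infections, with median log2 fold changes of 3.73 in *B. bovis* and 3.88 in *B. bigemina*. Ixodidin-like (XM_037429385.1), a serine protease inhibitor with antibacterial activity, was among the largest, at 353 ± 97.8 TPM in *B. bovis*, 522 ± 112 TPM in *B. bigemina* and 4.48 ± 1.50 TPM in uninfected ticks (SD, n = 3). Proline-rich protein HaeIII subfamily 1-like variant X3 (XM_037421224.1) was 179, 42.7 and 34.3 TPM in *B. bovis*, 131, 87.7 and 257 TPM in *B. bigemina* and 0, 0 and 3.21 TPM in uninfected libraries (log2 fold changes 5.34 and 6.48, adjusted p = 0.00194 and 0.00116 from limma). Set against each other, the infections differed in 14 of the 433, with 6 higher and 8 lower in *B. bovis*.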

We found that 54 tick genes were upregulated regardless of the infecting *Babesia* species. Out of 54 upregulated genes, 48 were identified as protein-coding genes, 3 were lncRNAs, and 3 were not found by the Ensemble annotation system [22]. The hierarchical clustering of log fold-change of upregulated hemocyte gene expression suggests tick hemocyte response to *B. bovis* infection is not identical to *B. bigemina* infection (Fig. 5). 

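Log2 fold changes of the infections were alike across the 11267 transcripts: Pearson's r was 0.800 and Spearman's rho 0.781, across transcripts that are not independent replicates. Simulated unchanged groups that shared simulated uninfected libraries gave an r of 0.497 (0.462 to 0.530). Noise was drawn independently for each transcript there, so deviations that transcripts of a real library share are not in the simulated values. The covariance was 0.744 against 0.0644 in the simulations, and 81.4% of transcripts had the same sign against 66.7%. Of the 54 transcripts of Table 1, 6 differed between the infections, 1 higher and 5 lower in *B. bovis* (in place of the 6, 3 without *B. bovis* replicate 3; 3, 2, 3 without *B. bigemina* replicate 1, 2 or 3; 3 without uninfected replicate 2; 3 with no filter on low values; 1 with only the infected libraries fitted). Dipeptidyl peptidase 1-like (XM_037418012.1), a lysosomal peptidase, was one of the 5, at 119 ± 57.1 TPM in *B. bovis* and 492 ± 88.1 TPM in *B. bigemina* (SD, n = 3) (direct log2 fold change -2.17, standard error 0.44, adjusted p = 0.0402 from limma). Dipeptidyl peptidase 1-like was not called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.0644 to 0.131), or with median-of-ratios scaling, with no filter on low values, when only the 2 groups compared were fitted or with TPM as deposited.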

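The noncoding RNA XR_005109563.1 was 947 ± 239 TPM in *B. bovis*-infected, 1616 ± 499.6 TPM in *B. bigemina*-infected and 33.0 ± 13.5 TPM in uninfected ticks (SD, n = 3), and XR_005108831.1 was 933 ± 346 TPM in *B. bovis*-infected, 738 ± 167 TPM in *B. bigemina*-infected and 107 ± 27.7 TPM in uninfected ticks (SD, n = 3). XR_005110518.1 was 594 ± 463 TPM in *B. bovis*, where the libraries held 69.0, 767 and 946 TPM, 308 ± 94.3 TPM in *B. bigemina* and 16.8 ± 10.2 TPM in uninfected ticks (SD, n = 3). Their log2 fold changes were 4.84, 3.08 and 4.59 in *B. bovis* and 5.59, 2.77 and 4.28 in *B. bigemina*, with adjusted p from limma of 1.05e-04, 3.41e-04 and 0.00833 and of 9.64e-05, 7.13e-04 and 0.0145. In the direct comparison none of the 3 passed (adjusted p = 0.266, 0.622 and 0.902). XR_005110518.1 was no longer called in *B. bigemina* without uninfected replicate 2 (adjusted p = 0.0552).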

The upregulation fold range of protein-coding genes was between 2.0-fold and 825.0-fold, and for the putative lncRNAs (XR_005109563.1, XR_005110518.1, and XR_005108831.1) it was between 7.0-fold and 48.0-fold. 

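Of the 54 transcripts of Table 1, 37 had the larger log2 fold change in *B. bigemina* and 17 in *B. bovis*. Over the 433 transcripts higher in both infections, 207 had the larger one in *B. bigemina* and 226 in *B. bovis*, with medians of 1.74 and 1.82. Keratin-associated protein 19-2-like (XM_037414510.1) was 57.8, 581 and 569 TPM in the *B. bovis* libraries and 1679, 2639 and 1164 TPM in the *B. bigemina* libraries, and its direct log2 fold change was -2.68 (standard error 0.94, adjusted p = 0.181 from limma), which missed the threshold. The uncharacterized XM_037414239.1 was 1263 ± 169 TPM in *B. bigemina* (SD, n = 3), with a log2 fold change of 4.75 there and 5.63 in *B. bovis*. With TPM as deposited, 119 of the transcripts higher in both had the larger log2 fold change in *B. bigemina*.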

The fold increase in hemocyte genes was higher in response to *B. bigemina* infection than to *B. bovis* infection (Table 1). Thus, a few genes exhibited comparable expression between both *Babesia* parasites, including the putative ribosome biogenesis protein (XM_037413011.1, highlighted in the heat map), which was expressed similarly during *B. bovis* (71.0-fold) infection and *B. bigemina* (76.0-fold) infection. This gene is involved in regulating cellular metabolism and biogenesis, along with other upregulated genes (Table 2).

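The transcript of slx9-like (XM_037413011.1), a ribosome biogenesis protein, was at 7.62, 16.0 and 16.0 TPM in the *B. bovis* libraries and 10.9, 19.9 and 13.8 TPM in the *B. bigemina* libraries, and was listed at 0 in all uninfected libraries (adjusted p = 2.28e-04 and 2.85e-04 from limma). Between the infections its log2 fold change was -0.19 (standard error 0.31, adjusted p = 0.798), which missed the threshold. Of 6 cytosolic ribosomal proteins, a fixed list, 5 were higher and none was lower in each infection (5 and 0 when adjusted over the list alone), while 0 of 6 differed between the infections in either direction (0 when adjusted over the list alone). Names were at hand mainly for transcripts that the authors' tables hold, so this count is not independent evidence. Among them ribosomal protein rpl-36.A (XM_037416570.1) had log2 fold changes of 2.93 and 2.38. By gene symbol, 3 of 53 cytosolic ribosomal protein transcripts were higher and none lower in each infection. RpS3A (XM_037430639.1), a qRT-PCR reference gene of the study, was 1145 ± 239 TPM in *B. bovis*-infected, 1176 ± 85.9 TPM in *B. bigemina*-infected and 830.0 ± 111 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of 0.45 and 0.51 that missed the threshold (adjusted p = 0.0824 and 0.0679).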

**Fig. 5:**
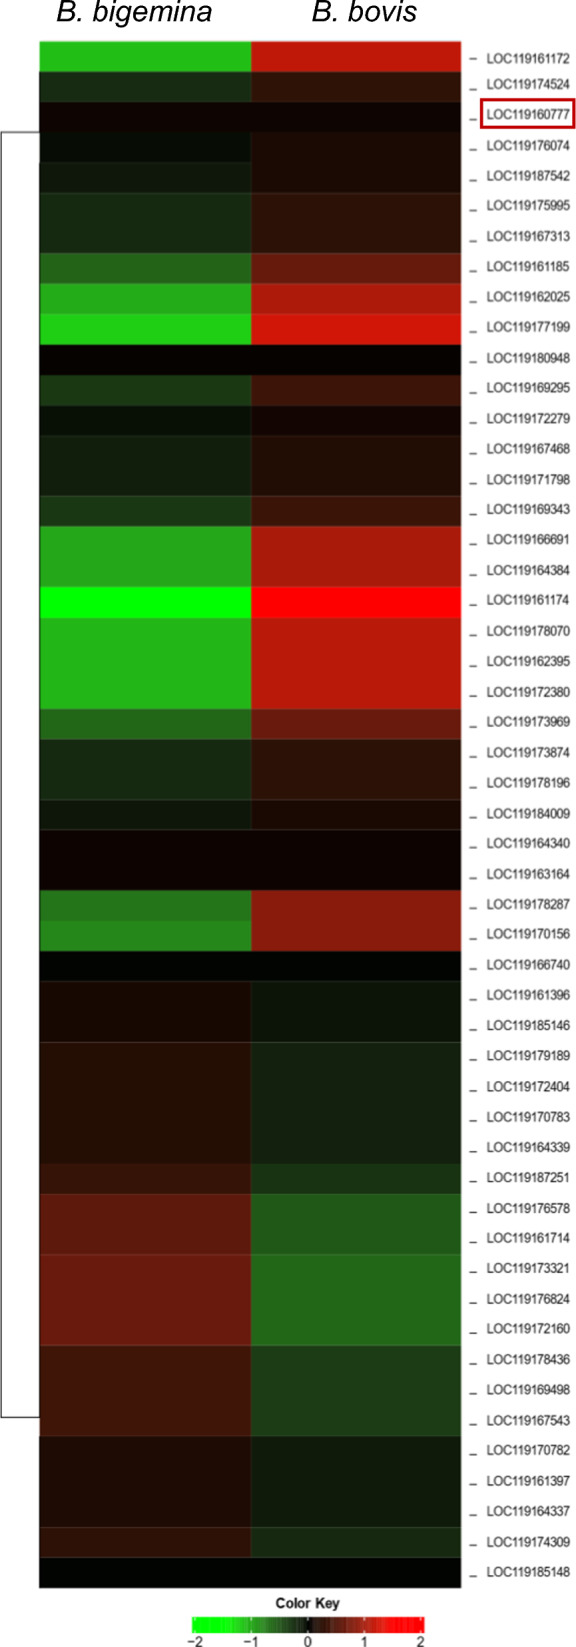
Hierarchical clustering of upregulated hemocyte gene expression following *Babesia* infection. The red frame refers to the putative ribosome biogenesis protein (XM_037413011.1) that regulates cellular metabolism and biogenesis

**Table 2:** Upregulated hemocyte genes following the *Babesia* infection, grouped by biological process, molecular function, and cellular component categories defined by high-level Gene Ontology (GO) terms

	N	High-level GO category	Genes
Biological process	11	GO:0006807 nitrogen compound metabolic process GO:0071704 organic substance metabolic process	XM_037413011.1 XM_037418012.1 XR_005109132.1 XM_037418783.1 XM_037419045.1 XM_037420540.1 XM_037424660.1 XM_037425160.1 XM_037428175.1 XM_037429385.1 XM_037435443.1
	10	GO:0044238 primary metabolic process	XM_037413011.1 XM_037418012.1 XR_005109132.1 XM_037418783.1 XM_037419045.1 XM_037420540.1 XM_037425160.1 XM_037428175.1 XM_037429385.1 XM_037435443.1
	9	GO:0044237 cellular metabolic process	XM_037413011.1 XR_005109132.1 XM_037418783.1 XM_037419045.1 XM_037420540.1 XM_037424660.1 XM_037428175.1 XM_037429385.1 XM_037435686.1
	4	GO:0050789 regulation of biological process GO:0065007 biological regulation GO:0019222 regulation of metabolic process GO:0050794 regulation of cellular process	XM_037418783.1 XM_037419045.1 XM_037420540.1 XM_037429385.1
	3	GO:0048519 negative regulation of biological process GO:0065009 regulation of molecular function	XM_037418783.1 XM_037420540.1 XM_037429385.1
	2	GO:0051179 localization GO:0051234 establishment of localization	XM_037424754.1 XM_037425462.1
	1	GO:0050896 response to stimulus GO:0006950 response to stress	XM_037414789.1
	1	GO:0071840 cellular component organization or biogenesis GO:0044085 cellular component biogenesis	XM_037413011.1
	1	GO:0009058 biosynthetic process	XM_037419045.1
	1	GO:0033036 macromolecule localization GO:0051641 cellular localization	XM_037425462.1
	1	GO:0044419 biological process involved in interspecies interaction between organisms	XM_037418783.1
Molecular function	7	GO:0016787 hydrolase activity	XM_037416508.1 XM_037418012.1 XR_005109132.1 XM_037425160.1 XM_037427091.1 XM_037428175.1 XM_037435443.1
	7	GO:0043167 ion binding	XM_037416508.1 XM_037423485.1 XM_037425160.1 XM_037428175.1 XM_037432091.1 XM_037434254.1 XM_037435686.1
	4	GO:0005515 protein binding	XM_037416508.1 XM_037422643.1 XM_037424191.1 XM_037424660.1
	3	GO:0016740 transferase activity	XM_037424660.1 XM_037428175.1 XM_037428606.1
	3	GO:0030234 enzyme regulator activity GO:0004857 enzyme inhibitor activity GO:0004866 endopeptidase inhibitor activity GO:0004867 serine-type endopeptidase inhibitor activity GO:0016755 aminoacyltransferase activity GO:0030414 peptidase inhibitor activity GO:0061134 peptidase regulator activity GO:0061135 endopeptidase regulator activity GO:0098772 molecular function regulator activity	XM_037418783.1 XM_037420540.1 XM_037429385.1
	3	GO:0097159 organic cyclic compound binding GO:1,901,363 heterocyclic compound binding	XM_037416508.1 XR_005109132.1 XM_037435686.1
	1	GO:0005215 transporter activity GO:0022857 transmembrane transporter activity	XM_037424754.1
	1	GO:0009055 electron transfer activity GO:0016491 oxidoreductase activity	XM_037435686.1
	1	GO:0003700 DNA-binding transcription factor activity	XM_037419045.1
	1	GO:0016829 lyase activity	XR_005109132.1
	1	GO:0036094 small molecule binding GO:0097367 carbohydrate derivative binding	XM_037416508.1
Cellular component	8	GO:0016020 membrane	XR_005109227.1 XM_037423329.1 XM_037424754.1 XM_037425462.1 XM_037427193.1 XM_037429385.1 XM_037430262.1 XM_037435686.1
	3	GO:0005576 extracellular region	XM_037418783.1 XM_037420540.1 XM_037423180.1
	3	GO:0043226 organelle GO:0043227 membrane-bounded organelle	XM_037413011.1 XM_037425462.1 XM_037435686.1
	2	GO:0031974 membrane-enclosed lumen GO:0043233 organelle lumen	XM_037413011.1 XM_037435686.1
	1	GO:0032991 protein-containing complex GO:1990904 ribonucleoprotein complex GO:0043228 non-membrane-bounded organelle	XM_037413011.1
	1	GO:0005615 extracellular space	XM_037420540.1
	1	GO:0005789 endoplasmic reticulum membrane GO:0012505 endomembrane system GO:0031090 organelle membrane GO:0042175 nuclear outer membrane-endoplasmic reticulum membrane network	XM_037425462.1
	1	GO:0070469 respirasome	XM_037435686.1

N: the number of upregulated hemocyte genes that fall under a similar GO term

This elevated cell metabolism may benefit *Babesia* parasites in that parasites often lack key biosynthetic pathways and rely on their hosts for nutrients. Plasma membrane transporter proteins help parasites to salvage nutrients [27]. 

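The mitochondrial sodium/calcium exchanger-like transcript (XM_037424754.1), a cation transporter by name, was at 2.25, 50.0 and 29.6 TPM in the *B. bovis* libraries, 33.4, 159.8 and 17.0 TPM in the *B. bigemina* libraries and 0.449, 0.238 and 0.241 TPM in the uninfected libraries. It was higher in both infections (in *B. bovis* log2 fold change 3.72, standard error 1.08, adjusted p = 0.0298, in *B. bigemina* log2 fold change 5.15, standard error 1.08, adjusted p = 0.0113, from limma). Its value in *B. bigemina* replicate 2 stood far above replicates 1 and 3, and in *B. bovis* replicate 1 far below replicates 2 and 3. XM_037424754.1 lost its call in *B. bovis* without *B. bovis* replicate 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0734 to 0.0956), or with no filter on low values.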

Mitochondrial sodium/calcium exchanger protein-like (XM_037424754.1) is a transporter protein found in the *R. microplus* hemocyte membrane (Table 2), and it is upregulated in response to *Babesia* infection (*B. bovis* 146.0-fold and *B. bigemina* 355.0-fold).

The *Babesia* infection differentially regulated the biological process pathways involved in cellular protein metabolism (Table 2 and Fig. 6A). 

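Ixodidin-like (XM_037429385.1) had log2 fold changes of 6.01 in *B. bovis* (standard error 0.29, adjusted p = 2.97e-05 from limma) and 6.59 in *B. bigemina* (adjusted p = 3.25e-05). The uncharacterized XM_037420540.1 was 154 ± 104 TPM in *B. bovis*-infected, 99.4 ± 9.88 TPM in *B. bigemina*-infected and 2.85 ± 1.22 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of 5.02 and 4.75 (adjusted p = 9.34e-04 and 0.00143). Papilin-like (XM_037418783.1), an extracellular matrix protein with Kunitz-type inhibitor domains, was 25.3, 70.9 and 92.8 TPM in *B. bovis*, 33.1, 227 and 21.3 TPM in *B. bigemina* and 0.976, 1.19 and 4.97 TPM in uninfected libraries, and *B. bigemina* replicate 2 held most of it in that group. Its log2 fold changes were 4.25 and 4.24 (adjusted p = 0.00878 and 0.0117).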

Upregulated genes, including ixodidin-like (XM_037429385.1), an uncharacterized gene (XM_037420540.1), and papilin-like (XM_037418783.) were identified in the biological process pathways that have the molecular function of serine-type endopeptidase inhibitor or peptidase inhibitor activity (Table 2). Peptidase inhibitors of hard ticks are known to control phagocytosis of microbes by tick hemocytes [28]. Knockdown of the *Ixodes ricinus* pan-protease inhibitor-α2M reduced the phagocytosis of gram-negative bacterium, *Chryseobacterium indologenes*. It was suggested that phagocytosis is mediated by the interaction between α2M and the bacterium’s virulence factor, metalloprotease [29]. Further, α2M of *Dermacentor variabilis* is upregulated in response to rickettsial infection [30], supporting current RNA-Seq findings of elevated protease inhibitor activities of *R. microplus* hemocytes upon *Babesia* infection. *R. microplus* ixodidin, which was identified in this study, is suggested to have inhibitory properties against serine proteases and also shown to be involved in the growth inhibition of *Micrococcus luteus* and *Escherichia coli* [31]. The network of molecular function pathways (Fig. 6B) identified among upregulated hemocyte genes indicated that *R. microplus* hemocytes may have a defense mechanism toward *Babesia* parasites that is composed of peptidase inhibitors.

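Of 12 protease inhibitor transcripts on a fixed list, 5 were higher and 3 lower in *B. bovis* (7 and 3 when adjusted over the list alone), and 4 were higher and none lower in *B. bigemina* (7 and 2 when adjusted over the list alone). Of the 12, 5 are named in tables of called transcripts, so the direction is not independent evidence. Beside ixodidin-like and papilin-like, which rose, the 3 that fell in *B. bovis* were salivary cystatin-L-like, leukocyte elastase inhibitor-like and swm-1-like. The abundant isoinhibitor K-like (XM_037423086.1), given above, also fell in *B. bovis* but is not on the list, whose name patterns miss it. The serine protease inhibitor swm-1-like (XM_037415919.1) fell in *B. bovis* from 1012 ± 178 TPM to 251 ± 36.3 TPM (SD, n = 3) (standard error 0.17 on the log2 scale, adjusted p = 2.73e-04, from limma). In *B. bigemina* it was 582 ± 80.9 TPM (log2 fold change -0.79, adjusted p = 0.0137), under the fold threshold, and it was lower in *B. bovis* than in *B. bigemina* (log2 fold change -1.21, adjusted p = 0.0153). It was the 1 list member that differed between the infections (0 higher and 2 lower when adjusted over the list alone). Swm-1-like was not called in the direct comparison without *B. bovis* replicate 3 or *B. bigemina* replicate 1 or 2 (adjusted p from 0.0502 to 0.055), or with TPM as deposited. Members called in either direction, 8 in *B. bovis* and 4 in *B. bigemina*, were 5 to 10 and 2 to 6 with 1 library left out (5 without *B. bovis* replicate 3 or uninfected replicate 1 or 2, and 2 without uninfected replicate 1, 2 or 3).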

**Fig. 6:**
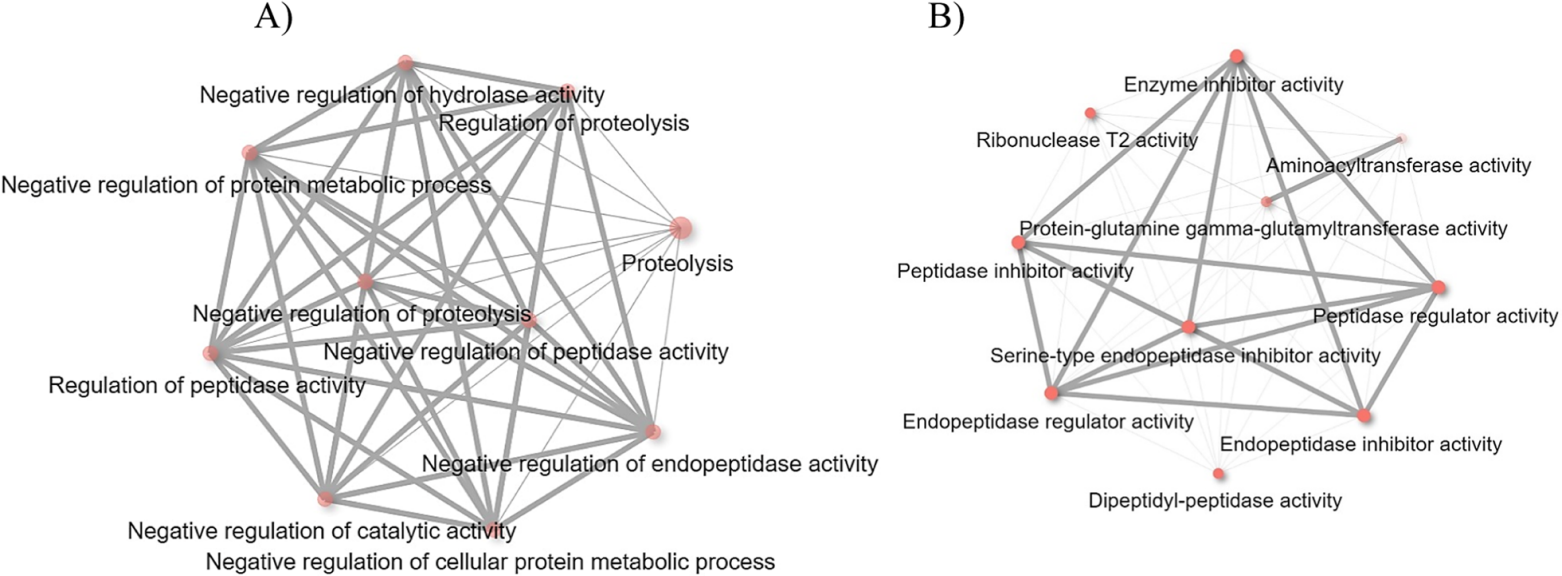
Biological process (**A**) and molecular pathways (**B**) related to upregulated hemocyte genes following *Babesia* infection. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

*Rhipicephalus microplus* hemocytes exhibited a response to *Babesia* infection similar to the stimulus and stress response by 4 kDa defensin-like (XM_037414789.1) with a 104.0-fold increase in response to *B. bovis* and a 479.0-fold increase in response to *B. bigemina* (Table 2). 

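Defensin-like (XM_037414789.1), a small cationic antimicrobial peptide, was at 30.1, 15.6 and 15.0 TPM in the *B. bovis* libraries and 129, 90.0 and 68.4 TPM in the *B. bigemina* libraries and was listed at 0 in all uninfected libraries. Both rises passed (adjusted p = 1.20e-04 in *B. bovis* and 3.29e-05 in *B. bigemina*, from limma). The level in *B. bovis* was lower than in *B. bigemina*, with a log2 fold change of -2.21 (standard error 0.30, adjusted p = 0.0146), and each *B. bigemina* library lay above each *B. bovis* library. Defensin-like was no longer called in the direct comparison when only the 2 groups compared were fitted.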

Defensins belong to the largest group of AMPs with a broad spectrum of antimicrobial activity and are part of the innate immune system [32]. Defensins of arthropods destroy microbes by forming pores in their membranes, causing the membrane to become permeable. A previous study indicated that *H. longicornis* defensin can prevent or retard proliferation of *Theileria equi* and *Babesia microti* merozoites [33]. In addition to defensin, other antimicrobial peptide genes were also upregulated in response to *Babesia* infection such as microplusin-like (XM_037413835.1) with a response to *B. bovis* (136.0-fold) and to *B. bigemina* (122.0-fold), acanthoscurrin-2-like (XM_037413526.1) in response to *B. bovis* (29.0-fold) and to *B. bigemina* (145.0-fold), and acanthoscurrin-1-like (XM_037416564.1) in response to *B. bovis* (11.0-fold) and to *B. bigemina* (44.0-fold), suggesting *R. microplus* hemocytes elevate the amount of AMPs or/and regulate its innate immune response against *Babesia*. However, the mode of antiparasitic activity by AMPs on *Babesia* parasites has yet to be determined.

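Of 10 antimicrobial peptide transcripts on a fixed list, 9 were higher and 1 lower in *B. bovis* (9 and 1 when adjusted over the list alone), and 9 were higher and none lower in *B. bigemina* (9 and 1 when adjusted over the list alone). All 10 are named in tables of called transcripts, so these counts are not independent evidence of the direction. The 1 lower in *B. bovis*, noted after its values were seen, was an acanthoscurrin-2-like transcript (XM_037413532.1, log2 fold change -2.77). Microplusin-like (XM_037413835.1), named after a copper-binding tick antimicrobial peptide, was 8.86, 172 and 222 TPM in *B. bovis*, 182, 147 and 63.3 TPM in *B. bigemina* and 0.753, 0 and 1.89 TPM in uninfected libraries (log2 fold changes 5.40 and 6.13, adjusted p = 0.00769 and 0.00595 from limma). Acanthoscurrin-2-like (XM_037413526.1), a glycine-rich peptide, was 19.9 ± 9.79 TPM in *B. bovis*-infected, 104 ± 51.9 TPM in *B. bigemina*-infected and 0.532 ± 0.268 TPM in uninfected ticks (SD, n = 3). Its log2 fold changes were 3.69 and 6.00 (adjusted p = 7.27e-04 and 2.03e-04), and it was lower in *B. bovis* than in *B. bigemina* (log2 fold change -2.31, adjusted p = 0.0274). Acanthoscurrin-1-like (XM_037416564.1) was 22.9, 230.4 and 291 TPM in *B. bovis*, 834, 1111 and 481 TPM in *B. bigemina* and 16.1, 21.2 and 17.9 TPM in uninfected libraries (log2 fold changes 2.61 and 5.31, adjusted p = 0.0446 and 0.00362), and its direct log2 fold change of -2.70 missed the threshold (adjusted p = 0.139). Between the infections 3 of the 10 were lower in *B. bovis* and none was higher (6 and 0 when adjusted over the list alone). How quantification divided reads between acanthoscurrin transcripts was not examined. Acanthoscurrin-2-like lost its call in the direct comparison without *B. bovis* replicate 3, *B. bigemina* replicate 1 or 2 or uninfected replicate 2 or 3 (adjusted p from 0.0527 to 0.0915), or with no filter on low values or when only the 2 groups compared were fitted. Acanthoscurrin-1-like was not called in *B. bovis* without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0584 to 0.137), or with no filter on low values or when only the 2 groups compared were fitted. From the rise of these peptides with defensin, the paper proposes that hemocytes raise their antimicrobial peptides, or regulate the innate immune response, against *Babesia*.

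**Figure D1:**
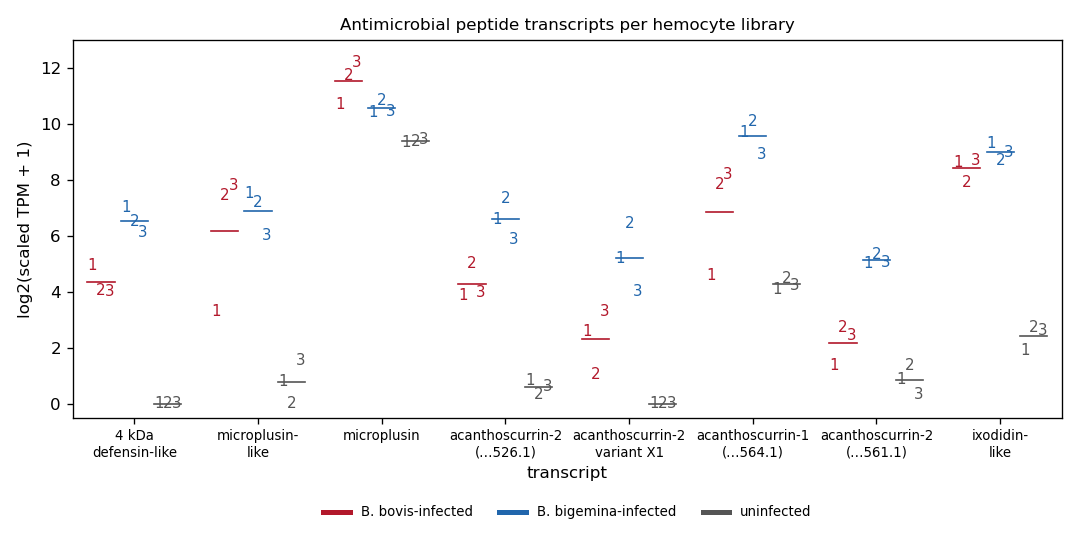
Levels of 8 antimicrobial peptide transcripts in each library, as log2(scaled TPM + 1), for the 3 groups of ticks. Digits are the replicate numbers and bars the group means. Defensin-like is at 0 in the 3 uninfected libraries and higher in each *B. bigemina* library than in each *B. bovis* library, and microplusin-like in *B. bovis* replicate 1 lies below replicates 2 and 3.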

### Hemocyte gene upregulation restricted to *B. bovis* infection

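At the thresholds used here 386 transcripts were higher in *B. bovis* and not called higher in *B. bigemina*. Of these, 329 had the same sign in *B. bigemina*, and 73 were higher in *B. bovis* than in *B. bigemina* when the infections were compared directly. The 45 transcripts of Table 3 had median log2 fold changes of 2.99 in *B. bovis* and 1.73 in *B. bigemina*. Of them 44 were called higher in *B. bovis*, 33 were called higher in *B. bigemina* too, and 10 differed between the infections. These calls test against no change and then apply the fold limit, while the authors' deposited p-values test against a log2 fold change of 1. With limma treat against that fold, chosen after the data were examined, 28 of the 45 were called higher in *B. bovis* and 6 in *B. bigemina*. In the direct comparison the 73 and the 10 become 133 and 22, 37 and 3, 31 and 2 without *B. bovis* replicate 1, 2 or 3; 36 and 2, 30.0 and 3, 22 and 2 without *B. bigemina* replicate 1, 2 or 3; 48 and 6, 42 and 5, 52 and 6 without uninfected replicate 1, 2 or 3; 38 and 5 with no filter on low values; 16 and 3 with only the infected libraries fitted; 44 and 8 with a replicate block; 139 and 20.0 with TPM as deposited. Those 10 included the troponins T and 1-like, muscle LIM protein 1-like and leucine-rich repeat-containing protein 20-like. Outside Table 3, lysosomal aspartic protease-like variant X2 (XM_037428124.1), a cathepsin D-like digestive enzyme by name, was higher in *B. bovis* (3106 ± 909 TPM) than in *B. bigemina* (731 ± 54.5 TPM) and uninfected ticks (1276 ± 104 TPM) (SD, n = 3), with a direct log2 fold change of 2.05 (standard error 0.21, adjusted p = 0.0065 from limma). With TPM as deposited, 1055 transcripts were higher in *B. bovis* alone, and without *B. bovis* replicate 1 there were 815.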

RNA-Seq revealed that 45 tick genes were upregulated in response to *B. bovis* infection but not *B. bigemina* infection. Out of the 45 upregulated genes, 38 were identified as protein-coding genes, 6 were lncRNAs, and 1 was not found by the Ensemble annotation system [22]. 

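Among the noncoding RNAs of Table 3, XR_005110507.1 was 932 ± 491 TPM in *B. bovis*-infected, 249 ± 65.4 TPM in *B. bigemina*-infected and 140.4 ± 16.6 TPM in uninfected ticks (SD, n = 3), a log2 fold change of 2.57 in *B. bovis* (adjusted p = 0.00232 from limma). XR_005111542.1 was 8.59, 143 and 190.2 TPM in *B. bovis*, 50.1, 88.1 and 18.0 TPM in *B. bigemina* and 1.75, 1.77 and 3.45 TPM in uninfected libraries, and it passed in both infections (adjusted p = 0.0169 and 0.0354). XR_005110086.1 and XR_005108103.1 also passed in both, with log2 fold changes of 3.60 and 3.97 in *B. bovis* and 2.34 and 2.45 in *B. bigemina*. XR_005108161.1 passed in *B. bovis* (log2 fold change 3.94, adjusted p = 0.0212), while XR_005108162.1, at 1.11, 40.8 and 101 TPM in the *B. bovis* libraries, did not (log2 fold change 3.64, adjusted p = 0.0745). None of the 6 differed between the infections (the smallest adjusted p was 0.0525). XR_005111542.1 was no longer called in *B. bovis* without *B. bovis* replicate 2 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.0542 to 0.0586), and in *B. bigemina* without *B. bigemina* replicate 1 or 2 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0708 to 0.107), or with no filter on low values. XR_005108161.1 lost its call in *B. bovis* without *B. bovis* replicate 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0507 to 0.0682). XR_005110086.1 was not called in *B. bigemina* without *B. bovis* replicate 2, *B. bigemina* replicate 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0508 to 0.107), or with no filter on low values. XR_005108103.1 was no longer called in *B. bigemina* without *B. bovis* replicate 2, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.0509 to 0.117), or with no filter on low values or with a replicate block.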

Differentially regulated hemocyte genes, upon *B. bovis* infection, showed the upregulation fold ranged between 3.0-fold and 537.0-fold for protein-coding genes, and between 7.0-fold and 49.0-fold for putative lncRNAs (XR_005111542.1, XR_005108161.1, XR_005108162.1, XR_005110086.1, XR_005110507.1, and XR_005108103.1) (Table 3). The presence of *B. bovis* kinetes in the hemolymph drastically elevated the hemocyte gene expression of cytoskeletal components connected to the sarcomere and other components of striated muscle contraction (Table 4). 

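Of 9 transcripts on a fixed list of striated muscle names, 7 were higher and 2 lower in *B. bovis* (7 and 2 when adjusted over the list alone). In *B. bigemina* 3 were higher and 1 lower (3 and 1 when adjusted over the list alone). Of the 9, 7 are named in tables of called transcripts, so the direction is not independent evidence. Between the infections 3 were higher and 1 lower in *B. bovis* (5 and 1 when adjusted over the list alone). Myosin light chain 1-like (XM_037423332.1) was 136 ± 25.4 TPM in *B. bovis*-infected, 50.5 ± 20.8 TPM in *B. bigemina*-infected and 20.4 ± 5.88 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of 2.70 and 1.22 (adjusted p = 0.00109 and 0.0309 from limma). Myosin-2 essential light chain-like (Mlc-c, XM_037423485.1), a light chain of nonmuscle myosin, rose in both infections alike (log2 fold changes 3.60 and 3.42). The list caught it and another Mlc-c transcript (XM_037423486.1, 1.85 and 1.90) by name. So 2 of the 7 higher in *B. bovis* and 2 of the 3 higher in *B. bigemina* are of nonmuscle myosin. Both calls of XM_037423486.1 were lost without uninfected replicate 2 and in further fits without 1 library. The 2 that fell in *B. bovis* were myosin light chain kinase, smooth muscle-like (XM_037426717.1), at 5.50, 1.77 and 3.81 TPM in uninfected libraries and listed at 0 in all infected ones, and calsequestrin-2-like. Calsequestrin-2-like (XM_037423124.1), named after the calcium-binding protein of the sarcoplasmic reticulum, fell in *B. bovis* from 182 ± 15.4 TPM to 47.2 ± 9.06 TPM (SD, n = 3) (log2 fold change -1.94, adjusted p = 1.69e-04). By gene symbol, 4 of 11 muscle transcripts were higher and 1 lower in *B. bovis*. Beside troponin T (up), troponin I (wupA) and muscle LIM protein (Mlp60A), paramyosin (Prm, XM_037428419.1), a thick-filament protein, was higher, at 3.05, 18.1 and 33.1 TPM in *B. bovis* against a mean of 0.201 TPM in uninfected ticks, while a Zasp52 transcript (XM_037413670.1) was lower. As a set these 11 did not pass in *B. bovis* (camera, adjusted p = 0.146, with a median log2 fold change of 0.61). Without *B. bovis* replicate 1 the set passed (adjusted p = 0.0194). Transcripts of mitochondrial rRNA held 6.29%, 8.43% and 8.89% of TPM in the *B. bovis* libraries, 3.78%, 4.59% and 4.23% in the *B. bigemina* libraries and 3.79%, 4.27% and 4.11% in the uninfected libraries. Myosin light chain 1-like lost its call in *B. bigemina* without *B. bigemina* replicate 1 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.066 to 0.0995), or with no filter on low values or with TPM as deposited. XM_037423485.1 was not called in *B. bovis* with TPM summed per gene, and in *B. bigemina* with TPM summed per gene.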

Invertebrate striated muscle contraction machinery comprises sarcomeres formed with thick myosin filaments and thin actin filaments. Contraction and relaxation are regulated through the thin filament-associated troponin complex. The troponin complex has three protein subunits. The calcium receptor subunit (troponin C), the inhibitory subunit (troponin I), and the tropomyosin-binding/thin filament-anchoring subunit (troponin T) [34]. The gene expression of the troponin complex of the *R. microplus* hemocyte was substantially upregulated in response to *B. bovis* infection. 

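Troponin C (XM_037426593.1) was 4.75, 43.2 and 51.9 TPM in the *B. bovis* libraries, 1.72 ± 0.285 TPM in *B. bigemina* and 0.650 ± 0.235 TPM in uninfected ticks (SD, n = 3). Troponin T skeletal muscle-like (up, XM_037421514.1) was 7.62, 74.0 and 98.6 TPM in the *B. bovis* libraries, 1.54 ± 0.257 TPM in *B. bigemina* and 0.613 ± 0.143 TPM in uninfected ticks (SD, n = 3). Troponin 1-like (wupA, XM_037421516.1), the inhibitory subunit, was 14.5, 122 and 161 TPM in the *B. bovis* libraries, 1.80, 2.25 and 0 TPM in the *B. bigemina* libraries and listed at 0 in all uninfected libraries. For all 3 subunits *B. bovis* replicate 1 held far less than replicates 2 and 3, though more than any *B. bigemina* or uninfected library.

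**Figure D2:**
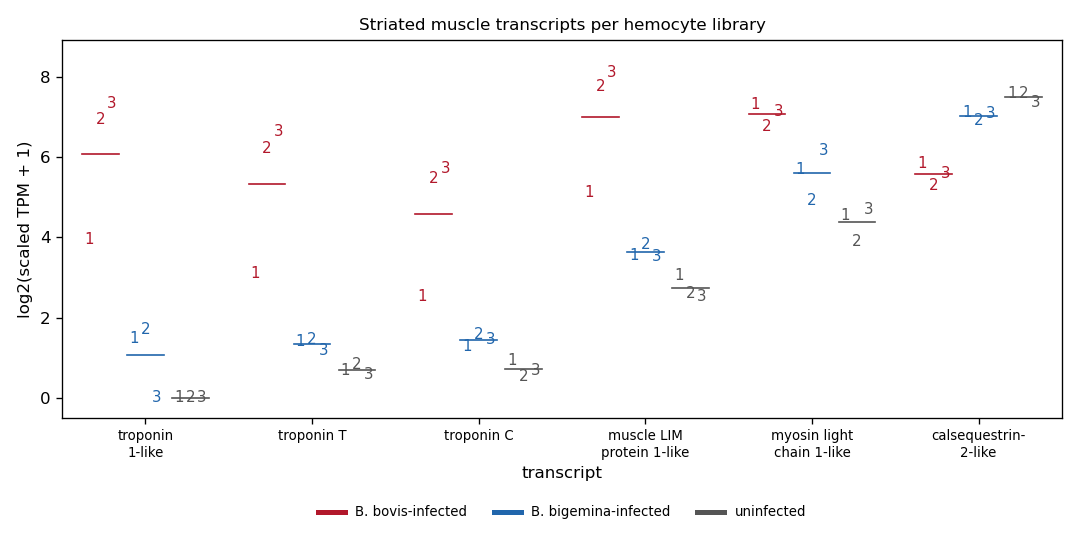
Levels of 6 muscle transcripts in each library, as log2(scaled TPM + 1), for the 3 groups of ticks. Digits are the replicate numbers and bars the group means. The troponins lie above both other groups in the *B. bovis* libraries, with replicate 1 below replicates 2 and 3, while calsequestrin-2-like is lower in *B. bovis*.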

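Against uninfected ticks, troponin C had a log2 fold change of 3.86 in *B. bovis* (standard error 0.73, adjusted p = 0.00582 from limma) and troponin T one of 4.64 (standard error 0.79, adjusted p = 0.0038), and troponin 1-like passed with an adjusted p of 0.00159. In *B. bigemina* none of the 3 passed (adjusted p = 0.5, 0.576 and 0.387). Between the infections troponin 1-like had a log2 fold change of 5.02 (adjusted p = 0.0225) and troponin T one of 3.99 (adjusted p = 0.0368), while troponin C, at 3.13, missed the threshold (adjusted p = 0.0643). Troponin T was no longer called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0687 to 0.118), or with no filter on low values, when only the 2 groups compared were fitted or with a replicate block. Troponin 1-like lost its call in the direct comparison without *B. bovis* replicate 2 or 3 or *B. bigemina* replicate 1, 2 or 3 (adjusted p from 0.0565 to 0.0801), or when only the 2 groups compared were fitted.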

*R. microplus* troponin C (XM_037426593.1), troponin 1-like (XM_037421516.1), and troponin T skeletal muscle-like (XM_037421514.1) were upregulated 538.0-fold, 50.0-fold, and 89.0-fold, respectively (Table 3). 

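Muscle LIM protein 1-like (Mlp60A, XM_037420308.1) was 34.0, 217 and 279 TPM in the *B. bovis* libraries, 11.5 ± 1.55 TPM in *B. bigemina* and 5.70 ± 1.37 TPM in uninfected ticks (SD, n = 3). Its log2 fold change in *B. bovis* was 4.28 (standard error 0.68, adjusted p = 0.00266 from limma), and the rise in *B. bigemina* missed the threshold (log2 fold change 0.91, adjusted p = 0.357). It was higher in *B. bovis* than in *B. bigemina* (log2 fold change 3.38, adjusted p = 0.0373). Muscle LIM protein was not called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0689 to 0.12), or with no filter on low values, when only the 2 groups compared were fitted or with a replicate block.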

Along with the troponin complex, *R. microplus* muscle LIM protein 1-like (XM_037420308.1) was differentially regulated (33.0-fold increase) in response to *B. bovis* infection. Muscle LIM protein plays a role in skeletal muscle recovery and maintenance [35].

**Table 3:** Tick genes upregulated in response to *B. bovis* infection only with an FDR < 0.05

Accession no.	Gene	Fold increase
XM_037421516.1	Rm troponin 1-like,	537.61
XM_037428655.1	Rm uncharacterized	144.70
XM_037413134.1	Rm leucine-rich repeat-containing protein 20-like	128.91
XM_037421514.1	Rm troponin T skeletal muscle-like	89.26
XR_005108162.1	Rm uncharacterized	71.43
XM_037435584.1	Rm uncharacterized	71.04
XM_037426593.1	Rm troponin C	50.27
XR_005108161.1	Rm uncharacterized	49.40
XR_005111542.1	Rm uncharacterized	48.89
XM_037422227.1	Rm glycine-rich RNA-binding protein 3, mitochondrial-like	42.86
XM_037420308.1	Rm muscle LIM protein 1-like	33.11
XM_037424720.1	Rm uncharacterized	32.74
XR_005110086.1	Rm uncharacterized	21.76
XM_037422464.1	Rm uncharacterized	20.41
XM_037418910.1	Rm uncharacterized	14.36
XR_005108103.1	Rm uncharacterized	14.09
XM_037414240.1	Rm uncharacterized	12.14
XM_037435231.1	Rm 40S ribosomal protein S17-like	12.11
XM_037418417.1	Rm uncharacterized	12.05
XM_037433338.1	Rm uncharacterized	11.56
XM_037412258.1	Rm uncharacterized	10.87
XM_037418507.1	Rm uncharacterized	10.83
XM_037425790.1	Rm uncharacterized	10.35
XM_037422759.1	Rm uncharacterized	9.40
XM_037416570.1	Rm ribosomal protein rpl-36.A	9.37
XM_037417133.1	Rm complement C3-like	8.44
XM_037427452.1	Rm *A. superbus* venom factor 1-like	8.37
XM_037412516.1	Rm uncharacterized	7.96
XM_037428883.1	Rm snake venom vascular endothelial growth factor toxin cratrin-like	7.69
XM_037427855.1	Rm uncharacterized	7.54
XM_037414578.1	Rm uncharacterized	7.15
XR_005110507.1	Rm uncharacterized	7.03
XM_037423332.1	Rm myosin light chain 1-like	6.85
XM_037434134.1	Rm alpha-crystallin A chain-like	6.66
XM_037417989.1	Rm lysosomal acid glucosylceramindase-like	5.92
XM_037425789.1	Rm uncharacterized	5.25
XM_037413837.1	Rm antimicrobial peptide microplusin	5.18
XM_037421386.1	Rm cytosolic non-specific dipeptidase-like	5.10
XM_037427360.1	Rm venom protein 302-like	4.94
XM_037423526.1	Rm beta-secretase-like	4.58
XM_037421563.1	Rm choline/ethanolamine kinase-like	4.37
XM_037422021.1	Rm endochitinase-like	4.22
XM_037421388.1	Rm cytosolic non-specific dipeptidase-like	3.76
XM_037432624.1	Rm nucleoredoxin-like protein 2	3.73
XM_037412372.1	Rm activated RNA polymerase II transcriptional coactivator p15-like	3.68

**Table 4:** Upregulated hemocyte genes following the *B. bovis* infection, grouped by biological process, molecular function, and cellular component categories defined by high-level GO terms

	N	High-level GO category	Genes
Biological process	7	GO:0044238 primary metabolic process GO:0071704 organic substance metabolic process	XM_037412372.1 XM_037416570.1 XM_037417989.1 XM_037422021.1 XM_037422759.1 XM_037423526.1 XM_037435231.1
	6	GO:0044237 cellular metabolic process	XM_037412372.1 XM_037416570.1 XM_037417989.1 XM_037421563.1 XM_037422759.1 XM_037435231.1
	5	GO:0065007 biological regulation	XM_037412372.1 XM_037421514.1 XM_037427360.1 XM_037428883.1 XM_037432624.1
	5	GO:0006807 nitrogen compound metabolic process	XM_037412372.1 XM_037416570.1 XM_037417989.1 XM_037423526.1 XM_037435231.1
	4	GO:0050789 regulation of biological process	XM_037412372.1 XM_037421514.1 XM_037427360.1 XM_037428883.1
	3	GO:0009058 biosynthetic process	XM_037412372.1 XM_037416570.1 XM_037435231.1
	3	GO:0050794 regulation of cellular process	XM_037412372.1 XM_037427360.1 XM_037428883.1
	2	GO:0032501 multicellular organismal process GO:0003008 system process	XM_037421514.1 XM_037432624.1
	2	GO:0050896 response to stimulus	XM_037413837.1 XM_037428883.1
	2	GO:0071840 cellular component organization or biogenesis GO:0016043 cellular component organization	XM_037424720.1 XM_037427360.1
	1	GO:0023052 signaling GO:0051716 cellular response to stimulus	XM_037428883.1
	1	GO:0040007 growth GO:0016049 cell growth GO:0040008 regulation of growth	XM_037427360.1
	1	GO:0048518 positive regulation of biological process GO:0009893 positive regulation of metabolic process GO:0019222 regulation of metabolic process GO:0006367 transcription initiation from RNA polymerase II promoter GO:0045944 positive regulation of transcription by RNA polymerase II	XM_037412372.1
	1	GO:0051179 localization GO:0009056 catabolic process GO:0033036 macromolecule localization GO:0051234 establishment of localization GO:0032309 icosanoid secretion GO:0040008 regulation of growth GO:0050482 arachidonic acid secretion GO:0071715 icosanoid transport GO:1903963 arachidonate transport GO:0015908 fatty acid transport GO:0015909 long-chain fatty acid transport GO:0015718 monocarboxylic acid transport	XM_037422759.1
	1	GO:0006950 response to stress GO:0002376 immune system process GO:0006955 immune response GO:0045087 innate immune response GO:0042742 defense response to bacterium GO:0009605 response to external stimulus GO:0009607 response to biotic stimulus GO:0044419 biological process involved in interspecies interaction between organisms GO:0051707 response to another organism	XM_037413837.1
	1	GO:0051239 regulation of multicellular organismal process GO:0003012 muscle system process GO:0006936 muscle contraction	XM_037421514.1
	1	GO:0065008 regulation of biological quality GO:0048871 multicellular organismal homeostasis GO:0060249 anatomical structure homeostasis GO:0001894 tissue homeostasis	XM_037432624.1
Molecular function	6	GO:0005515 protein binding	XM_037413134.1 XM_037417133.1 XM_037424720.1 XM_037427360.1 XM_037427452.1 XM_037428883.1
	6	GO:0043167 ion binding	XM_037413837.1 XM_037420308.1 XM_037421386.1 XM_037423332.1 XM_037426593.1 XM_037434134.1
	4	GO:0016787 hydrolase activity	XM_037417989.1 XM_037421386.1 XM_037422759.1 XM_037423526.1
	3	GO:0098772 molecular function regulator activity	XM_037417133.1 XM_037427452.1 XM_037428883.1
	2	GO:0004866 endopeptidase inhibitor activity GO:0061135 endopeptidase regulator activity GO:0030414 peptidase inhibitor activity GO:0030234 enzyme regulator activity	XM_037417133.1 XM_037427452.1
	2	GO:0005198 structural molecule activity GO:0003735 structural constituent of ribosome	XM_037416570.1 XM_037435231.1
	1	GO:0016530 metallochaperone activity GO:0016531 copper chaperone activity	XM_037413837.1
	1	GO:0016740 transferase activity	XM_037421563.1
	1	GO:0030246 carbohydrate binding	XM_037422021.1
	1	GO:0030545 signaling receptor regulator activity GO:0048018 receptor ligand activity	XM_037428883.1
	1	GO:0097159 organic cyclic compound binding GO:1901363 heterocyclic compound binding	XM_037412372.1
	1	GO:0097367 carbohydrate derivative binding	XM_037422021.1
Cellular component	5	GO:0043226 organelle	XM_037412372.1 XM_037416570.1 XM_037421514.1 XM_037421516.1 XM_037435231.1
	4	GO:0005576 extracellular region	XM_037413837.1 XM_037417133.1 XM_037427360.1 XM_037427452.1
	4	GO:0016020 membrane	XM_037412258.1 XM_037422021.1 XM_037423526.1 XM_037428883.1
	4	GO:0043228 non-membrane-bounded organelle GO:0043232 intracellular non-membrane-bounded organelle	XM_037416570.1 XM_037421514.1 XM_037421516.1 XM_037435231.1
	2	GO:0030016 myofibril GO:0030017 sarcomere GO:0043292 contractile fiber GO:0032991 protein-containing complex GO:0015629 actin cytoskeleton GO:0099081 supramolecular polymer GO:0099512 supramolecular fiber	XM_037421514.1 XM_037421516.1
	2	GO:0005615 extracellular space	XM_037417133.1 XM_037427452.1
	1	GO:0043227 membrane-bounded organelle	XM_037412372.1

N: the number of upregulated hemocyte genes that fall under a similar GO term

Remodeling of the cytoskeleton was previously observed in *I. scapularis* infected with *Anaplasma phagocytophilum* [36]. The findings of the study by Cabezas-Cruz et al. 2017 suggested cytoskeleton remodeling assisted pathogen infection and dissemination, and the infection affected tubulin, actin, septin, actin-related proteins, and motor proteins of ticks. Upregulation of the cytoskeletal protein spectrin α-chain, which stabilizes plasma membranes and organizes the organelles of cells, was observed in the midgut of *I. scapularis* upon infection with *A. phagocytophilum* owing to cytoskeleton rearrangement [37]. Another study suggested that *I. scapularis* remodeled its cytoskeleton in response to *A. phagocytophilum* infection by altering the ratio between monomeric globular G actin and filamentous F actin along with selective regulation of gene transcription in association with the RNA polymerase II [38]. This current RNA-Seq study shows highly regulated gene expression of cytoskeletal constituents of *R. microplus* hemocytes in response to *B. bovis* infection along with the upregulation of activated RNA polymerase II transcriptional coactivator p15-like (XM_037412372.1). 

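The p15-like coactivator (XM_037412372.1) was 163 ± 32.8 TPM in *B. bovis*-infected, 165 ± 10.7 TPM in *B. bigemina*-infected and 45.9 ± 2.74 TPM in uninfected ticks (SD, n = 3). It was higher in both infections, with log2 fold changes of 1.79 in *B. bovis* (standard error 0.14, adjusted p = 2.16e-04 from limma) and 1.83 in *B. bigemina* (adjusted p = 2.85e-04). The direct log2 fold change was -0.04 (adjusted p = 0.913), which missed the threshold.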

RNA polymerase II transcriptional coactivator p15-like acts in organelles (Table 4) and positively regulates biological process pathways (Table 4). This study indicates the possible cytoskeletal rearrangement in *R. microplus* hemocytes that may have taken place in response to *Babesia* infection. The network of cellular component pathways involving cytoskeleton remodeling are shown in Fig. 7A and B, respectively.

**Fig. 7:**
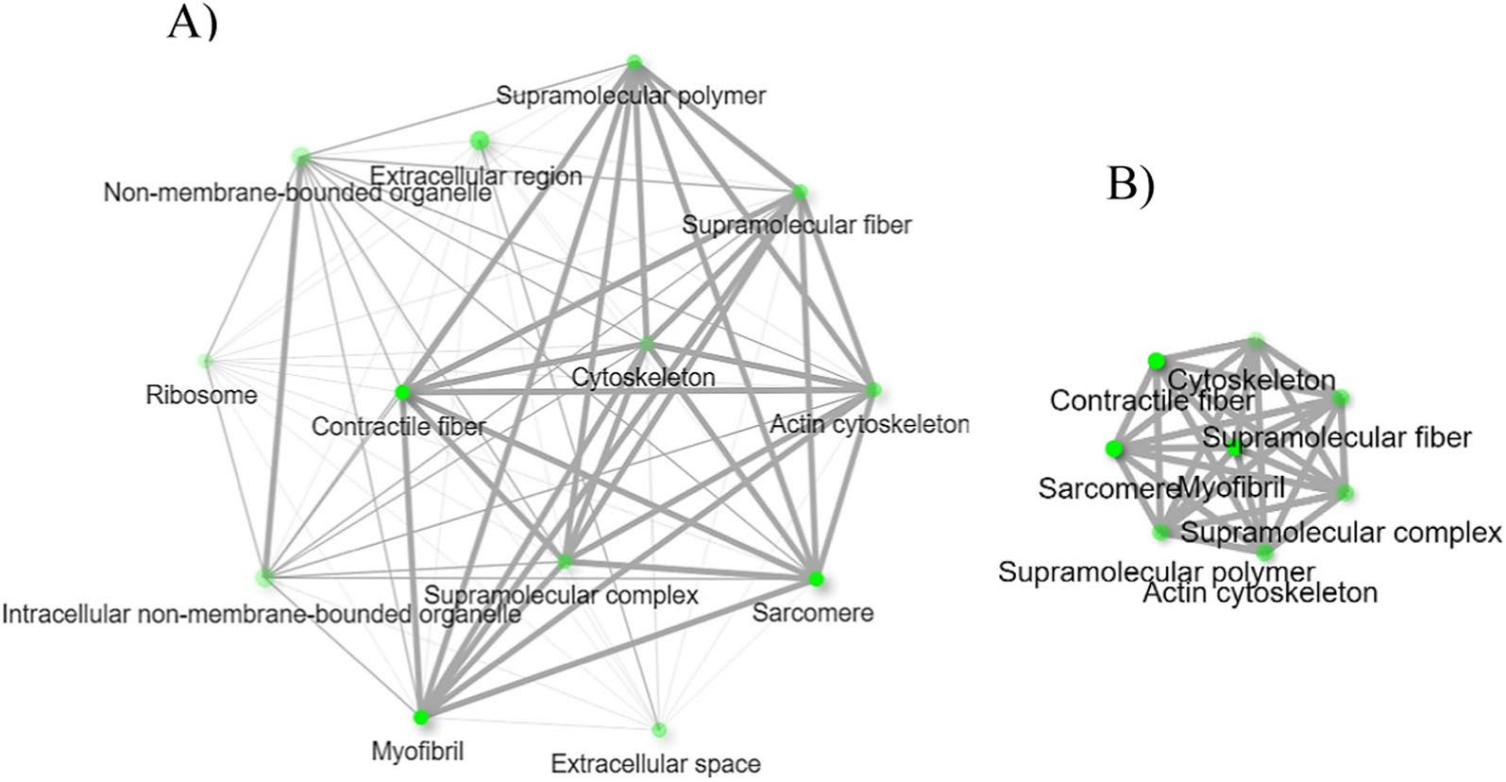
Cellular component pathways related to upregulated hemocyte genes following *B. bovis* infection. **A** Network of all the cellular component pathways and **B** cellular component pathways involved in cytoskeleton remodeling. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

While the pathogen regulates tick factors such as cytoskeletal arrangement, ticks recruit innate immune molecules to defend against the pathogen. 

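Leucine-rich repeat-containing protein 20-like (XM_037413134.1) was 2.47, 27.9 and 40.5 TPM in the *B. bovis* libraries, 0.0526, 0.0734 and 0 TPM in the *B. bigemina* libraries and 0, 0.0488 and 0 TPM in the uninfected libraries. It was higher in *B. bovis* than in uninfected ticks (log2 fold change 3.98, standard error 0.79, adjusted p = 0.00685, from limma) and than in *B. bigemina* (log2 fold change 3.95, standard error 0.79, adjusted p = 0.0373), and its value in *B. bovis* replicate 1 lay far below replicates 2 and 3. XM_037413134.1 was no longer called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.071 to 0.118), or with no filter on low values, when only the 2 groups compared were fitted or with a replicate block.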

*Rhipicephalus microplus* hemocytes upregulated the expression of leucine-rich repeat-containing protein 20-like (XM_037413134.1) by 129.0-fold (Table 3) in response to *B. bovis* infection. This gene was recognized in pathways involving protein binding (Table 4). Leucine-rich repeat-containing proteins serve as innate immune proteins that sense pathogen-associated molecular patterns and have been previously recognized in the innate immune response of mosquitoes, which mediate antiplasmodium immunity [39, 40]. The leucine-rich repeat-containing protein of *Haemaphysalis longicornis* was found to have receptor–ligand interaction with *B. microti* [41]. The same study also indicated the downregulation of the gene expression of AMPs upon the knockdown of *H. longicornis* leucine-rich repeat-containing protein [41], suggesting the immune modulation mediated by this gene. This current RNA-Seq study reports the upregulation of *R. microplus* antimicrobial peptide microplusin (XM_037413837.1), unique to *B. bovis* infection (Table 4). These findings suggest that *B. bovis* may be recognized by *R. microplus* hemocytes by receptor-ligand interaction through leucine-rich repeat-containing protein 20-like during its innate immune response.

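Microplusin (XM_037413837.1) was 3304 ± 1553 TPM in *B. bovis*-infected, 1549 ± 268 TPM in *B. bigemina*-infected and 674 ± 27.0 TPM in uninfected ticks (SD, n = 3). It rose in *B. bovis* (log2 fold change 2.17, standard error 0.34, adjusted p = 0.00257, from limma) and also passed in *B. bigemina* (log2 fold change 1.19, standard error 0.34, adjusted p = 0.0355). Compared directly, *B. bovis* lay above *B. bigemina* by a log2 fold change of 0.98 (adjusted p = 0.176), which missed the threshold. Microplusin lost its call in *B. bigemina* without *B. bovis* replicate 2, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0519 to 0.107), or with no filter on low values or with TPM as deposited.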

Tick-borne pathogens often display metalloproteases [29] that may be involved in the digestion of hemolymph proteins and bind to danger-sensing receptors for their destruction [42]. However, the expression of endopeptidase inhibitors in tick hemolymph protects ticks against the proteases of invading pathogens and plays a significant role in phagocytosis [28]. 

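Complement C3-like (XM_037417133.1), a thioester protein, was 46.0 ± 7.68 TPM in *B. bovis*-infected, 13.7 ± 0.560 TPM in *B. bigemina*-infected and 5.74 ± 0.178 TPM in uninfected ticks (SD, n = 3). Its level was higher in *B. bovis* (log2 fold change 2.79, standard error 0.14, adjusted p = 2.97e-05, from limma) and in *B. bigemina* (log2 fold change 1.12, standard error 0.14, adjusted p = 0.00125), and higher in *B. bovis* than in *B. bigemina* (log2 fold change 1.67, adjusted p = 0.00253). *A. superbus* venom factor 1-like (XM_037427452.1) was 73.9 ± 20.5 TPM in *B. bovis*-infected, 21.0 ± 0.543 TPM in *B. bigemina*-infected and 9.12 ± 1.97 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of 2.87 in *B. bovis* (adjusted p = 2.16e-04) and 1.14 in *B. bigemina* (adjusted p = 0.00963), and it was higher in *B. bovis* than in *B. bigemina* (log2 fold change 1.73, adjusted p = 0.0132). These 2 were the higher members of a fixed list of 3 thioester and complement-like names (2 higher and 0 lower in *B. bovis*, 2 and 1 in *B. bigemina* and 2 and 0 between the infections, alike when adjusted over the list alone), and both are named in tables of called transcripts, so this is not independent evidence. The third, palmitoyl-protein thioesterase 1-like (XM_037414029.1), is a lysosomal enzyme that the list caught by its name and was lower in *B. bigemina* (log2 fold change -1.48, adjusted p = 0.00564). Venom factor 1-like was not called in *B. bigemina* without uninfected replicate 3 (log2 fold change 0.95).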

The current RNA-Seq study found two genes associated with endopeptidase inhibitor activities (Table 4) unique to *B. bovis* infection, namely, complement C3-like (XM_037417133.1) and *Austrelaps superbus* venom factor 1-like (XM_037427452.1), which were upregulated 8.0-fold and 8.0-fold, respectively (Table 3). Complement C3 protein activates the complement system upon microbial invasion cleaving into C3b and C3a in the complement system response [43]. A previous study indicated that phagocytosis in *I. ricinus* infected with *Metarhizium robertsii* was assisted by C3-like complement components and α2-macroglobulin pan-protease inhibitors secreted into the hemolymph [44]. *A. superbus* venom factor 1 is similar in structure and function to the complement component C3b [45]. However, the functional role of *A. superbus* venom factor 1 in the tick innate immune response is unknown. The network of molecular function pathways (Fig. 8A and B) identified among upregulated hemocyte genes during *B. bovis* infection suggests that there is a defense mechanism of *R. microplus* hemocytes against *B. bovis* parasites consisting of peptidase inhibitors.

**Fig. 8:**
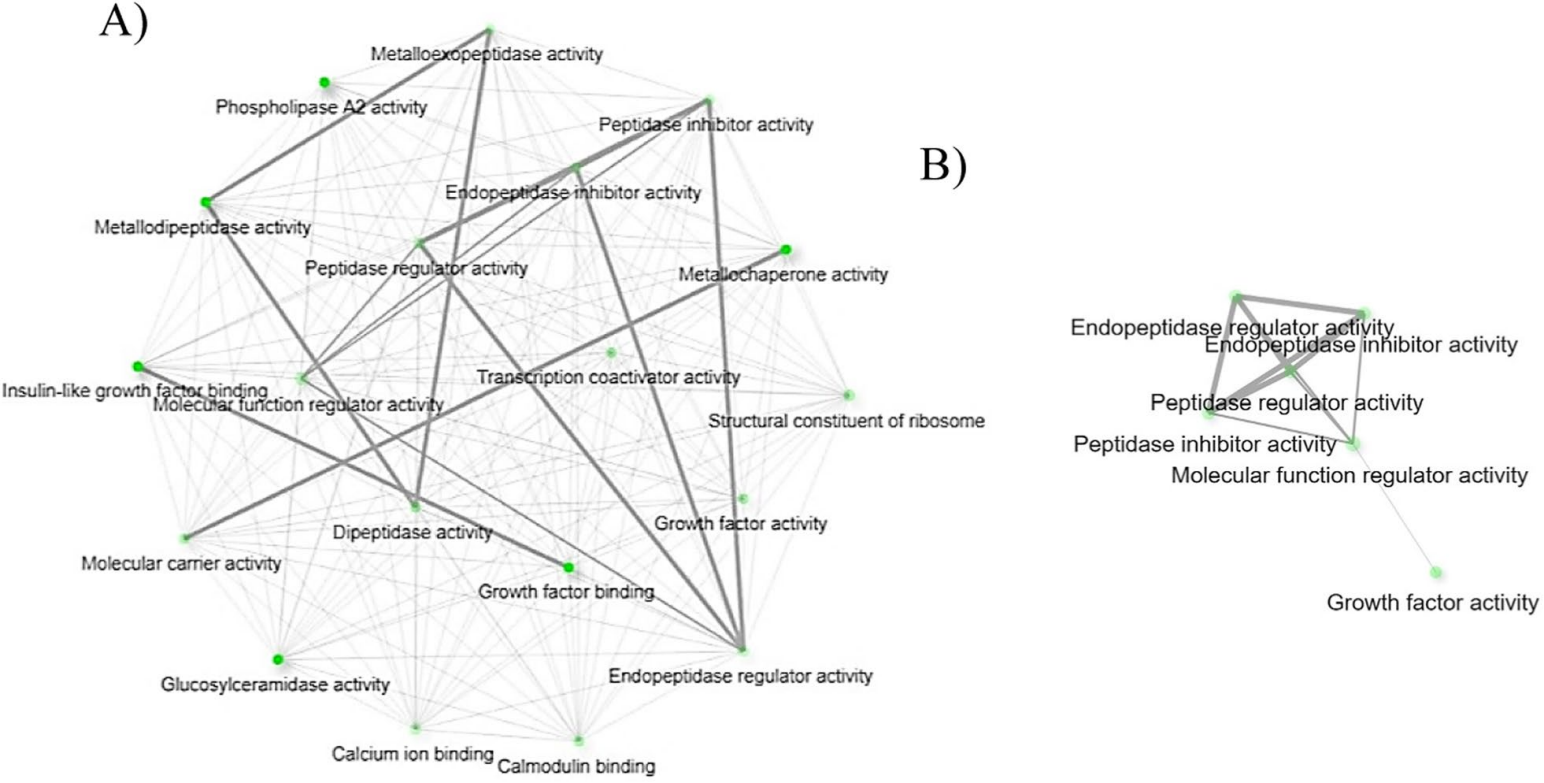
Molecular functional pathways related to upregulated hemocyte genes following *B. bovis* infection. **A** Network of all the molecular functional pathways and **B** molecular functional pathways involved in peptidase inhibition activity. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

The upregulated genes of biological processes during *B. bovis* infection also include several genes that control arthropod immunity. Arachidonic acid and eicosanoid secretion and transportation pathways were found among upregulated genes unique to *B. bovis* infection (Table 4). Arachidonic acid is a primary precursor for the production of eicosanoids, which are involved in cellular immune responses of insects, including phagocytosis, nodulation, hemocyte spreading, and microaggregation [46]. Previously it was shown that the protozoan parasite, *Trypanosoma rangeli*, suppresses phagocytosis in *Rhodnius prolixus* by affecting eicosanoid biosynthesis [47]. An uncharacterized *R. microplus* gene, XM_037422759.1 (9.0-fold increase), was identified in the biological process pathways of arachidonic acid and eicosanoid secretion and transportation (Table 4). 

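The uncharacterized XM_037422759.1 was 25.6 ± 1.35 TPM in *B. bovis*-infected, 22.9 ± 3.06 TPM in *B. bigemina*-infected and 2.80 ± 0.242 TPM in uninfected ticks (SD, n = 3). Its log2 fold changes were 2.81 in *B. bovis* (standard error 0.13, adjusted p = 2.97e-05 from limma) and 2.65 in *B. bigemina* (adjusted p = 5.57e-05). Between the infections the log2 fold change was 0.16 (adjusted p = 0.563), which missed the threshold.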

The network of biological process pathways of arachidonic acid and eicosanoid secretion and transportation found in this study are illustrated in Fig. 9A and C. Further, previous insect studies have shown the interplay between arachidonic acid and homeostasis, where arachidonic acid acts as the precursor for signaling molecules [48]. This RNA-Seq study identified nucleoredoxin-like protein 2 (XM_037432624.1) and venom protein 302-like (XM_037427360.1) among upregulated genes in response to *B. bovis* infection (Table 3) and found them in the biological pathways of tissue homeostasis and regulation of growth, respectively (Table 4). 

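Nucleoredoxin-like protein 2 (XM_037432624.1) was 1010.2 ± 401 TPM in *B. bovis*-infected, 826 ± 105 TPM in *B. bigemina*-infected and 279 ± 27.6 TPM in uninfected ticks (SD, n = 3), and the venom protein-like transcript XM_037427360.1 (cmpy) was 186 ± 24.2 TPM in *B. bovis*-infected, 105 ± 8.63 TPM in *B. bigemina*-infected and 39.3 ± 9.80 TPM in uninfected ticks (SD, n = 3). Both were higher in *B. bovis*, with log2 fold changes of 1.79 and 2.23 (adjusted p = 0.00154 and 2.05e-04 from limma), and in *B. bigemina*, with 1.56 and 1.42 (adjusted p = 0.00347 and 0.00131). The venom protein-like transcript was higher in *B. bovis* than in *B. bigemina* at an adjusted p of 0.0468, under the fold threshold (log2 fold change 0.82), and nucleoredoxin-like protein 2 missed the threshold (adjusted p = 0.667).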

The network of biological processes of tissue homeostasis and regulation of growth is illustrated in Fig. 9A and B. This finding suggests that the tick defense unique to *B. bovis* infection may be equipped with eicosanoids, which warrant further investigations.

**Fig. 9:**
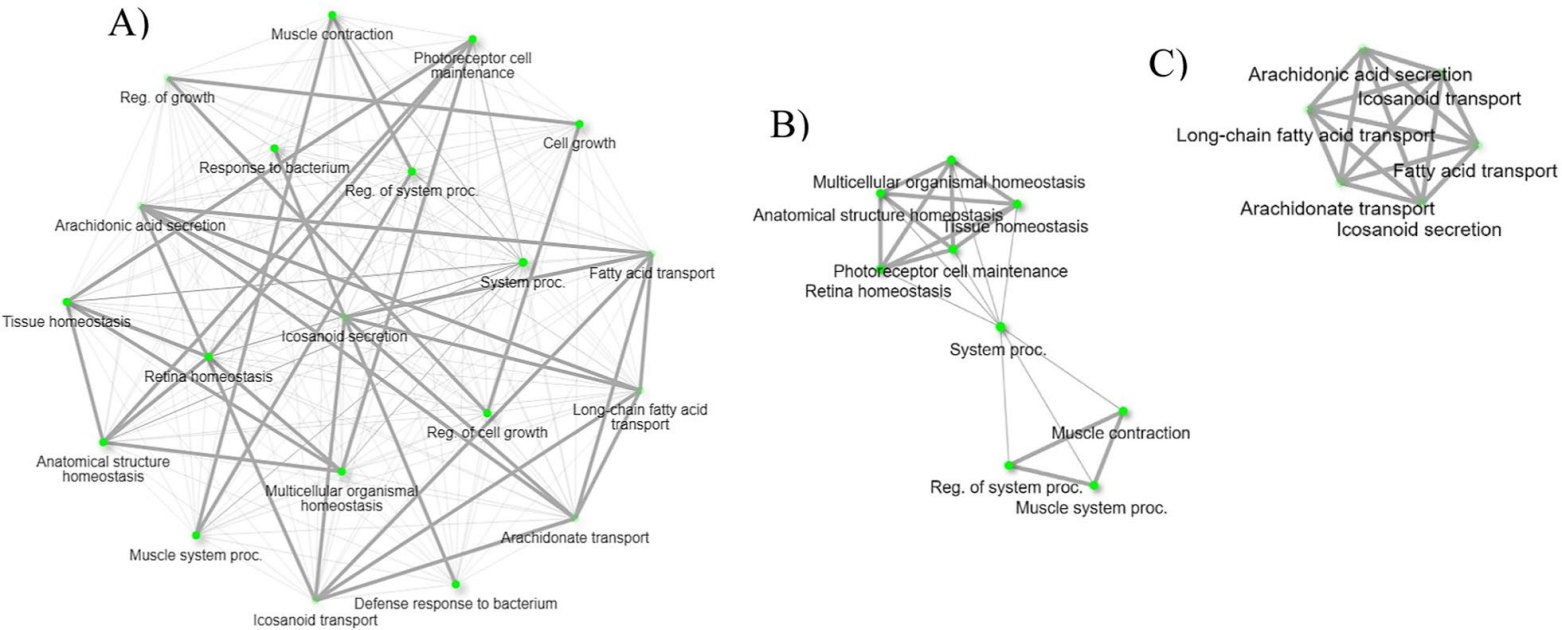
Biological process pathways related to upregulated hemocyte genes following *B. bovis* infection. **A** Network of all the biological process pathways, **B** biological process pathways involved in homeostasis, and **C** arachidonic acid and eicosanoid secretion and transportation. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

### Hemocyte gene upregulation restricted to *B. bigemina* infection

The upregulation of 26 tick genes was limited to *B. bigemina* infection (Table 5). 

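Here 235 transcripts were higher in *B. bigemina* and not called higher in *B. bovis*. Of these, 207 had the same sign in *B. bovis*, and 37 were higher in *B. bigemina* than in *B. bovis* when compared directly. The 26 transcripts of Table 5 had median log2 fold changes of 4.12 in *B. bigemina* and 2.05 in *B. bovis*: all 26 were called higher in *B. bigemina*, 13 were called higher in *B. bovis* too, and 4 differed between the infections. With limma treat against a log2 fold change of 1, the fold in the authors' test, 11 of the 26 were called higher in *B. bigemina* and 1 in *B. bovis*. The 37 and the 4 become 50.0 and 7, 23 and 4, 22 and 3 without *B. bovis* replicate 1, 2 or 3; 18 and 2, 15 and 2, 13 and 3 without *B. bigemina* replicate 1, 2 or 3; 20.0 and 3 without uninfected replicate 2; 18 and 3 with no filter on low values; 13 and 2 with only the infected libraries fitted. With a pseudocount of 0.1, chosen after the data were examined, 24 were called directly in place of the 37. The glycine-rich protein DOT1-like (XM_037417508.1) was one of the 4 of Table 5. It was at 3619 ± 1991 TPM in *B. bigemina*, 401 ± 222 TPM in *B. bovis* and 101 ± 23.6 TPM in uninfected ticks (SD, n = 3) (direct log2 fold change -3.23, standard error 0.57, adjusted p = 0.0266 from limma). Outside Table 5, NADPH--cytochrome P450 reductase-like (Cpr, XM_037431425.1), which passes electrons to cytochromes P450, was 10.5, 2.12 and 18.9 TPM in *B. bigemina* and listed at 0 in the other groups (direct adjusted p = 0.0292). DOT1-like was no longer called in *B. bovis* without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0639 to 0.132), or with no filter on low values or with a replicate block, and in the direct comparison without *B. bovis* replicate 3, *B. bigemina* replicate 1 or 2 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0501 to 0.084), or with no filter on low values, when only the 2 groups compared were fitted or with a replicate block. Cpr lost its call in *B. bigemina* with TPM summed per gene, and in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0553 to 0.0886), or with no filter on low values, when only the 2 groups compared were fitted or with TPM summed per gene. With TPM as deposited, 113 transcripts were higher in *B. bigemina* alone.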

Out of the 26 upregulated genes, 22 were identified as protein-coding genes, 3 were lncRNAs, and 1 was not found by the Ensemble annotation system [22]. Differentially regulated hemocyte genes upon *B. bigemina* infection showed the upregulation fold ranged between 3.0-fold and 655.0-fold for protein-coding genes and between 145.0-fold and 27.0-fold for putative lncRNAs (XR_005109643.1, XR_005108421.1, and XR_005108101.1) (Table 5). 

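The noncoding RNA XR_005109643.1 passed in *B. bigemina* with an adjusted p of 2.18e-04 from limma. XR_005108421.1 was 146, 819 and 59.4 TPM in the *B. bigemina* libraries, 67.2, 165 and 159.7 TPM in the *B. bovis* libraries and 19.5, 4.42 and 12.9 TPM in the uninfected libraries, and it passed in both infections (log2 fold changes 4.06 and 3.40, adjusted p = 0.015 and 0.0227). XR_005108101.1 was 24.6, 123 and 20.5 TPM in the *B. bigemina* libraries, 0, 11.1 and 19.2 TPM in the *B. bovis* libraries and 0, 0 and 1.44 TPM in the uninfected libraries (in *B. bigemina* log2 fold change 4.92, standard error 1.13, adjusted p = 0.0164). For XR_005108421.1 and XR_005108101.1 the value in *B. bigemina* replicate 2 lay far above replicates 1 and 3. XR_005108421.1 was not called in *B. bigemina* without uninfected replicate 2 (adjusted p = 0.0567), and in *B. bovis* without *B. bovis* replicate 2 or 3 or uninfected replicate 2 or 3 (adjusted p from 0.0505 to 0.0809). XR_005108101.1 was no longer called in *B. bigemina* without *B. bigemina* replicate 2 or uninfected replicate 1 or 2 (adjusted p from 0.0532 to 0.0581).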

*B. bigemina* infection primarily resulted in a high transcriptional level of genes associated with cellular metabolic process pathways (Table 6). 

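Salivary cystatin-L2-like (XM_037434630.1), a cysteine protease inhibitor, was 7.20, 116 and 8.28 TPM in the *B. bigemina* libraries, 2.00, 10.5 and 19.4 TPM in the *B. bovis* libraries and 0, 0.340 and 0.341 TPM in the uninfected libraries. Against uninfected ticks it was higher in *B. bigemina* (log2 fold change 4.09, standard error 1.05, adjusted p = 0.0247, from limma), with most of the group's value in replicate 2, and in *B. bovis* it missed the threshold (log2 fold change 2.87, adjusted p = 0.0677). The direct log2 fold change was -1.22 (adjusted p = 0.582), which missed it as well. Of 3 salivary gland proteins on a fixed list, 2 were higher and none lower in *B. bigemina* (2 and 1 when adjusted over the list alone), and 1 was higher and 1 lower in *B. bovis* (2 and 1 when adjusted over the list alone). The others were astacin-like metalloprotease toxin 1 (XM_037425160.1), with log2 fold changes of 3.63 in *B. bovis* and 3.76 in *B. bigemina*, and salivary cystatin-L-like (XM_037419155.1), at -1.72 in *B. bovis*. Of these, 2 are named in tables of called transcripts, so the counts are not independent evidence. Cystatin-L2-like lost its call in *B. bigemina* without uninfected replicate 1, 2 or 3 (adjusted p from 0.0613 to 0.0771). Cystatin-L-like was not called in *B. bovis* without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0543 to 0.109), or with no filter on low values, when only the 2 groups compared were fitted or with TPM as deposited.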

Salivary cystatin-L2-like (XM_037434630.1) was upregulated 225.0-fold and found to be associated with negative regulation of biological processes (Table 6). Salivary cystatins are cathepsin inhibitors and recognized as one of the major host immune system modulators [49]. However, within the ticks, cystatins contribute to pathogen survival and transmission [50] and innate immune response through the inhibition of cysteine protease [49]. It was evident that *H. longicornis* cystatin-2 played a role in its innate immunity through its ability to inhibit the growth of *B. bovis *in vitro [51]. Moreover, the high transcription level of *H. longicornis* cystatin-2 was found in *Babesia gibsoni* infected tick larvae [51], suggesting the involvement of cystatin-2 in ticks controlling *Babesia* infection. The highly elevated level of *R. microplus* salivary cystatin-L2-like found in this study may be linked to controlling *B. bigemina* growth in hemolymph. Control machinery against *B. bigemina* parasites in *R. microplus* hemolymph may be loaded with antimicrobial peptides since *B. bigemina* infection resulted in high expression of acanthoscurrins. 

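Acanthoscurrin-2-like transcript variant X1 (XM_037413525.1) was 35.4, 86.3 and 15.0 TPM in the *B. bigemina* libraries, 5.00, 1.06 and 8.97 TPM in the *B. bovis* libraries and listed at 0 in all uninfected libraries. It passed in *B. bigemina* (adjusted p = 0.00174 from limma) and in *B. bovis* (adjusted p = 0.033). Acanthoscurrin-2-like of another locus (XM_037416561.1) was 3.87 ± 2.05 TPM in *B. bovis*-infected, 34.4 ± 4.16 TPM in *B. bigemina*-infected and 0.895 ± 0.673 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of 4.28 in *B. bigemina* (standard error 0.38, adjusted p = 4.47e-04) and 1.32 in *B. bovis* (adjusted p = 0.0296). Variant X1 was no longer called in *B. bovis* without *B. bovis* replicate 1 or 3, *B. bigemina* replicate 1 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0511 to 0.107), or with no filter on low values or with a replicate block. XM_037416561.1 lost its call in *B. bovis* without *B. bovis* replicate 2 or 3 or uninfected replicate 1 or 3 (adjusted p from 0.0776 to 0.0939), or with no filter on low values or when only the 2 groups compared were fitted.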

Acanthoscurrin-2-like transcript variant X1 (XM_037413525.1) and acanthoscurrin-2-like (XM_037416561.1) were upregulated 230.0-fold and 48.0-fold, respectively. Acanthoscurrins are shown to be synthesized in the hemocytes of arachnids and released upon immune challenge [52]. 

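Compared directly, acanthoscurrin-2-like XM_037416561.1 was lower in *B. bovis* than in *B. bigemina* (log2 fold change -2.96, standard error 0.38, adjusted p = 0.012 from limma). Variant X1, XM_037413525.1, lay lower in *B. bovis* by a log2 fold change of -2.89 (adjusted p = 0.067), which missed the threshold.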

The substantial upregulation of acanthoscurrins found in the current study may be specific to *B. bigemina* infection, as indicated by recent findings regarding the pathogen-specific roles of AMPs in *Drosophila* [53].

**Table 5:** Tick genes upregulated in response to *B. bigemina* infection only with an FDR < 0.05

Accession no.	Gene	Fold increase
XM_037429235.1	Rm uncharacterized	655.63
XM_037429314.1	Rm uncharacterized	529.74
XM_037427095.1	Rm uncharacterized	463.87
XM_037413525.1	Rm acanthoscurrin-2-like transcript variant X1	230.43
XM_037425236.1	Rm mite group 2 allergen-like Ixo r 2	225.66
XM_037434630.1	Rm salivary cystatin-L2-like	225.03
XM_037429546.1	Rm uncharacterized	167.56
XM_037422229.1	Rm uncharacterized	163.37
XR_005108101.1	Rm uncharacterized	145.48
XR_005109643.1	Rm uncharacterized	132.42
XM_037422880.1	Rm NPC intracellular cholesterol transported 2-like	68.77
XM_037428968.1	Rm uncharacterized	61.94
XM_037432251.1	Rm heat shock protein 68-like	61.75
XM_037416561.1	Rm acanthoscurrin-2-like	48.04
XM_037417508.1	Rm glycine-rich protein DOT1-like	35.14
XM_037414515.1	Rm glycine-rich cell wall structural protein 2-like	28.03
XR_005108421.1	Rm uncharacterized	26.85
XM_037413852.1	Rm uncharacterized	22.08
XM_037416559.1	Rm glycine-rich protein DOT1-like	17.31
XM_037423271.1	Rm pyruvated kinase PKM-like	11.79
XM_037421303.1	Rm acid ceramidase-like	11.40
XM_037413850.1	Rm uncharacterized	6.75
XM_037422694.1	Rm normal mucose of esophagus-soecific gene 1 protein-like	5.90
XM_037418947.1	Rm protein Skeletor transcript variant X2	3.60
XM_037429406.1	Rm extensin-like	3.32
XM_037428695.1	Rm peptide methionine sulfoxide reductase-like	3.03

**Table 6:** Upregulated hemocyte genes following the *B. bigemina* infection, grouped by biological process and cellular component categories defined by high-level GO terms

	N	High-level GO category	Genes
Biological process	3	GO:0044237 cellular metabolic process GO:0044238 primary metabolic process GO:0071704 organic substance metabolic process GO:0032787 monocarboxylic acid metabolic process	XM_037421303.1 XM_037423271.1 XM_037434630.1
	2	GO:0006807 nitrogen compound metabolic process	XM_037423271.1 XM_037434630.1
	1	GO:0048519 negative regulation of biological process GO:0050789 regulation of biological process GO:0019222 regulation of metabolic process GO:0050794 regulation of cellular process GO:0065009 regulation of molecular function	XM_037434630.1
	1	GO:0006457 protein folding	XM_037432251.1
	1	GO:0016052 carbohydrate catabolic process GO:0006096 glycolytic process GO:0006757 ATP generation from ADP GO:0046031 ADP metabolic process GO:0046939 nucleotide phosphorylation GO:0006090 pyruvate metabolic process	XM_037423271.1
Cellular component	1	GO:0000323 lytic vacuole GO:0005764 lysosome GO:0005773 vacuole	XM_037421303.1

N: the number of upregulated hemocyte genes that fall under a similar GO term

Hemocyte defense pathways against *B. bigemina* parasites are not known, but they may consist of known gene candidates to date. 

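Mite group 2 allergen-like Ixo r 2 (XM_037425236.1), a lipid-binding protein by its domain, was 11.8, 111 and 10.4 TPM in the *B. bigemina* libraries, 1.51, 18.3 and 18.9 TPM in the *B. bovis* libraries and 0.384, 0.386 and 0 TPM in the uninfected libraries. Compared with uninfected ticks, it was higher in *B. bigemina* (log2 fold change 4.35, standard error 1.03, adjusted p = 0.018, from limma), and *B. bigemina* replicate 2 held most of the group's value. In *B. bovis* it missed the threshold (log2 fold change 2.99, adjusted p = 0.0551), as did the direct comparison (log2 fold change -1.36, adjusted p = 0.522). XM_037425236.1 was not called in *B. bigemina* without uninfected replicate 1, 2 or 3 (adjusted p from 0.0526 to 0.0557).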

Mite group 2 allergen-like Ixo r 2 (XM_037425236.1) from *R. microplus* hemocytes is such a candidate, as it was triggered and highly differentially expressed (226.0-fold) upon the infection. The group 2 allergen-like protein is found to be expressed in the tick midgut and hemolymph following the blood meal and constitutively expressed in all the life stages of a tick [54]. The interaction of the putative lipid-binding domain of group 2 allergen-like protein and IgE shows its effect in immune signaling pathways [54]. It is valuable to pursue an understanding of the tick defense pathways and the role of group 2 allergen-like proteins against *B. bigemina* parasites for the further advancement of information at the tick–*Babesia* interface.

Another class of protective proteins of ticks that are expressed following the blood meal are heat shock proteins (HSPs) [55]. These stress response proteins are primarily involved in protein homeostasis, which prevents the accumulation and aggregation of misfolded proteins [56]. *Babesia bigemina* infection upregulated heat shock protein 68-like (XM_037432251.1) by 62.0-fold and was found in the biological process pathways of protein folding (Table 6). 

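Of 16 heat shock and small heat shock proteins on a fixed list, 16 were higher in *B. bigemina* and 13 in *B. bovis* (16 and 15 when adjusted over the list alone), with median log2 fold changes of 2.39 and 2.24, and none was lower in either. In limma none of the 16 differed between the infections (0 when adjusted over the list alone). Of the 16, 5 are named in tables of called transcripts and the other names come from a description column that the authors filled for part of their transcripts, so this is not independent evidence. Heat shock protein 68-like (XM_037432251.1), a member of the HSP70 chaperone family, was 40.5, 22.3 and 8.86 TPM in *B. bigemina*, 7.46, 17.9 and 17.4 TPM in *B. bovis* and 0.341, 0.831 and 0.420 TPM in uninfected libraries (log2 fold changes 3.81 and 3.24, adjusted p = 0.002 and 0.00283 from limma). Alpha-crystallin B chain-like (XM_037434254.1), a small heat shock protein, was 423 ± 109.7 TPM in *B. bovis*-infected, 441 ± 113 TPM in *B. bigemina*-infected and 93.0 ± 21.4 TPM in uninfected ticks (SD, n = 3). Alpha-crystallin A chain-like (XM_037432091.1) had log2 fold changes of 3.64 and 3.63.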

Invading pathogens endure stress in the host including nutritional starvation and oxidative stress and their survival and proliferation depend on protein homeostasis [57]. Similarly, the infected, stressed host cell acts to maintain its protein homeostasis while activating the immune response pathways [57]. *Ixodes scapularis* midguts and salivary glands infected with *A. phagocytophilum* show the upregulation of HSP20 and the downregulation of HSP70 [55], suggesting their influence on the bacterial growth and survival. However, the proteomic regulation underlying the effects caused by *R. microplus* HSP68-like reported in this study is unknown, and it may favor the hemocytes or *B. bigemina*, or both, to defeat each other.

The activation of the immune response in hemolymph consumes energy in the form of glucose. Therefore, glycolysis plays a key role in the immune response of insects [58]. Pyruvate kinase (PKM) is a critical enzyme that acts in the final step of glycolysis to produce ATP [59]. This RNA-Seq study reports on the differential regulation of pyruvate kinase PKM-like (XM_037423271.1) in the hemocytes infected with *B. bigemina*, suggesting the modulation of glycolytic processes (Table 6) in tick physiology on the basis of ongoing infection. 

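Pyruvate kinase PKM-like (XM_037423271.1) was 38.8 ± 18.9 TPM in *B. bovis*-infected, 76.3 ± 5.24 TPM in *B. bigemina*-infected and 6.46 ± 3.38 TPM in uninfected ticks (SD, n = 3). It was higher in *B. bigemina* (log2 fold change 3.46, standard error 0.43, adjusted p = 0.00131, from limma) and in *B. bovis* (log2 fold change 2.36, adjusted p = 0.00474), and the direct log2 fold change was -1.10 (adjusted p = 0.219), which missed the threshold. Of 3 glycolytic transcripts on a fixed list, 3 were higher in *B. bigemina* and 1 in *B. bovis*, with none lower (3 and 1 when adjusted over the list alone). Pyruvate kinase PKM-like XM_037423270.1, the more abundant transcript of the same locus, had a log2 fold change of 1.42 in *B. bigemina*, hexokinase-2-like (Hex-A, XM_037426917.1) one of 2.12, and fructose-bisphosphate aldolase A-like (Ald1, XM_037427209.1) one of 1.69. Ald1 was lower in *B. bovis* than in *B. bigemina* (log2 fold change -1.58, adjusted p = 0.0153). By gene symbol, 4 of 9 glycolytic transcripts were higher in *B. bigemina* and 1 in *B. bovis*. As a set they were higher in *B. bigemina* by camera with a preset correlation (adjusted p = 1.22e-06), and the call was lost with an estimated correlation (adjusted p = 0.0871). Ald1 was no longer called in *B. bigemina* with TPM summed per gene, and in the direct comparison without *B. bigemina* replicate 2 or 3 (adjusted p from 0.0518 to 0.0531), or with TPM summed per gene.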

The network of glycolytic processes found among upregulated genes upon *B. bigemina* infection is shown in Fig. 10A and B. Like glycolytic processes, *B. bigemina* infection also regulated the synthesis of sphingosine and fatty acid in tick hemocytes through the differential expression of acid ceramidase-like (XM_037421303.1). Acid ceramidase breaks down ceramide into sphingosine and fatty acid and is found in the lysosome or lytic vacuole (Table 6). Sphingolipids that include ceramide and sphingosine are known as essential for the cellular homeostasis of insects [60], and they mediate apoptosis [61]. Differential regulation of *R. microplus* acid ceramidase indicates the possible maintenance of cellular homeostasis in response to *B. bigemina* infection.

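Acid ceramidase-like (XM_037421303.1) was 32.6 ± 19.5 TPM in *B. bovis*-infected, 69.3 ± 14.4 TPM in *B. bigemina*-infected and 5.91 ± 2.33 TPM in uninfected ticks (SD, n = 3). It rose in *B. bigemina* (log2 fold change 3.39, standard error 0.48, adjusted p = 0.00234, from limma) and in *B. bovis* (log2 fold change 2.13, standard error 0.48, adjusted p = 0.0119). Between the infections the log2 fold change was -1.26 (adjusted p = 0.215), which missed the threshold.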

**Fig. 10:**
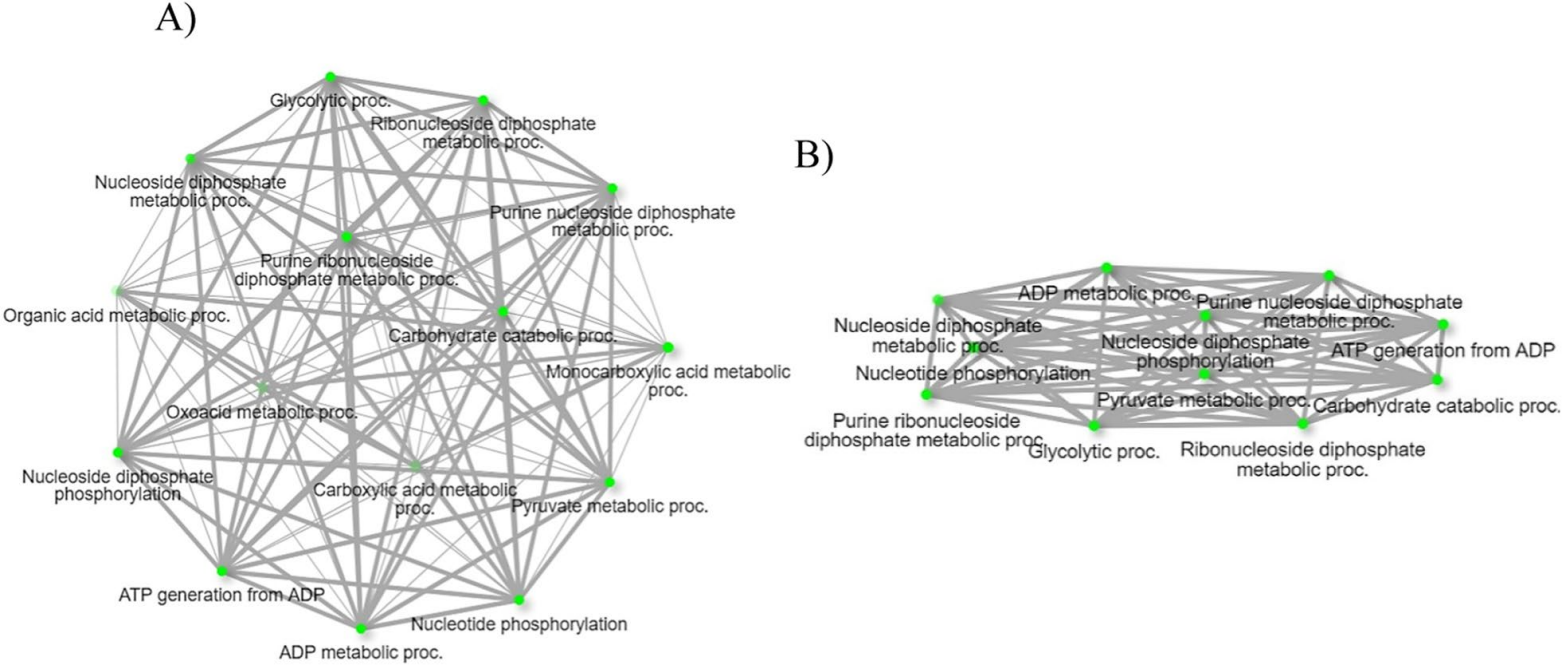
Biological process pathways related to upregulated hemocyte genes following *B. bigemina* infection. **A** Network of all the biological process pathways, and **B** biological process pathways involved in glycolytic process. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

### Hemocyte gene downregulation occurs mutually in *B. bovis *and* B. bigemina* infections

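At these thresholds 536 transcripts were lower in both infections, 571 in *B. bovis* alone and 146 in *B. bigemina* alone. Independent lists of these sizes would share 67.0. Part of the excess may come from the shared uninfected libraries, which could not be split. All 30 transcripts of Table 7 were lower in both infections, with median log2 fold changes of -3.52 in *B. bovis* and -3.21 in *B. bigemina*. Clotting factor C-like (XM_037428358.1), named after the endotoxin-sensing protease of horseshoe crab clotting, was 70.1 ± 43.4 TPM in *B. bovis*-infected, 102 ± 38.5 TPM in *B. bigemina*-infected and 847 ± 88.1 TPM in uninfected ticks (SD, n = 3) and fell in both (*B. bovis* log2 fold change -3.76, adjusted p = 9.84e-04, and *B. bigemina* -3.12, adjusted p = 0.00252, from limma). E-selectin-like (XM_037429567.1) was 5.76, 4.89 and 7.43 TPM in *B. bovis*, 38.0, 6.69 and 13.7 TPM in *B. bigemina* and 266, 188 and 195 TPM in uninfected libraries.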

We found that 30 tick genes were downregulated regardless of the infecting *Babesia* species. Out of the 30 downregulated genes, 28 were identified as protein-coding genes, 1 was lncRNA, and 1 was not found by the Ensembl annotation system [22]. 

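Of the 30 transcripts of Table 7, 5 differed between the infections, all lower in *B. bovis*. Of the 536 transcripts lower in both infections, 14 did, again all lower in *B. bovis*. Those lower in *B. bovis* were 5 and 50.0, 2 and 10.0, 3 and 8 without *B. bovis* replicate 1, 2 or 3; 1 and 7, 4 and 8, 0 and 3 (10 of the 30 at an unadjusted p under 0.05) without *B. bigemina* replicate 1, 2 or 3; 0 and 1 (10 of the 30 at an unadjusted p under 0.05) with only the infected libraries fitted; 3 and 7 with TPM as deposited, and 2 and 3 were higher without *B. bovis* replicate 2 or with TPM as deposited (1 of the 536 without *B. bovis* replicate 1 or 3). Transcripts with a direct difference included flavin-containing monooxygenase 5-like, the hemocytin-like XM_037429734.1 and matrix metalloproteinase-14-like variant X1. Terminal nucleotidyltransferase 5C-like (XM_037426165.1) was 10.9, 4.87 and 4.50 TPM in *B. bigemina* and did not differ from *B. bovis* by this test (direct log2 fold change -0.83, adjusted p = 0.321 from limma).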

The hierarchical clustering of log fold-change of downregulated hemocyte gene expression suggests that the differential regulation of genes in response to *B. bovis* infection varies from that of *B. bigemina* infection (Fig. 11). Protein-coding genes were downregulated at a range between 4.0-fold and 232.0-fold. 

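The noncoding RNA XR_005111866.1 was 45.2, 14.4 and 11.9 TPM in the uninfected libraries and was listed at 0 in all 3 libraries of each infection, so no fold is given. Both falls passed (adjusted p = 3.82e-04 in *B. bovis* and 5.94e-04 in *B. bigemina*, from limma).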

The putative lncRNA (XR_005111866.1) was downregulated by 151.0-fold and 119.0-fold in response to *B. bovis* and *B. bigemina,* respectively. 

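Of the 30 transcripts of Table 7, 22 had the larger fall in *B. bovis* and 6 in *B. bigemina*. Over the 536 transcripts lower in both infections, 404 had the larger fall in *B. bovis* and 122 in *B. bigemina*, with medians of -1.99 and -1.62. Leaving out 1 library gave 268 to 484 with the larger fall in *B. bovis*. Vitellogenin-2-like (XM_037432037.1) went the other way, at 466 ± 166 TPM in *B. bovis* and 182 ± 54.8 TPM in *B. bigemina* (SD, n = 3), a direct log2 fold change of 1.32 that missed the threshold (adjusted p = 0.0629 from limma).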

The fold decrease in hemocyte genes was higher in response to *B. bovis* than *B. bigemina* infection (Table 7). 

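Matrix metalloproteinase-14-like variant X1 (Mmp1, XM_037434231.1), an extracellular matrix protease, was 17.8 ± 4.87 TPM in *B. bovis*-infected, 62.4 ± 18.4 TPM in *B. bigemina*-infected and 408 ± 26.7 TPM in uninfected ticks (SD, n = 3). It fell in *B. bovis* (log2 fold change -4.48, standard error 0.26, adjusted p = 5.79e-05, from limma) and in *B. bigemina* (log2 fold change -2.73, standard error 0.26, adjusted p = 5.82e-04), and lower in *B. bovis* than in *B. bigemina* (log2 fold change -1.74, standard error 0.26, adjusted p = 0.0165). XM_037434231.1 lost its call in the direct comparison without *B. bigemina* replicate 1 or 3 (adjusted p from 0.0527 to 0.0631), or when only the 2 groups compared were fitted.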

Matrix metalloproteinase-14-like variant X1 (XM_037434231.1) showed a substantial difference (highlighted in the heatmap) in expression (*B. bovis* 22.0-fold and *B. bigemina* 7.0-fold) and was identified in the cellular component pathways of the external encapsulating structure of the extracellular matrix (Table 8).

**Fig. 11:**
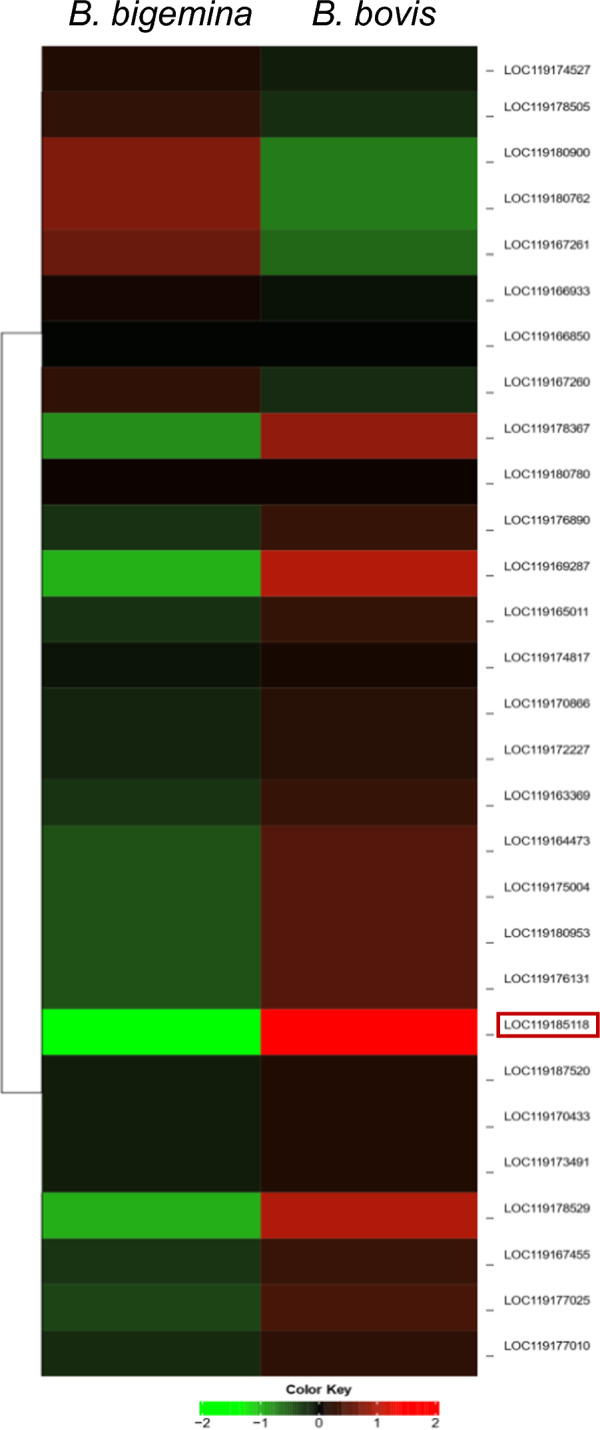
Hierarchical clustering of downregulated hemocyte gene expression following *Babesia* infection. The red frame refers to matrix metalloproteinase-14-like variant X1 (XM_037434231.1) that was identified in the cellular component pathways of the external encapsulating structure of the extracellular matrix

**Table 7:** Tick genes downregulated in response to *Babesia* infections with an FDR < 0.05

Accession no.	Gene symbol	Gene	Fold decrease	
			*B. bovis*	*B. bigemina*
XM_037422147.1	LOC119170866	Rm homeodomain-interacting protein kinase 2-like	232.56	183.2
XR_005111866.1	LOC119187520	Rm uncharacterized	151.27	119.16
XM_037426165.1	LOC119175004	Rm terminal nucleotidyltransferase 5C-like	74.65	39.32
XM_037420399.1	LOC119169287	Rm flavin-containing monooxygenase 5-like	56.31	14.1
XM_037429734.1	LOC119178529	Rm hemocytin-like	35.66	9.14
XM_037429567.1	LOC119178367	Rm E-selectin-like	34.14	11.01
XM_037434231.1	LOC119185118	Rm matrix metalloproteinase-14-like variant X1	22.03	6.65
XM_037425473.1	LOC119174527	Rm endothelial transcription factor GATA-2-like	20.18	24.37
XM_037418224.1	LOC119166850	Rm spectrin beta chain-like	18.63	19.07
XM_037427293.1	LOC119176131	Rm ataxin-2-like protein	17.28	8.87
XM_037418323.1	LOC119166933	Rm bone morphogenetic protein 2-like	14.89	16.4
XM_037425904.1	LOC119174817	Rm importin subunit alpha-7-like	13.39	11.9
XM_037429710.1	LOC119178505	Rm juvenile hormone acid *O*-methyltransferase-like	12.36	17.58
XM_037434236.1	LOC119185118	Rm matrix metalloproteinase-14-like variant X2	12.32	5.98
XM_037418932.1	LOC119167455	Rm tyrosine-protein kinase receptor Tie-1-like	12.23	8.09
XM_037428358.1	LOC119177010	Rm clotting factor C-like	11.77	8.51
XM_037416668.1	LOC119164473	Rm bestrophin-4-like	11.41	6.55
XM_037417206.1	LOC119165011	Rm FYVE,RhoGEF and PH domain-containing protein 2-like	9.05	6.19
XM_037428376.1	LOC119177025	Rm uncharacterized	8.91	5.15
XM_037415351.1	LOC119163369	Rm dystonin-like	8.69	5.83
XM_037418712.1	LOC119167260	Rm leucine-rich repeat-containing protein 15-like	8.58	11.96
XM_037424296.1	LOC119173491	Rm solute carrier family 13 member 2-like	8.41	7
XM_037428235.1	LOC119176890	Rm Na(+)/H(+) exchanger beta-like	7.59	5.15
XM_037423261.1	LOC119172227	Rm gamma-butyrobetaine dioxygenase-like	7.22	5.55
XM_037418714.1	LOC119167261	Rm protein toll-like	7.17	16.36
XM_037431915.1	LOC119180780	Rm MAP kinase-interacting serine/threonine-protein kinase 1-like	7.04	6.68
XM_037432108.1	LOC119180953	Rm LIM domain and actin-binding protein 1-like	6.51	3.41
XM_037421596.1	LOC119170433	Rm nocturnin-like	6.29	5.18
XM_037432037.1	LOC119180900	Rm vitellogenin-2-like	4.95	13.38
XM_037431896.1	LOC119180762	Rm vitellogenin-5-like	4.27	11.44

**Table 8:** Downregulated hemocyte genes following the *Babesia* infection, grouped by biological process, molecular function, and cellular component categories defined by high-level GO terms

	N	High-level GO category	Genes
Biological process	7	GO:0006807 nitrogen compound metabolic process GO:0071704 organic substance metabolic process	XM_037421596.1 XM_037422147.1 XM_037423261.1 XM_037425473.1 XM_037428358.1 XM_037431915.1 XM_037434231.1
	6	GO:0051179 localization GO:0051234 establishment of localization GO:0006810 transport	XM_037416668.1 XM_037424296.1 XM_037425904.1 XM_037428235.1 XM_037431896.1 XM_037432037.1
	6	GO:0044238 primary metabolic process	XM_037421596.1 XM_037422147.1 XM_037425473.1 XM_037428358.1 XM_037431915.1 XM_037434231.1
	5	GO:0044237 cellular metabolic process	XM_037421596.1 XM_037422147.1 XM_037423261.1 XM_037425473.1 XM_037431915.1
	4	GO:0065007 biological regulation	XM_037418714.1 XM_037421596.1 XM_037425473.1 XM_037428235.1
	3	GO:0050789 regulation of biological process	XM_037418714.1 XM_037421596.1 XM_037425473.1
	3	GO:0033036 macromolecule localization	XM_037425904.1 XM_037431896.1 XM_037432037.1
	2	GO:0002376 immune system process GO:0050794 regulation of cellular process	XM_037418714.1 XM_037425473.1
	2	GO:0032501 multicellular organismal process GO:0019222 regulation of metabolic process	XM_037421596.1 XM_037425473.1
	2	GO:0009058 biosynthetic process	XM_037423261.1 XM_037425473.1
	2	GO:0010876 lipid localization GO:0006869 lipid transport	XM_037431896.1 XM_037432037.1
	1	GO:0023052 signaling GO:0050896 response to stimulus GO:0051716 cellular response to stimulus GO:0048583 regulation of response to stimulus GO:0002682 regulation of immune system process GO:0006955 immune response GO:0002221 pattern recognition receptor signaling pathway GO:0002224 toll-like receptor signaling pathway	XM_037418714.1
	1	GO:0032502 developmental process GO:0048513 animal organ development GO:0048856 anatomical structure development GO:0048534 hematopoietic or lymphoid organ development GO:0002520 immune system development GO:0030097 hemopoiesis	XM_037425473.1
	1	GO:0048511 rhythmic process	XM_037421596.1
	1	GO:0071840 cellular component organization or biogenesis GO:0016043 cellular component organization	XM_037415351.1
	1	GO:0032259 methylation	XM_037429710.1
	1	GO:0051641 cellular localization	XM_037425904.1
	1	GO:0065008 regulation of biological quality	XM_037428235.1
	1	GO:0006915 apoptotic process GO:0008219 cell death GO:0012501 programmed cell death	XM_037428376.1
Molecular function	9	GO:0043167 ion binding	XM_037415351.1 XM_037417206.1 XM_037420399.1 XM_037422147.1 XM_037423261.1 XM_037425473.1 XM_037431915.1 XM_037432108.1 XM_037434231.1
	8	GO:0005515 protein binding	XM_037415351.1 XM_037418224.1 XM_037418323.1 XM_037418712.1 XM_037418932.1 XM_037425904.1 XM_037429734.1 XM_037432108.1
	6	GO:0046872 metal ion binding	XM_037415351.1 XM_037417206.1 XM_037423261.1 XM_037425473.1 XM_037432108.1 XM_037434231.1
	5	GO:0005215 transporter activity	XM_037416668.1 XM_037424296.1 XM_037428235.1 XM_037431896.1 XM_037432037.1
	5	GO:0097159 organic cyclic compound binding GO:1901363 heterocyclic compound binding	XM_037420399.1 XM_037422147.1 XM_037425473.1 XM_037427293.1 XM_037431915.1
	5		
	4	GO:0016740 transferase activity	XM_037422147.1 XM_037426165.1 XM_037429710.1 XM_037431915.1
	4	GO:0016787 hydrolase activity	XM_037418714.1 XM_037421596.1 XM_037428358.1 XM_037434231.1
	3	GO:0022857 transmembrane transporter activity	XM_037416668.1 XM_037424296.1 XM_037428235.1
	3	GO:0036094 small molecule binding	XM_037420399.1 XM_037422147.1 XM_037431915.1
	3	GO:0008092 cytoskeletal protein binding	XM_037415351.1 XM_037418224.1 XM_037432108.1
	2	GO:0003779 actin binding	XM_037418224.1 XM_037432108.1
	2	GO:0098772 molecular function regulator activity	XM_037417206.1 XM_037418323.1
	2	GO:0005319 lipid transporter activity	XM_037431896.1 XM_037432037.1
	2	GO:0097367 carbohydrate derivative binding	XM_037422147.1 XM_037431915.1
	1	GO:0005198 structural molecule activity GO:0005200 structural constituent of cytoskeleton GO:0008289 lipid binding	XM_037418224.1
	1	GO:0060089 molecular transducer activity GO:0038023 signaling receptor activity	XM_037418714.1
	1	GO:0003700 DNA-binding transcription factor activity	XM_037425473.1
	1	GO:0005085 guanyl-nucleotide exchange factor activity GO:0030234 enzyme regulator activity	XM_037417206.1
	1	GO:0030545 signaling receptor regulator activity GO:0030546 signaling receptor activator activity GO:0048018 receptor ligand activity	XM_037418323.1
	1	GO:0044877 protein-containing complex binding	XM_037432108.1
Cellular component	3	GO:0016020 membrane	XM_037418714.1 XM_037424296.1 XM_037428235.1
	3	GO:0043226 organelle	XM_037418224.1 XM_037425473.1 XM_037428376.1
	2	GO:0043227 membrane-bounded organelle	XM_037425473.1 XM_037428376.1
	1	GO:0032991 protein-containing complex GO:0005938 cell cortex GO:0043228 non-membrane-bounded organelle	XM_037418224.1
	1	GO:0031012 extracellular matrix GO:0030312 external encapsulating structure	XM_037434231.1

N: the number of upregulated hemocyte genes that fall under a similar GO term

Matrix metalloproteinases (MMPs) are linked to the tissue remodeling process upon infections with protozoan parasites, including *Plasmodium falciparum*, *Trypanosoma brucei*, *Toxoplasma gondii*, and *Leishmania tropica* [62]. MMPs initiate the tissue repairing or remodeling process right after the infection is cleared [63]. During malaria infection of red blood cells, it was suggested that the parasite-derived product modulates the expression of MMPs and endogenous MMP inhibitors [62]. MMPs are endopeptidases [64], and the MMPs found in this study may be accompanied by elevated levels of endopeptidase inhibitors found among upregulated hemocyte genes (Tables 2 and 4) in response to *Babesia* infection. The presence of MMPs observed in this study indicated the formation of an external encapsulating structure on the extracellular matrix (Table 8) upon the *Babesia* infection. Encapsulation is a defense mechanism that host arthropods use to respond to parasites. Hemocytes surround and adhere to the surface of the parasite forming a capsule-like envelope, together with melanin, to kill the parasite [65]. This RNA-Seq finding suggests that the *R. microplus* hemocyte has the potential to encapsulate *B. bovis* and *B. bigemina*.

The biological process pathways primarily detected among downregulated hemocyte genes in response to *Babesia* infection are from the tick immune response. Endothelial transcription factor GATA-2-like (XM_037425473.1), identified in the membrane-bounded organelle (Table 8), was found in the pathways, which include immune system development through hematopoietic and lymphoid organ development and hemopoiesis (Table 8). GATA transcription factors are critical for hematopoiesis in insects and in *Drosophila*, and GATA mediates cell differentiation to produce plasmatocytes and crystal cells [66]. 

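Endothelial transcription factor GATA-2-like (XM_037425473.1) was 5.67, 0 and 2.07 TPM in the *B. bovis* libraries, 4.76, 1.42 and 1.23 TPM in the *B. bigemina* libraries and 61.4, 52.2 and 45.4 TPM in the uninfected libraries. Its level was lower in *B. bovis* (log2 fold change -4.29, standard error 0.65, adjusted p = 0.00228, from limma) and in *B. bigemina* (log2 fold change -4.09, standard error 0.65, adjusted p = 0.00359). Between the infections its log2 fold change was -0.20 (adjusted p = 0.906), which missed the threshold.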

The downregulation upon *Babesia* infection (*B. bovis* 20.0-fold and *B. bigemina* 24.0-fold) suggests that hematopoiesis may be interrupted during the parasitic infection. Uncharacterized gene XM_037428376.1 from *R. microplus*, identified in the apoptotic process or programmed cell death pathways, is also differentially regulated, similarly to *R. microplus* GATA-2 (Table 7). 

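The uncharacterized XM_037428376.1 was 8.44 ± 0.833 TPM in *B. bovis*-infected, 14.9 ± 2.97 TPM in *B. bigemina*-infected and 77.4 ± 13.3 TPM in uninfected ticks (SD, n = 3). Against uninfected ticks it was lower in *B. bovis* (log2 fold change -3.04, standard error 0.18, adjusted p = 5.73e-05, from limma) and in *B. bigemina* (log2 fold change -2.30, standard error 0.18, adjusted p = 2.67e-04). Of 2 transcripts with apoptosis in their names, a fixed list, both were lower in each infection (2 and 2 when adjusted over the list alone). They are named in tables of called transcripts, which is not independent evidence. One is endosome/lysosome-associated apoptosis and autophagy regulator-like (XM_037426084.1), with log2 fold changes of -2.59 and -1.80.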

Apoptosis, or programmed cell death, is a vital process for the development and functioning of the immune system, as it regulates hematopoietic homeostasis [67].

This RNA-Seq study revealed the downregulation of multiple immune genes during the infection with *Babesia*. *Rhipicephalus microplus* hemocytin (XM_037429734.1) was differentially regulated during *B. bovis* infection (36.0-fold decrease) and *B. bigemina* infection (9.1-fold decrease). 

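Hemocytin-like (XM_037429734.1) was 15.9 ± 3.09 TPM in *B. bovis*-infected, 66.6 ± 29.4 TPM in *B. bigemina*-infected and 597 ± 81.2 TPM in uninfected ticks (SD, n = 3). It fell in *B. bovis* (log2 fold change -5.15, standard error 0.29, adjusted p = 5.06e-05, from limma) and in *B. bigemina* (log2 fold change -3.22, standard error 0.29, adjusted p = 4.47e-04), and was lower in *B. bovis* than in *B. bigemina* (log2 fold change -1.93, standard error 0.29, adjusted p = 0.0165). Of 9 transcripts of hemocyte coagulation and adhesion on a fixed list, 2 were higher and 5 lower in *B. bovis* (2 and 5 when adjusted over the list alone), and 3 were higher and 4 lower in *B. bigemina* (4 and 5 when adjusted over the list alone). Between the infections 2 were lower in *B. bovis* and none higher (3 and 0 when adjusted over the list alone). Of the 9, 4 are named in tables of called transcripts, so the direction is not independent evidence. Another hemocytin-like transcript (XM_037429451.1) rose, at 4.26, 3.36 and 7.36 TPM in *B. bovis*, 14.7, 9.88 and 24.8 TPM in *B. bigemina* and 0.579, 0 and 1.16 TPM in uninfected libraries (log2 fold changes 1.94 and 3.45, adjusted p = 0.009 and 0.00116). XM_037429734.1 was not called in the direct comparison without *B. bigemina* replicate 3 (adjusted p = 0.0559), or when only the 2 groups compared were fitted.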

Hemocytin is an immune recognition glycoprotein and an aggregation factor that is expressed and processed in hemocytes and plays a key role in coagulation, nodulation, and encapsulation [68, 69]. 

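Protein toll-like (XM_037418714.1) was 66.5 ± 58.5 TPM in *B. bovis*-infected, 30.1 ± 12.8 TPM in *B. bigemina*-infected and 484 ± 44.2 TPM in uninfected ticks (SD, n = 3). Compared with uninfected ticks, it was lower in *B. bovis* (log2 fold change -3.18, standard error 0.56, adjusted p = 0.0043, from limma) and in *B. bigemina* (log2 fold change -4.06, standard error 0.56, adjusted p = 0.00208). Of 8 Toll pathway transcripts on a fixed list, 1 was higher and 5 lower in *B. bovis* (1 and 5 when adjusted over the list alone), and 1 was higher and 6 lower in *B. bigemina* (1 and 7 when adjusted over the list alone). Between the infections 0 of 8 differed in either direction (1 higher and 0 lower when adjusted over the list alone). Of the 8, 4 are named in tables of called transcripts, so the direction is not independent evidence. The 1 that rose, noted after its values were seen, was toll-like receptor 3 (XM_037423030.1, log2 fold changes 2.20 and 2.02). Toll-like receptor Tollo (XM_037426356.1) was 1.11, 0.395 and 0.265 TPM in *B. bovis*, 1.46, 0.995 and 0.432 TPM in *B. bigemina* and 9.17, 9.53 and 9.84 TPM in uninfected libraries (log2 fold changes -2.76 and -2.46). Toll-like receptor 3 XM_037423030.1 was no longer called in *B. bovis* without uninfected replicate 1 or 2 (adjusted p from 0.0563 to 0.0613), and in *B. bigemina* without *B. bigemina* replicate 1, 2 or 3, *B. bovis* replicate 2 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0501 to 0.0976), or with TPM as deposited or with no filter on low values.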

*Rhipicephalus microplus* hemocytin was found in the pathways involving protein binding (Table 8) and the network of molecular function pathways of protein binding was downregulated during *Babesia* infection, as shown in Fig. 12A and C. The tick immune gene, protein toll-like (XM_037418714.1), was identified in the membrane (Table 8), and in the pattern recognition receptor signaling pathway or toll-like receptor signaling pathway (Table 8) and downregulated upon *Babesia* infection (*B. bovis* 7.0-fold and *B. bigemina* 16.0-fold). This finding is consistent with the previous study that indicated the downregulation of most of the toll pathway components in *R. microplus* during infection with *A. marginale* [70]. The data suggest that *R. microplus* facilitates bacterial or protozoal colonization by dropping its immune response, favoring vector competency. The network of immune system pathways found among the downregulated genes in response to *Babesia* infection is shown in Fig. 13A and B.

**Fig. 12:**
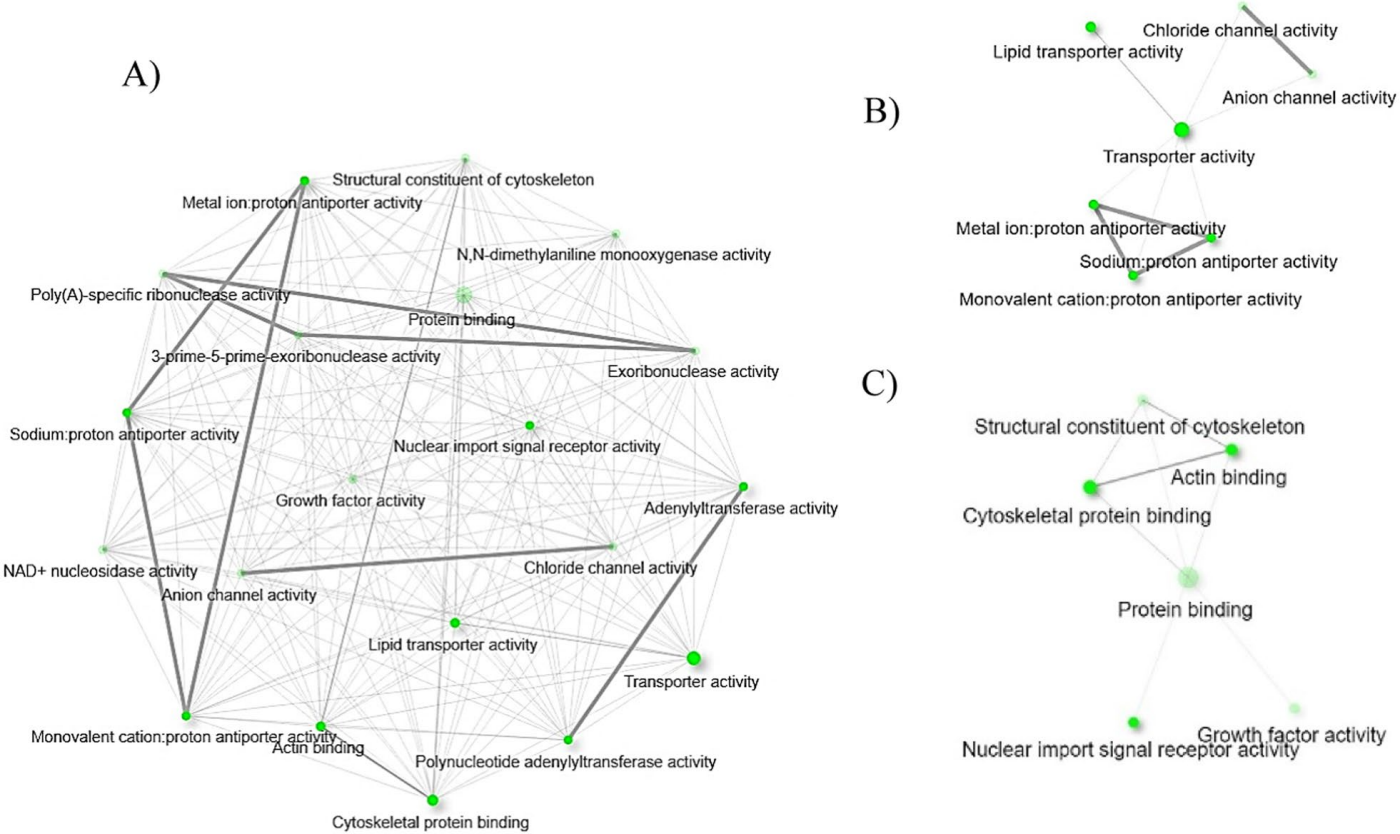
Molecular functional pathways related to downregulated hemocyte genes following *Babesia* infection. **A** Network of all the molecular functional pathways, **B** molecular functional pathways involved in transporter activity, and **C** cytoskeleton proteins. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

**Fig. 13:**
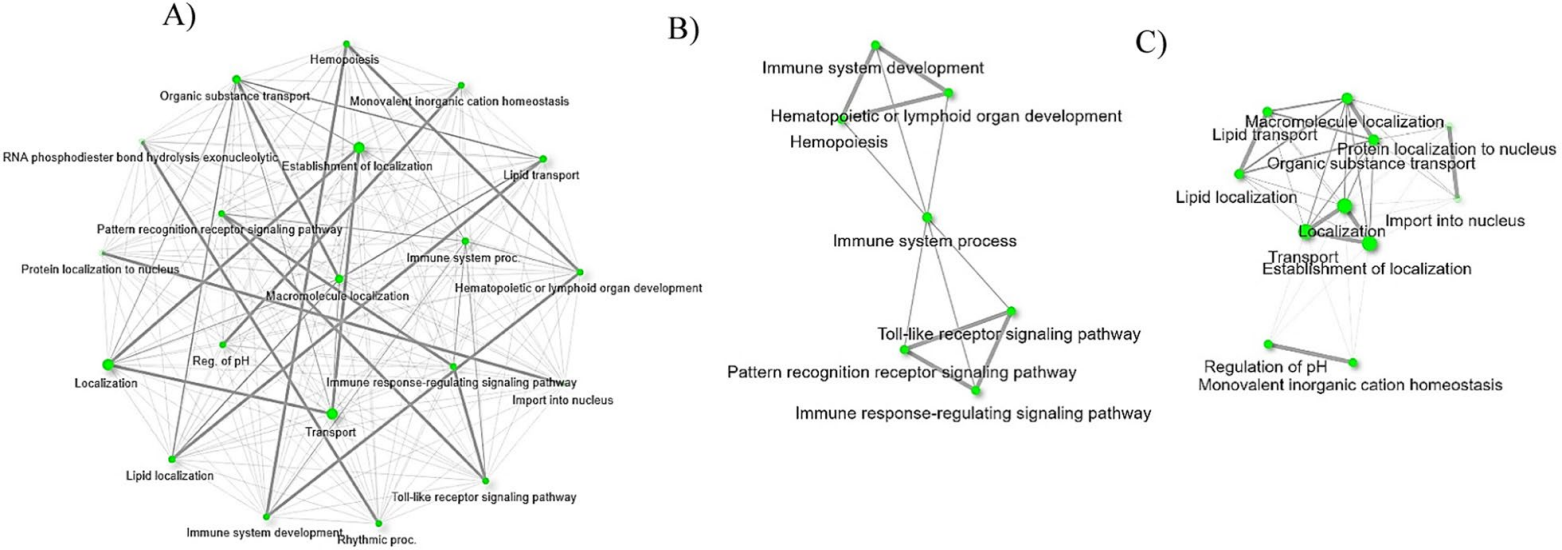
Biological process pathways related to downregulated hemocyte genes following *Babesia* infection. **A** Network of all the biological process pathways, **B** biological process pathways involved in the tick immune system, and **C** lipid transport and localization. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

The regulation of molecular metabolism during the insect immune response has been extensively studied [71]. The current study found the downregulation of multiple genes related to metabolism in *R. microplus* hemocytes in response to *Babesia* infection. Homeodomain-interacting protein kinase (Hipk) is a serine-threonine kinase that plays an important role in a multitude of cellular processes, including metabolism, regulation of cell proliferation, and apoptosis [72]. 

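Homeodomain-interacting protein kinase 2-like (Hipk, XM_037422147.1) was 46.0, 37.9 and 27.6 TPM in the uninfected libraries and listed at 0 in all 6 libraries of infected ticks, so no fold is given. Both falls passed (adjusted p = 2.97e-05 in *B. bovis* and 2.89e-05 in *B. bigemina*, from limma). This accession is 1 of several transcripts of the Hipk locus. Hipk lost its call in *B. bigemina* with TPM summed per gene.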

*Rhipicephalus microplus* Hipk2 (XM_037422147.1) was downregulated 233.0-fold in response to *B. bovis* infection and 183.0-fold in response to *B. bigemina* infection. Flavin-containing monooxygenases (FMOs), which may play a role in xenobiotic metabolism in insects [73], were differentially regulated by *Babesia* infection. 

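Flavin-containing monooxygenase 5-like (XM_037420399.1) was 1.66 ± 0.445 TPM in *B. bovis*-infected, 6.86 ± 2.46 TPM in *B. bigemina*-infected and 98.2 ± 17.5 TPM in uninfected ticks (SD, n = 3). Its log2 fold change was -5.22 in *B. bovis* (standard error 0.26, adjusted p = 2.97e-05 from limma) and -3.69 in *B. bigemina* (adjusted p = 2.03e-04). It was lower in *B. bovis* than in *B. bigemina*, with a direct log2 fold change of -1.52 (adjusted p = 0.0225). XM_037420399.1 was not called in the direct comparison without *B. bovis* replicate 2 or 3 or *B. bigemina* replicate 1 or 3 (adjusted p from 0.0547 to 0.0815), or when only the 2 groups compared were fitted.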

*Rhipicephalus microplus* FMO5 (XM_037420399.1) downregulation was greater in response to *B. bovis* (56.0-fold) than to *B. bigemina* infection (14.0-fold). The decrease in metabolism in nonimmune tissues of infected insects was previously observed owing to a metabolic switch that redirects nutrients from nonimmune processes to immunity [71]. Also, the infected insects switched their metabolic organ, the fat body, from anabolism to the production of AMPs [71]. *Rhipicephalus microplus* hemocyte genes vitellogenin-2-like (XM_037432037.1) and vitellogenin-5-like (XM_037431896.1), which were found in the pathways of lipid transport and lipid localization (Table 8), were downregulated in response to *Babesia* infection (Table 7). 

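Vitellogenins are yolk precursors. Vitellogenin-2-like (XM_037432037.1) was 2399 ± 202 TPM in uninfected ticks (SD, n = 3), and its log2 fold changes were -2.43 in *B. bovis* (standard error 0.31, adjusted p = 0.00114 from limma) and -3.75 in *B. bigemina* (adjusted p = 3.58e-04). Vitellogenin-5-like (XM_037431896.1) was 513 ± 222 TPM in *B. bovis*-infected, 202 ± 37.7 TPM in *B. bigemina*-infected and 2273 ± 298 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of -2.26 and -3.50 (adjusted p = 0.0023 and 5.94e-04). These were the 2 yolk proteins on a fixed list of fat body and ovary markers, both lower in each infection (2 and 2 when adjusted over the list alone), and the study chose both, so this is not independent evidence. Between the infections neither passed (0 of 2 over all transcripts, with 2 higher in *B. bovis* when adjusted over the list alone).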

Differentially regulated molecular function pathways and biological process pathways of lipid transport/lipid localization are shown in Figs. 12B and 13C, respectively. The differential regulation of lipid metabolism in *R. microplus* hemocytes may indicate a possible metabolic switch during the *Babesia* infection.

Along with differential regulation of metabolism, *Babesia* infection affected gene expression of the cytoskeleton constituents of *R. microplus* (Table 8). 

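Spectrin beta chain-like (beta-Spec, XM_037418224.1) was 3.54 ± 0.807 TPM in *B. bovis*-infected, 3.52 ± 0.943 TPM in *B. bigemina*-infected and 70.3 ± 14.9 TPM in uninfected ticks (SD, n = 3). It was lower in *B. bovis* (log2 fold change -3.97, standard error 0.22, adjusted p = 4.91e-05, from limma) and in *B. bigemina* (log2 fold change -3.98, standard error 0.22, adjusted p = 8.32e-05), and the direct log2 fold change of 0.01 missed the threshold (adjusted p = 0.986).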

*Rhipicephalus microplus* spectrin beta chain-like (XM_037418224.1) was downregulated 19.0-fold during both *B. bovis* and *B. bigemina* infections. This gene belongs to the spectrin family of filamentous cytoskeletal proteins that stabilize plasma membranes and organize cell organelles [74]. *Anaplasma phagocytophilum* infection in *I. scapularis* downregulated the expression of the spectrin alpha chain in salivary glands to inhibit apoptosis and subvert host cell defenses [37]. The functional characterization of *R. microplus* spectrin beta chain will help us to understand how tick hemocytes respond to infection through the spectrin beta chain. The molecular pathways involving cytoskeleton protein binding, and its constituents, are shown in Fig. 12A and C.

### Hemocyte gene downregulation restricted to *B. bovis* infection

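Here 571 transcripts were lower in *B. bovis* and not called lower in *B. bigemina*. Of these, 544 had the same sign in *B. bigemina*, and 48 were lower in *B. bovis* than in *B. bigemina* when compared directly. The 66 transcripts of Table 9 had median log2 fold changes of -2.72 in *B. bovis* and -1.75 in *B. bigemina*: all 66 were called lower in *B. bovis*, 51 were called lower in *B. bigemina* too, and 15 differed between the infections. Counted in the same way, the 48 and the 15 were 127 and 32, 42 and 9, 21 and 7 without *B. bovis* replicate 1, 2 or 3; 23 and 8, 16 and 6, 14 and 6 without *B. bigemina* replicate 1, 2 or 3; 32 and 9 with no filter on low values; 15 and 4 with only the infected libraries fitted; 24 and 8 with TPM as deposited. With limma treat against a log2 fold change of 1, the fold in the authors' test, 54 of the 66 were called lower in *B. bovis* and 8 in *B. bigemina*. Calsequestrin-2-like (XM_037423124.1) was one of the 15, at 131 ± 9.63 TPM in *B. bigemina* (SD, n = 3) (direct log2 fold change -1.47, standard error 0.14, adjusted p = 0.0065 from limma). Glycine-rich cell wall structural protein-like (XM_037416562.1), at 46598 ± 8649.6 TPM in *B. bigemina* (SD, n = 3), was another (direct log2 fold change -2.08, adjusted p = 0.0216). XM_037416562.1 was no longer called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1 (adjusted p from 0.0523 to 0.089), or with no filter on low values or when only the 2 groups compared were fitted. With TPM as deposited, 260 transcripts were lower in *B. bovis* alone.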

A total of 66 tick genes were downregulated in response to *B. bovis* infection only. Out of the 66 downregulated genes, 61 were identified as protein-coding genes, 2 were lncRNAs, and 3 were not found by the Ensemble annotation system [22]. Downregulation fold change of differentially regulated protein-coding hemocyte genes unique to *B. bovis* infection was between 3.0-fold and 164.0-fold, and in putative lncRNAs (XR_005110666.1 and XR_005110213.1) it was between 24.0-fold and 9.0-fold (Table 9). 

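The noncoding RNA XR_005110666.1 was abundant, at 3353 ± 3640.3 TPM in *B. bovis*-infected, 6116 ± 1965 TPM in *B. bigemina*-infected and 31347 ± 6554 TPM in uninfected ticks (SD, n = 3). Its log2 fold change was -3.86 in *B. bovis* (standard error 0.74, adjusted p = 0.00612 from limma) and -2.38 in *B. bigemina* (adjusted p = 0.0479). XR_005110213.1 was 1.42, 0 and 0.741 TPM in *B. bovis*, 2.57, 0.846 and 0.549 TPM in *B. bigemina* and 26.2, 15.4 and 21.1 TPM in uninfected libraries (log2 fold changes -3.73 and -3.30, adjusted p = 7.32e-04 and 0.00143). Neither differed between the infections by this test (adjusted p = 0.335 and 0.631). XR_005110666.1 lost its call in *B. bigemina* without *B. bovis* replicate 2, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0652 to 0.132), or with no filter on low values.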

Primarily, cellular metabolism was differentially regulated through the downregulation of genes found in the cellular metabolic process (Table 10). 

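Tankyrase-like (XM_037418413.1), a poly(ADP-ribose) polymerase, was listed at 0 in all *B. bovis* libraries, was 1.68, 0 and 0 TPM in the *B. bigemina* libraries and 31.0, 23.8 and 23.6 TPM in the uninfected libraries. The fall passed in *B. bovis* (adjusted p = 2.02e-04 from limma) and in *B. bigemina* (log2 fold change -4.28, adjusted p = 4.14e-04), and the difference between the infections missed the threshold (adjusted p = 0.535).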

Poly (ADP-ribose) polymerase tankyrase-like (XM_037418413.1) was substantially downregulated (165.0-fold) upon *B. bovis* infection. Tankyrase regulates Wnt signaling and glucose metabolism [75]. Wnt signaling regulates cell proliferation and survival by regulating the gene expression for cell differentiation [76]. The glucose metabolism fuels cell growth and cell division [77]. Downregulation of *R. microplus* poly (ADP-ribose) polymerase tankyrase may be linked to the survival mechanism of *B. bovis* by eliminating hemocytes upon the infection. Supporting this hypothesis, the transcription regulators, forkhead box protein P1-like (XM_037415909.1) and nuclear hormone receptor E75-like (XM_037427169.1), were also downregulated (9.0-fold and 9.0-fold, respectively) in response to *B. bovis* infection. 

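Forkhead box protein P1-like (XM_037415909.1) was 5.62 ± 1.18 TPM in *B. bovis*-infected, 11.1 ± 1.91 TPM in *B. bigemina*-infected and 53.4 ± 3.51 TPM in uninfected ticks (SD, n = 3). It fell in *B. bovis* (log2 fold change -3.05, standard error 0.17, adjusted p = 4.91e-05, from limma) and in *B. bigemina* (log2 fold change -2.18, standard error 0.17, adjusted p = 2.77e-04), and lower in *B. bovis* than in *B. bigemina* at an adjusted p of 0.0338, under the fold threshold (log2 fold change -0.87). Nuclear hormone receptor E75-like (Eip75B, XM_037427169.1), an ecdysone-induced receptor in insects, was 5.06 ± 2.84 TPM in *B. bovis*-infected, 13.6 ± 7.74 TPM in *B. bigemina*-infected and 45.6 ± 1.29 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of -3.04 in *B. bovis* (adjusted p = 0.00289) and -1.88 in *B. bigemina* (adjusted p = 0.026). E75-like was not called in *B. bigemina* without uninfected replicate 1, 2 or 3 (adjusted p from 0.063 to 0.0765).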

Forkhead Box P1 (FOXP1) and nuclear hormone receptor E75 are shown to regulate cell differentiation, cell proliferation, and development [78, 79].

**Table 9:** Tick genes downregulated in response to *B. bovis* infection only with an FDR < 0.05

Accession no.	Gene	Fold decrease
XM_037418413.1	Rm poly [ADP-ribose] polymerase tankyrase-like	164.92
XM_037418490.1	Rm interferon regulatory factor 2-binding protein 1-like	59.80
XM_037425304.1	Rm E3 ubiquitin-protein ligase UBR5-like	27.35
XM_037425899.1	Rm oocyte zinc finger protein XICOF6-like	25.11
XR_005110213.1	Rm uncharacterized	23.98
XM_037418478.1	Rm mitogen-activated protein kinase-binding protein 1-like	16.75
XM_037435569.1	Rm glycogen-binding subunit 76A-like	13.40
XM_037424436.1	Rm uncharacterized	13.16
XM_037428234.1	Rm transcription factor SKN7-like	12.44
XM_037421326.1	Rm leukocyte elastase inhibitor-like	12.06
XM_037415340.1	Rm peregrin-like	11.83
XM_037429964.1	Rm probable ubiquitin carboxyl-terminal hydrolase FAF-X	11.62
XM_037417028.1	Rm hemocytin-like	10.08
XM_037413541.1	Rm glycine-rich cell wall structural protein 1-like	9.47
XM_037424958.1	Rm inactive serine protease PAMR1-like	9.37
XR_005110666.1	Rm uncharacterized	9.28
XM_037415909.1	Rm forkhead box protein P1-like	9.24
XM_037425985.1	Rm filamin-A-like	8.78
XM_037427169.1	Rm nuclear hormone receptor E75-like	8.69
XM_037430419.1	Rm GPI inositol-deacylase-like	8.59
XM_037432520.1	Rm deubiquitinating protein VCIP135-like	8.39
XM_037421190.1	Rm trypsin II-P29-like	8.14
XM_037417272.1	Rm apoptosis-stimulating of p53 protein 2-like	7.78
XM_037423849.1	Rm uncharacterized	7.63
XM_037431000.1	Rm uncharacterized	7.56
XM_037420425.1	Rm clotting factor B-like	7.46
XM_037426141.1	Rm IQ motif and SEC7 domain-containing protein 1-like	7.31
XM_037429845.1	Rm uncharacterized	6.77
XM_037431488.1	Rm hydroxyacid oxidase 1-like	6.71
XM_037418055.1	Rm protein numb-like	6.58
XM_037430565.1	Rm 17-beta-hydroxysteroid dehydrogenase type 6-like	6.53
XM_037432661.1	Rm RING finger and transmembrane domain-containing protein 2-like	6.48
XM_037424960.1	Rm inactive serine protease PAMR1-like	6.44
XM_037425973.1	Rm double-stranded RNA-binding protein Staufen homolog 2-like	5.99
XM_037432170.1	Rm phophastidylinositol 3-kinase regulatory subunit alpha-like	5.93
XM_037418573.1	Rm pancreatic lipase-related protein 2-like	5.86
XM_037430793.1	Rm myocardin-related transcription factor A-like	5.82
XM_037414003.1	Rm uncharacterized	5.78
XM_037431485.1	Rm hydroxyacid oxidase 1-like	5.76
XM_037431479.1	Rm hydroxyacid oxidase 1-like	5.75
XM_037413532.1	Rm acanthoscurrin-2-like	5.70
XM_037426084.1	Rm endosome/lysosome-associated apoptosis and autophagy regulator family member 2-like	5.69
XM_037422074.1	Rm cytochrome P450 1A1-like	5.67
XM_037426120.1	Rm phospholipase A and acyltransferase 3-like	5.61
XM_037413874.1	Rm uncharacterized	5.60
XM_037418350.1	Rm long-chain-fatty-acid–CoA ligase 3-like	5.50
XM_037434879.1	Rm peroxisomal (S)-2-hydroxy-acid oxidase GLO5-like	5.46
XM_037425091.1	Rm sulfotransferase 1C2-like	5.37
XM_037417100.1	Rm uncharacterized	4.91
XM_037416757.1	Rm uncharacterized	4.86
XM_037430521.1	Rm uncharacterized	4.82
XM_037423848.1	Rm uncharacterized	4.62
XM_037432104.1	Rm LIM domain and actin-binding protein 1-like	4.58
XM_037420162.1	Rm putative serine/threonine-protein kinase haspin homolog	4.43
XM_037416562.1	Rm glycine-rich cell wall structural protein-like	4.37
XM_037431726.1	Rm mitogen-activated protein kinase kinase kinase 1-like	4.18
XM_037413488.1	Rm serine protease 56-like	4.07
XM_037414892.1	Rm egalitarian protein homolog	4.04
XM_037421512.1	Rm uncharacterized	4.02
XM_037415919.1	Rm serine protease inhibitor swm-1-like	3.87
XM_037433675.1	Rm homer protein homolog 2-like	3.79
XM_037435563.1	Rm chorion peroxidase-like	3.78
XM_037421529.1	Rm glycoprotein 3-alpha-L-fucosyltransferase A-like	3.72
XM_037423124.1	Rm calsequestrin-2-like	3.70
XM_037425476.1	Rm transketolase-like	3.68
XM_037433402.1	Rm carboxypeptidase M-like	3.28

**Table 10:** Downregulated hemocyte genes following the *B. bovis* infection, grouped by biological process, molecular function, and cellular component categories defined by high-level GO terms

	N	High-level GO category	Genes
Biological process	19	GO:0044238 primary metabolic process GO:0071704 organic substance metabolic process	XM_037413488.1 XM_037414892.1 XM_037415909.1 XM_037417028.1 XM_037418413.1 XM_037418573.1 XM_037420425.1 XM_037421190.1 XM_037421326.1 XM_037421529.1 XM_037423848.1 XM_037423849.1 XM_037424958.1 XM_037427169.1 XM_037429964.1 XM_037431726.1 XM_037432520.1 XM_037432661.1 XM_037433402.1
	18	GO:0006807 nitrogen compound metabolic process	XM_037413488.1 XM_037414892.1 XM_037415909.1 XM_037417028.1 XM_037418413.1 XM_037420425.1 XM_037421190.1 XM_037421326.1 XM_037421529.1 XM_037423848.1 XM_037423849.1 XM_037424958.1 XM_037427169.1 XM_037429964.1 XM_037431726.1 XM_037432520.1 XM_037432661.1 XM_037433402.1
	13	GO:0044237 cellular metabolic process	XM_037414892.1 XM_037415909.1 XM_037417028.1 XM_037418413.1 XM_037420162.1 XM_037421326.1 XM_037421529.1 XM_037427169.1 XM_037429964.1 XM_037431726.1 XM_037432520.1 XM_037432661.1 XM_037433402.1
	11	GO:0006508 proteolysis	XM_037413488.1 XM_037417028.1 XM_037420425.1 XM_037421190.1 XM_037421326.1 XM_037423848.1 XM_037423849.1 XM_037424958.1 XM_037429964.1 XM_037432661.1 XM_037433402.1
	9	GO:0050789 regulation of biological process GO:0065007 biological regulation GO:0050794 regulation of cellular process	XM_037415909.1 XM_037417028.1 XM_037421326.1 XM_037426141.1 XM_037427169.1 XM_037430521.1 XM_037432170.1 XM_037432661.1 XM_037433675.1
	8	GO:0050896 response to stimulus	XM_037426141.1 XM_037427169.1 XM_037429845.1 XM_037430521.1 XM_037432170.1 XM_037432661.1 XM_037433675.1 XM_037435563.1
	7	GO:0051716 cellular response to stimulus	XM_037426141.1 XM_037427169.1 XM_037430521.1 XM_037432170.1 XM_037432661.1 XM_037433675.1 XM_037435563.1
	5	GO:0023052 signaling	XM_037426141.1 XM_037427169.1 XM_037430521.1 XM_037432170.1 XM_037433675.1
	5	GO:0019222 regulation of metabolic process	XM_037415909.1 XM_037417028.1 XM_037421326.1 XM_037427169.1 XM_037432661.1
	3	GO:0009058 biosynthetic process	XM_037415909.1 XM_037421529.1 XM_037427169.1
	2	GO:0048519 negative regulation of biological process	XM_037417028.1 XM_037421326.1
	2	GO:0006950 response to stress GO:0042221 response to chemical	XM_037432661.1 XM_037435563.1
	2	GO:0009056 catabolic process	XM_037429964.1 XM_037432661.1
	2	GO:0044419 biological process involved in interspecies interaction between organisms	XM_037417272.1 XM_037429845.1
	2	GO:0048583 regulation of response to stimulus	XM_037426141.1 XM_037432661.1
	2	GO:0065009 regulation of molecular function	XM_037417028.1 XM_037421326.1
	1	GO:0032501 multicellular organismal process GO:0032502 developmental process GO:0048856 anatomical structure development	XM_037417028.1
	1	GO:0048518 positive regulation of biological process GO:0009893 positive regulation of metabolic process	XM_037432661.1
	1	GO:0051179 localization GO:0035821 modulation of process of another organism GO:0051234 establishment of localization	XM_037417272.1
	1	GO:0071840 cellular component organization or biogenesis GO:0016043 cellular component organization	XM_037425985.1
	1	GO:0009605 response to external stimulus GO:0009607 response to biotic stimulus GO:0051707 response to another organism	XM_037429845.1
	1	GO:0023051 regulation of signaling	XM_037426141.1
Molecular function	12	GO:0005515 protein binding	XM_037415340.1 XM_037417028.1 XM_037417272.1 XM_037418413.1 XM_037418478.1 XM_037425304.1 XM_037425985.1 XM_037426141.1 XM_037432104.1 XM_037432170.1 XM_037433675.1 XM_037435569.1
	12	GO:0016787 hydrolase activity GO:0140096 catalytic activity acting on a protein	XM_037413488.1 XM_037414892.1 XM_037418573.1 XM_037420425.1 XM_037421190.1 XM_037423848.1 XM_037423849.1 XM_037424958.1 XM_037429964.1 XM_037430419.1 XM_037432520.1 XM_037433402.1
	10	GO:0043167 ion binding	XM_037422074.1 XM_037423124.1 XM_037425304.1 XM_037425476.1 XM_037427169.1 XM_037431479.1 XM_037431726.1 XM_037432104.1 XM_037432661.1 XM_037433402.1
	9	GO:0097159 organic cyclic compound binding GO:1901363 heterocyclic compound binding	XM_037414892.1 XM_037415909.1 XM_037422074.1 XM_037425304.1 XM_037425973.1 XM_037427169.1 XM_037431479.1 XM_037431726.1 XM_037435563.1
	9	GO:0008233 peptidase activity	XM_037413488.1 XM_037420425.1 XM_037421190.1 XM_037423848.1 XM_037423849.1 XM_037424958.1 XM_037429964.1 XM_037432520.1 XM_037433402.1
	8	GO:0016740 transferase activity	XM_037418413.1 XM_037420162.1 XM_037421529.1 XM_037425091.1 XM_037425304.1 XM_037425476.1 XM_037431726.1 XM_037432661.1
	6	GO:0004252 serine-type endopeptidase activity GO:0008236 serine-type peptidase activity GO:0017171 serine hydrolase activity	XM_037413488.1 XM_037420425.1 XM_037421190.1 XM_037423848.1 XM_037423849.1 XM_037424958.1
	5	GO:0016491 oxidoreductase activity	XM_037422074.1 XM_037430565.1 XM_037431479.1 XM_037434879.1 XM_037435563.1
	3	GO:0060089 molecular transducer activity GO:0038023 signaling receptor activity	XM_037417100.1 XM_037427169.1 XM_037430521.1
	3	GO:0098772 molecular function regulator activity GO:0030234 enzyme regulator activity	XM_037417028.1 XM_037421326.1 XM_037426141.1
	3	GO:0097367 carbohydrate derivative binding	XM_037417028.1 XM_037431479.1 XM_037431726.1
	2	GO:0003700 DNA-binding transcription factor activity	XM_037415909.1 XM_037427169.1
	2	GO:0036094 small molecule binding	XM_037431479.1 XM_037431726.1
	2	GO:0051015 actin filament binding GO:0044877 protein-containing complex binding GO:0003779 actin binding	XM_037425985.1 XM_037432104.1
	2	GO:0004843 cysteine-type deubiquitinase activity GO:0101005 deubiquitinase activity GO:0008234 cysteine-type peptidase activity	XM_037429964.1 XM_037432520.1
	2	GO:0004842 ubiquitin-protein transferase activity	XM_037425304.1 XM_037432661.1
	1	GO:0004181 metallocarboxypeptidase activity	XM_037433402.1
	1	GO:0016209 antioxidant activity GO:0004601 peroxidase activity	XM_037435563.1
	1	GO:0004879 nuclear receptor activity GO:0098531 ligand-activated transcription factor activity	XM_037427169.1
	1	GO:0005085 guanyl-nucleotide exchange factor activity	XM_037426141.1
	1	GO:0043176 amine binding	XM_037429845.1
	1	GO:0003950 NAD + ADP-ribosyltransferase activity	XM_037418413.1
Cellular component	6	GO:0016020 membrane	XM_037417100.1 XM_037417272.1 XM_037421529.1 XM_037429845.1 XM_037430521.1 XM_037432661.1
	3	GO:0005576 extracellular region	XM_037417028.1 XM_037421326.1 XM_037423848.1
	2	GO:0043226 organelle GO:0043227 membrane-bounded organelle	XM_037418413.1 XM_037427169.1
	1	GO:0032991 protein-containing complex	XM_037414892.1
	1	GO:0005615 extracellular space	XM_037421326.1

N: the number of upregulated hemocyte genes that fall under a similar GO term

Moreover, several hemocyte genes of protein binding pathways (Table 10) linked to cell survival are downregulated after *B. bovis* infection. 

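Mitogen-activated protein kinase-binding protein 1-like (XM_037418478.1 in Table 9) was 1.74, 0.733 and 1.59 TPM in the *B. bovis* libraries, 4.94, 1.83 and 2.30 TPM in the *B. bigemina* libraries and 25.4, 24.6 and 22.3 TPM in the uninfected libraries. Its log2 fold change was -3.44 in *B. bovis* (standard error 0.30, adjusted p = 2.82e-04 from limma) and -2.72 in *B. bigemina* (adjusted p = 9.06e-04).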

*Rhipicephalus microplus* mitogen-activated protein kinase-binding protein 1-like was downregulated 17.0-fold. Mitogen-activated protein kinases (MAPKs) are a group of proteins that play key roles in cell proliferation, cell differentiation, transcription regulation, and development [80]. *Rhipicephalus microplus* E3 ubiquitin-protein ligase UBR5-like (XM_037425304.1) was downregulated upon the *B. bovis* infection (27.0-fold), and E3 ubiquitin-protein ligase is reported to be required for protein quality control pathways in the cytoplasm and nucleus of cells [81]. 

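Peregrin-like (Br140, XM_037415340.1), a bromodomain protein, was 1.16, 0.432 and 4.60 TPM in the *B. bovis* libraries, 7.56, 4.25 and 2.88 TPM in the *B. bigemina* libraries and 30.9, 28.0 and 23.1 TPM in the uninfected libraries. Its level was lower in *B. bovis* (log2 fold change -3.44, standard error 0.49, adjusted p = 0.00179, from limma) and in *B. bigemina* (log2 fold change -2.33, standard error 0.49, adjusted p = 0.0115), and the direct log2 fold change of -1.11 missed the threshold (adjusted p = 0.278).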

*Rhipicephalus microplus* peregrin-like (XM_037415340.1), which regulates chromatin and plays a role in epigenetic signaling [82], was downregulated 12.0-fold. *Rhipicephalus microplus* filamin-A-like (XM_037425985.1), which is related to cellular component organization or biogenesis pathways of hemocytes, was differentially expressed upon *B. bovis* infection by a 9.0-fold decrease (Table 10). 

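Filamin-A-like (cher, XM_037425985.1), an actin crosslinker, was 50.0 ± 32.1 TPM in *B. bovis*-infected, 77.4 ± 57.3 TPM in *B. bigemina*-infected and 453 ± 34.7 TPM in uninfected ticks (SD, n = 3). Against uninfected ticks it was lower in *B. bovis* (log2 fold change -3.41, standard error 0.69, adjusted p = 0.00751, from limma) and in *B. bigemina* (log2 fold change -2.86, standard error 0.69, adjusted p = 0.0194), and the direct log2 fold change of -0.55 missed the threshold (adjusted p = 0.723). Filamin-A-like was no longer called in *B. bigemina* without uninfected replicate 1, 2 or 3 (adjusted p from 0.0535 to 0.062).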

*Drosophila* filamin is reported to organize actin filaments during oocyte development [83]. The network of actin binding associated with downregulated genes in response to *B. bovis* infection is shown in Fig. 14A, C. Further, the glycogen biosynthesis is differentially regulated upon *B. bovis* infection via the downregulation of glycogen-binding subunit 76A. This gene is predicted to regulate the process of glycogen biosynthesis in fruit flies [84]. Therefore, the process of glucose fueling to the cell may have been affected, resulting in halted cell growth and cell division upon *B. bovis* infection. *Rhipicephalus microplus* glycogen-binding subunit 76A-like (XM_037435569.1) was decreased 13.4-fold. 

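Glycogen-binding subunit 76A-like (XM_037435569.1) was 10.0 ± 4.35 TPM in *B. bovis*-infected, 31.1 ± 11.7 TPM in *B. bigemina*-infected and 140.4 ± 10.7 TPM in uninfected ticks (SD, n = 3). It fell in *B. bovis* (log2 fold change -3.76, standard error 0.33, adjusted p = 2.84e-04, from limma) and in *B. bigemina* (log2 fold change -2.20, standard error 0.33, adjusted p = 0.00286), and was lower in *B. bovis* than in *B. bigemina* (log2 fold change -1.56, standard error 0.33, adjusted p = 0.045). XM_037435569.1 lost its call in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0619 to 0.125), or with median-of-ratios scaling, with no filter on low values, when only the 2 groups compared were fitted or with TPM as deposited.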

Downregulated hemocyte genes associated with cell growth and survival may benefit *B. bovis* parasites by helping them evade hemocytes.

**Fig. 14:**
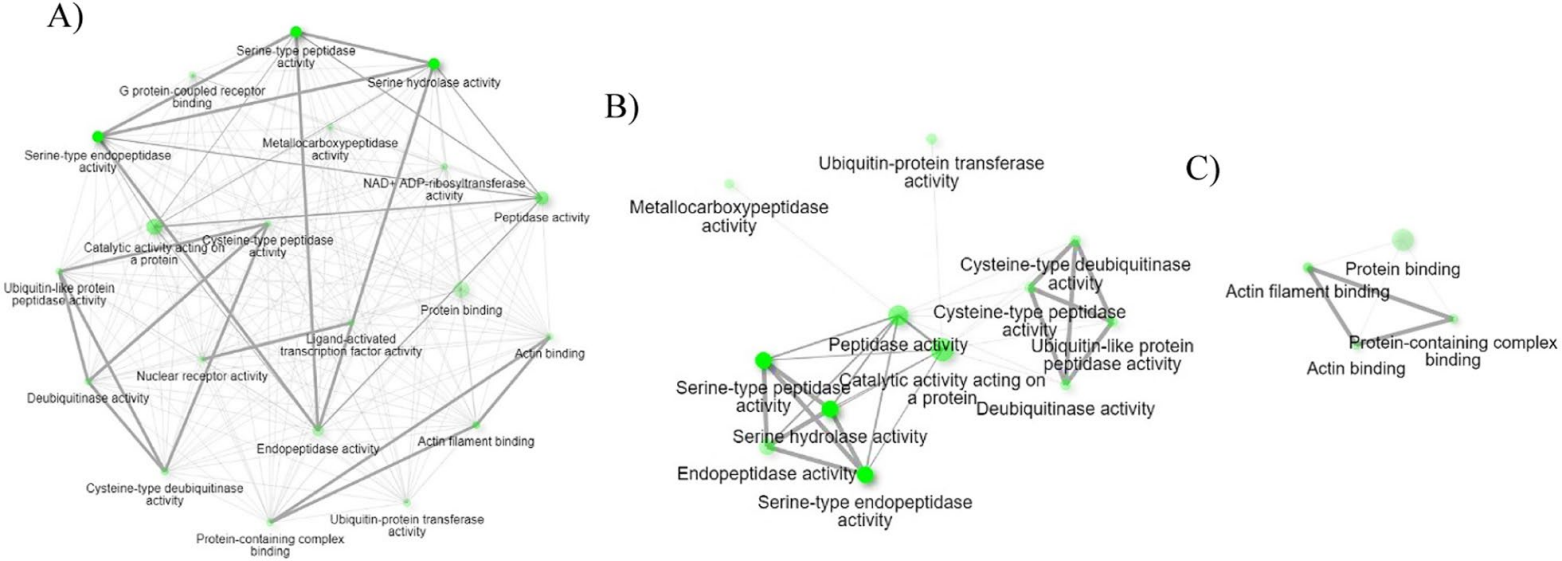
Molecular functional pathways related to downregulated hemocyte genes following *B. bovis* infection. **A** Network of all the molecular functional pathways, **B** molecular functional pathways involved in peptidase activity, and **C** protein binding. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

*R. microplus* hemocytes differentially regulated the components of the innate immune response, including serine proteases, in response to *B. bovis* infection (Table 10). Serine proteases are one of the key regulators of the innate immune response of insects and are crucial coagulation cascade components, which include clotting factor C, B, and pro-clotting enzymes [85, 86]. Serine proteases are involved in synthesis of AMPs, which directly kill invading pathogens and are involved in protein degradation for the controlled breakdown of immune complexes [87]. This RNA-Seq study reports downregulation of several serine-type endopeptidases (Table 10), including inactive serine protease PAMR1-like (XM_037424958.1), trypsin II-P29-like (XM_037421190.1), clotting factor B-like (XM_037420425.1), and serine protease 56-like (XM_037413488.1). In addition, peptidases including probable ubiquitin carboxyl-terminal hydrolase FAF-X (XM_037429964.1) and deubiquitinating protein VCIP135-like (XM_037432520.1) were downregulated 9.0-, 8.0-, 7.0-, 4.0-, 12.0-, and 8.0-fold, respectively. Together, several genes involved in proteolysis pathways (Table 10) were differentially regulated following *B. bovis* infection, including a 12.0-fold decrease of leukocyte elastase inhibitor-like (XM_037421326.1) and a 7.0-fold decrease of hydroxyacid oxidase 1-like (XM_037431488.1). 

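Trypsin II-P29-like (XM_037421190.1) was the most abundant of the 4 serine protease transcripts, at 800.0 ± 647 TPM in *B. bovis*-infected, 1605 ± 373 TPM in *B. bigemina*-infected and 6619.9 ± 1569 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of -3.34 in *B. bovis* (adjusted p = 0.00245 from limma) and -2.04 in *B. bigemina* (adjusted p = 0.0229). Clotting factor B-like (XM_037420425.1), named after a horseshoe crab clotting protease, was 30.6 ± 15.2 TPM in *B. bovis*-infected, 52.7 ± 11.3 TPM in *B. bigemina*-infected and 234 ± 46.3 TPM in uninfected ticks (SD, n = 3), and it too was lower in both infections (log2 fold changes -3.03 and -2.14, adjusted p = 0.00135 and 0.00715). Inactive serine protease PAMR1-like (XM_037424958.1) was 5.50 ± 5.11 TPM in *B. bovis*-infected, 20.6 ± 9.60 TPM in *B. bigemina*-infected and 52.5 ± 10.8 TPM in uninfected ticks (SD, n = 3), lower in *B. bovis* (log2 fold change -3.30, adjusted p = 0.00263) and not past the threshold in *B. bigemina* (log2 fold change -1.38, adjusted p = 0.0861). Serine protease 56-like (XM_037413488.1) was 128 ± 52.5 TPM in *B. bovis*-infected, 295 ± 42.9 TPM in *B. bigemina*-infected and 536 ± 35.3 TPM in uninfected ticks (SD, n = 3), lower in *B. bovis* (log2 fold change -2.14, adjusted p = 0.00121), and lower than in *B. bigemina* (log2 fold change -1.27, adjusted p = 0.0482). Trypsin II-P29-like was not called in *B. bigemina* without *B. bigemina* replicate 1 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.0666 to 0.0795). Serine protease 56-like was no longer called in the direct comparison without *B. bovis* replicate 2 or 3, *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0663 to 0.145), or with median-of-ratios scaling, with no filter on low values, when only the 2 groups compared were fitted or with TPM as deposited.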

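Probable ubiquitin carboxyl-terminal hydrolase FAF-X (faf, XM_037429964.1) and deubiquitinating protein VCIP135-like (XM_037432520.1) remove ubiquitin from proteins. FAF-X was 2.42 ± 1.02 TPM in *B. bovis*-infected, 4.16 ± 1.19 TPM in *B. bigemina*-infected and 26.9 ± 3.20 TPM in uninfected ticks (SD, n = 3), lower in *B. bovis* (log2 fold change -3.06, standard error 0.25, adjusted p = 2.23e-04, from limma) and in *B. bigemina* (log2 fold change -2.45, standard error 0.25, adjusted p = 6.61e-04). VCIP135-like was 5.73 ± 3.47 TPM in *B. bovis*-infected, 10.1 ± 5.36 TPM in *B. bigemina*-infected and 49.2 ± 3.01 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of -3.03 and -2.31 (adjusted p = 0.00234 and 0.00935).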

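Leukocyte elastase inhibitor-like (XM_037421326.1), a serpin by name, was 4.36, 2.68 and 0 TPM in the *B. bovis* libraries, 9.46, 14.5 and 8.22 TPM in the *B. bigemina* libraries and 30.7, 29.5 and 24.8 TPM in the uninfected libraries. Compared with uninfected ticks, it was lower in *B. bovis* (log2 fold change -3.43, standard error 0.55, adjusted p = 0.00283, from limma) and missed the threshold in *B. bigemina* (log2 fold change -1.35, adjusted p = 0.107). Hydroxyacid oxidase 1-like (XM_037431488.1), a peroxisomal enzyme by name, was 52.2 ± 31.3 TPM in *B. bovis*-infected, 144 ± 8.75 TPM in *B. bigemina*-infected and 357 ± 143 TPM in uninfected ticks (SD, n = 3), with log2 fold changes of -2.84 in *B. bovis* (adjusted p = 0.00272) and -1.22 in *B. bigemina* (adjusted p = 0.082). Neither differed between the infections by this test (adjusted p = 0.0903 and 0.102).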

The network of pathways involving molecular functions of peptidases found among downregulated genes in response to *B. bovis* infection are illustrated in Fig. 14A and B.

The survival mechanism of *B. bovis* in tick hemolymph is unknown. It could be a common mechanism that is inherent to protozoan [62] or a *B. bovis*-specific response to the tick hemocyte defense. This study reported the differential regulation of *R. microplus* hemocytin-like (XM_037417028.1), which was downregulated 10.0-fold. 

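The hemocytin-like XM_037417028.1 was 64.3, 5.29 and 11.4 TPM in the *B. bovis* libraries, 43.9, 25.8 and 20.0 TPM in the *B. bigemina* libraries and 308, 223 and 293 TPM in the uninfected libraries. It was lower in *B. bovis* (log2 fold change -3.99, standard error 0.74, adjusted p = 0.00536, from limma) and in *B. bigemina* (log2 fold change -3.22, standard error 0.74, adjusted p = 0.0165), and the direct log2 fold change of -0.77 missed the threshold (adjusted p = 0.626). XM_037417028.1 lost its call in *B. bigemina* without *B. bigemina* replicate 2 or 3 or uninfected replicate 1 (adjusted p from 0.0503 to 0.056).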

Hemocytin is a lectin released from granulocytes in response to invading microbes and plays a major role in insect coagulation, nodulation, and encapsulation [68, 69]. *Nosema bombycis* infection in silkworms results in its hemocytin binding to the pathogen leading to hemocyte aggregation and melanization [68]. Differential regulation of *R. microplus* hemocytin upon *B. bovis* infection indicates a control mechanism involving hemocytin. This RNA-Seq study also reported two genes that were found in the biological process pathway involved in interspecies interaction between organisms (Table 10). Apoptosis-stimulating p53 protein 2-like (XM_037417272.1) and uncharacterized gene XM_037429845.1 were downregulated 8.0-fold and 7.0-fold, respectively, and these two genes were identified in the hemocyte membrane (Table 10). 

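Apoptosis-stimulating of p53 protein 2-like (XM_037417272.1) was 5.83 ± 3.11 TPM in *B. bovis*-infected, 9.41 ± 5.17 TPM in *B. bigemina*-infected and 47.3 ± 0.697 TPM in uninfected ticks (SD, n = 3). Its log2 fold changes were -2.95 in *B. bovis* (adjusted p = 0.00256 from limma) and -2.35 in *B. bigemina* (adjusted p = 0.00868). The uncharacterized XM_037429845.1 was 486 ± 288 TPM in *B. bovis*-infected, 1326 ± 183 TPM in *B. bigemina*-infected and 3361 ± 513 TPM in uninfected ticks (SD, n = 3), lower in *B. bovis* (log2 fold change -2.95, standard error 0.38, adjusted p = 0.00123) and in *B. bigemina* (log2 fold change -1.34, standard error 0.38, adjusted p = 0.0346). Neither differed between the infections by this test (adjusted p = 0.526 and 0.0654). XM_037429845.1 was not called in *B. bigemina* without *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0618 to 0.108), or with no filter on low values.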

Particularly, *R. microplus* apoptosis-stimulating p53 protein 2 was found in the biological process pathway for the establishment of localization and modulation of the process of another organism and the uncharacterized gene XM_037429845.1 was found in the biological pathway response to another organism (Table 10). Previous studies have indicated that the interaction of bacterial pathogens and host cells induces DNA damage that interrupts cellular homeostasis [88]. Protein p53 prevents damaged DNA from replicating by causing cell cycle arrest and triggering apoptosis, which removes damaged cells. Previously it was revealed that p53 plays a role in controlling bacterial infection. Certain bacteria inhibit p53 through mechanisms, including protein degradation, transcriptional inhibition, and posttranslational modifications, and therefore, it was suggested that the inhibition of p53 may confer successful infection [88]. *Rhipicephalus microplus* p53 protein found in this study and the uncharacterized gene XM_037429845.1 may be involved in cellular stress in response to the interaction between *B. bovis* parasites and hemocytes. Investigating this probable stress response mechanism unique to *B. bovis* infection will define insightful information on vector-pathogen interaction.

### Hemocyte gene downregulation restricted to *B. bigemina* infection

There were nine hemocyte genes downregulated in response to *B. bigemina* infection only. 

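Here 146 transcripts were lower in *B. bigemina* and not called lower in *B. bovis*. Of these, 128 had the same sign in *B. bovis*, and 19 were lower in *B. bigemina* than in *B. bovis* when compared directly (11 without *B. bovis* replicate 3; 9, 8, 5 without *B. bigemina* replicate 1, 2 or 3; 11 without uninfected replicate 2; 11 with no filter on low values; 6 with only the infected libraries fitted; 12 with a replicate block; 38 with TPM as deposited). The 9 transcripts of Table 11 were all called lower in both infections, with median log2 fold changes of -3.66 in *B. bigemina* and -3.21 in *B. bovis*, and none passed the direct comparison in limma (3 of 9 had an unadjusted p under 0.05; 1 was called without *B. bovis* replicate 2, and 1 with TPM as deposited). With limma treat against a log2 fold change of 1, the fold in the authors' test, 4 of the 9 were called lower in *B. bigemina*. In *B. bovis* 0 were called (9 of 9 at an unadjusted p under 0.05). Outside Table 11, an uncharacterized transcript (XM_037435634.1) was 2.11, 0 and 0 TPM in *B. bigemina*, 0, 4.59 and 25.0 TPM in *B. bovis* and 37.1, 25.1 and 30.5 TPM in uninfected libraries (*B. bigemina* log2 fold change -4.43, adjusted p = 0.017 from limma). XM_037435634.1 was no longer called in *B. bigemina* without *B. bigemina* replicate 2 or 3 or uninfected replicate 1 or 2 (adjusted p from 0.0502 to 0.0579). With TPM as deposited, 234 transcripts were lower in *B. bigemina* alone.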

Out of nine downregulated genes, seven were identified as protein-coding genes, and two were lncRNAs, on the basis of the Ensemble annotation system [22]. Suppressed gene expressions unique to *B. bigemina* infection were found to range from a 5.0-fold to a 306.0-fold decrease for protein-coding genes and from a 155.0-fold to a 16.0-fold decrease for putative lncRNAs (XR_005110200.1 and XR_005109610.1) (Table 11). 

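The noncoding RNA XR_005110200.1 was listed at 0 in all *B. bigemina* libraries, was 4.63, 0 and 0 TPM in the *B. bovis* libraries and 61.4, 25.6 and 6.26 TPM in the uninfected libraries (adjusted p = 0.00782 in *B. bigemina* and 0.0134 in *B. bovis*, from limma). XR_005109610.1 was 93.7, 129.7 and 75.3 TPM in *B. bigemina*, 523, 173 and 17.0 TPM in *B. bovis* and 1465, 2088 and 1134 TPM in uninfected libraries, with log2 fold changes of -3.95 in *B. bigemina* (adjusted p = 0.0255) and -3.68 in *B. bovis* (adjusted p = 0.0257). XR_005109610.1 lost its call in *B. bigemina* without *B. bigemina* replicate 1, 2 or 3 or uninfected replicate 1, 2 or 3 (adjusted p from 0.0541 to 0.0835), and in *B. bovis* without uninfected replicate 1, 2 or 3 (adjusted p from 0.0523 to 0.0823), or when only the 2 groups compared were fitted.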

Substantial downregulation (306.0-fold) was detected in the expression of the cytoskeletal gene, LIM domain, and actin-binding protein 1-like/transcript variant X6 (XM_037432102.1) that is found in the molecular functional pathways of cytoskeletal protein binding/actin filament binding (Table 12). 

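LIM domain and actin-binding protein 1-like variant X6 (XM_037432102.1) was listed at 0 in all *B. bigemina* libraries, was 11.0, 0 and 10.7 TPM in the *B. bovis* libraries and 86.1, 57.4 and 42.7 TPM in the uninfected libraries. The fall passed in *B. bigemina* (adjusted p = 0.00248 from limma) and in *B. bovis* (log2 fold change -3.55, adjusted p = 0.0151), and the difference between the infections missed the threshold (adjusted p = 0.189). XM_037432102.1 was not called in *B. bovis* without uninfected replicate 1 (adjusted p = 0.0549).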

The host cytoskeletal network is known to be encountered by intracellular bacteria for adherence and invasion using actin and related proteins to establish infection [89]. Rearrangement of the cytoskeleton was previously recognized in the *I. scapularis* response to intracellular bacterium *A. phagocytophilum*, where the ratio of monomeric to filamentous actin was altered [38]. Along with the *R. micoplus* actin-binding protein, this study reports the downregulation of collagen alpha-1(III) chain-like (XM_037424593.1) found in the chitin-binding pathway and collagen trimer (Table 12). Chitin forms the exoskeletal framework, which provides support to actin-based muscle contraction [90]. 

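Collagen alpha-1(III) chain-like (XM_037424593.1) was 0.331, 0.231 and 0.400 TPM in the *B. bigemina* libraries, 1.09, 0.102 and 0.918 TPM in the *B. bovis* libraries and 27.5, 20.3 and 4.74 TPM in the uninfected libraries. It fell in *B. bigemina* (log2 fold change -3.52, standard error 0.55, adjusted p = 0.00347, from limma) and in *B. bovis* (log2 fold change -3.21, standard error 0.55, adjusted p = 0.004), and the direct log2 fold change of 0.31 missed the threshold (adjusted p = 0.812).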

The downregulation of *R. microplus* collagen alpha-1(III) chain (87.0-fold) indicates probable changes in cytoskeletal components unique to *B. bigemina* infection. The network of actin filament binding pathways involving *R. microplus* LIM domain, and actin-binding protein 1-like/transcript variant X6 upon *B. bigemina* infection is shown in Fig. 15A and B.

**Table 11:** Tick genes downregulated in response to *B. bigemina* infection only with an FDR < 0.05

Accession no.	Gene	Fold decrease
XM_037432102.1	Rm LIM domain and actin-binding protein 1-like/transcript variant X6	306.29
XR_005110200.1	Rm uncharacterized	155.36
XM_037424593.1	Rm collagen alpha-1(III) chain-like	86.95
XM_037429085.1	Rm piggyBac transposable element-derived protein 3-like	18.97
XM_037423917.1	Rm cytochrome P450 3A24-like	16.95
XR_005109610.1	Rm uncharacterized	15.85
XM_037418715.1	Rm leucine-rich repeat-containing protein 15-like	12.48
XM_037418711.1	Rm protein toll-like	12.19
XM_037420306.1	Rm uncharacterized	5.75

**Table 12:** Downregulated hemocyte genes following the *B. bigemina* infection, grouped by biological process, molecular function, and cellular component categories defined by high-level GO terms

	N	High-level GO category	Genes
Biological process	1	GO:0002221 pattern recognition receptor signaling pathway GO:0002224 toll-like receptor signaling pathway GO:0002764 immune response-regulating signaling pathway GO:0002682 regulation of immune system process GO:0050776 regulation of immune response GO:0002376 immune system process GO:0006955 immune response GO:0048583 regulation of response to stimulus	XM_037418711.1
Molecular function	1	GO:0003953 NAD + nucleosidase activity GO:0016799 hydrolase activity hydrolyzing N-glycosyl compounds GO:0016798 hydrolase activity acting on glycosyl bonds GO:0038023 signaling receptor activity GO:0060089 molecular transducer activity GO:0004888 transmembrane signaling receptor activity	XM_037418711.1
	1	GO:0051015 actin filament binding GO:0003779 actin binding GO:0008092 cytoskeletal protein binding GO:0044877 protein-containing complex binding	XM_037432102.1
	1	GO:0004497 monooxygenase activity GO:0005506 iron ion binding GO:0020037 heme binding GO:0016705 oxidoreductase activity acting on paired donors with incorporation or reduction of molecular oxygen GO:0046906 tetrapyrrole binding	XM_037423917.1
		GO:0008061 chitin binding	XM_037424593.1
		GO:0043565 sequence-specific DNA binding	XM_037420306.1
Cellular component	1	GO:0005581 collagen trimer	XM_037424593.1

N: the number of upregulated hemocyte genes that fall under a similar GO term

**Fig. 15:**
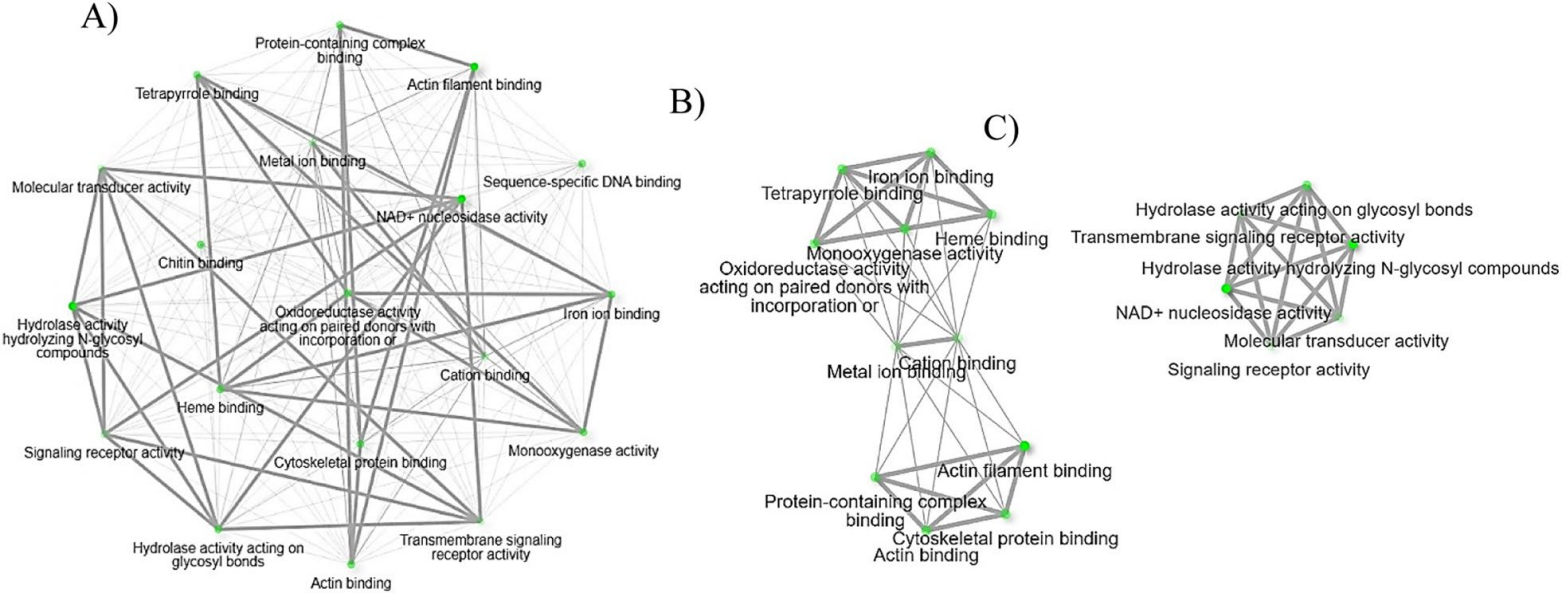
Molecular functional pathways related to downregulated hemocyte genes following *B. bigemina* infection. **A** Network of all the molecular functional pathways, **B** molecular functional pathways involved in iron binding, and **C** hydrolase activity. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

The only innate immune signaling pathway that is differentially regulated during *B. bigemina* infection is the toll-like receptor (TLR) signaling pathway or pattern recognition receptor signaling pathway (Table 12). 

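Protein toll-like XM_037418711.1 was 3.57, 2.45 and 3.93 TPM in the *B. bigemina* libraries, 11.0, 4.88 and 1.53 TPM in the *B. bovis* libraries and 34.6, 35.6 and 50.5 TPM in the uninfected libraries. Its level was lower in *B. bigemina* (log2 fold change -3.25, standard error 0.49, adjusted p = 0.00295, from limma) and in *B. bovis* (log2 fold change -2.85, standard error 0.49, adjusted p = 0.00398), and the direct log2 fold change of 0.40 missed the threshold (adjusted p = 0.716).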

*Rhipicephalus microplus* protein toll-like (XM_037418711.1) was downregulated 12.0-fold following infection only by*B. bigemina*. The TLR pathway of the model insect *Drosophila* recognizes and eliminates fungi and gram-positive bacteria by binding to pathogen-associated molecular patterns. Also, the TLR pathway regulates the synthesis of AMPs that are secreted into the hemolymph [91, 92]. Previous studies have suggested that *A. marginale* regulates the TLR pathway by downregulating the gene expression of the toll pathway for their successful infection in ticks [70]. This study additionally found the downregulation of protein toll-like (XM_037418714.1) 16.0-fold and leucine-rich repeat-containing protein 15-like (XM_037418712.1) 12.0-fold during *B. bovis* infection or *B. bigemina* infection (Table 11). 

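Leucine-rich repeat-containing protein 15-like (XM_037418712.1) was 5.75 ± 1.68 TPM in *B. bovis*-infected, 4.11 ± 1.75 TPM in *B. bigemina*-infected and 52.5 ± 14.7 TPM in uninfected ticks (SD, n = 3). Against uninfected ticks it was lower in *B. bovis* (log2 fold change -2.98, standard error 0.34, adjusted p = 8.04e-04, from limma) and in *B. bigemina* (log2 fold change -3.42, standard error 0.34, adjusted p = 6.32e-04). Compared directly, neither it (log2 fold change 0.44, adjusted p = 0.534) nor protein toll-like XM_037418714.1 (log2 fold change 0.88, adjusted p = 0.439) passed.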

In insects, leucine-rich repeat-containing toll-proteins act as pattern recognition receptors that can bind to pathogen-associated molecular patterns [93]. Thereby, findings in this RNA-Seq study suggest that *B. bigemina* kinete-stage parasites may regulate the TLR pathway for its successful establishment in hemolymph, thereby defeating hemocytes. The network of immune signaling pathways detected among downregulated genes that are unique to *B. bigemina* infection are illustrated in Figs. 15C and 16.

**Fig. 16:**
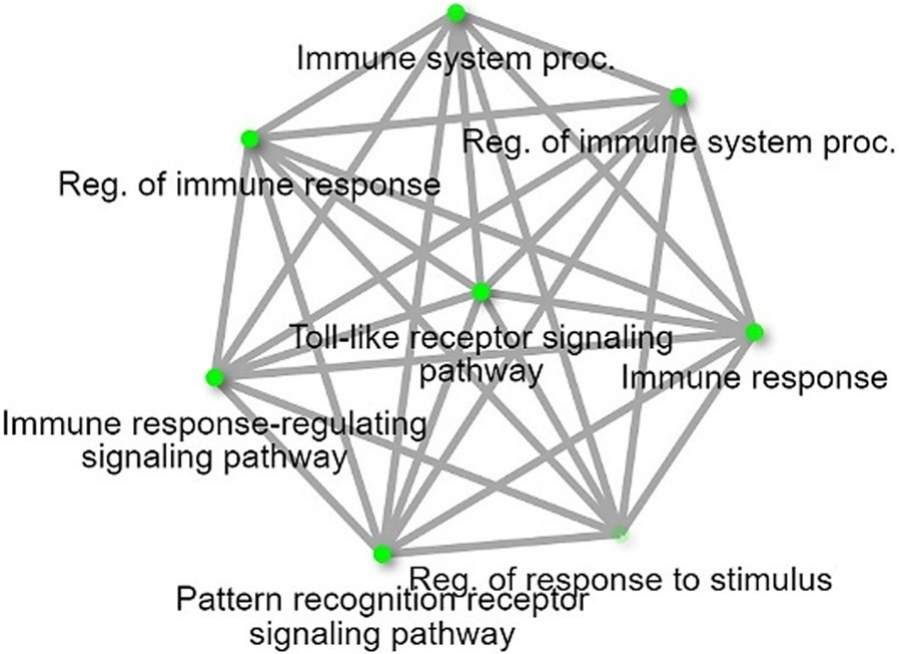
Network of biological process pathways related to downregulated hemocyte genes following *B. bigemina* infection. Each node of the network represents an enriched GO term and the related GO terms are connected by a line. The thickness of the line reflects the percent of overlapping genes, and the size of the node corresponds to the number of genes

Along with the regulation of immune pathways, infection in ticks often affects their metabolism, resulting in the loss of tick fitness [94]. *Babesia bigemina* infection differentially regulated the expression of cytochrome P450 3A24-like (XM_037423917.1). 

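Cytochrome P450 3A24-like (XM_037423917.1) was 7.60 ± 3.89 TPM in *B. bovis*-infected, 2.77 ± 1.44 TPM in *B. bigemina*-infected and 43.1 ± 18.4 TPM in uninfected ticks (SD, n = 3). Compared with uninfected ticks, it was lower in *B. bigemina* (log2 fold change -3.55, standard error 0.45, adjusted p = 0.00148, from limma) and in *B. bovis* (log2 fold change -2.37, standard error 0.45, adjusted p = 0.00582), and the direct log2 fold change of 1.19 missed the threshold (adjusted p = 0.209).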

*Rhipicephalus. microplus* cytochrome P450 3A24 was downregulated 17.0-fold, and it was identified in the heme binding pathway (Table 12). Cytochrome P450 is a heme-dependent enzyme that catalyzes oxidative reactions [95]. Ticks lack enzymes for heme breakdown, thereby storing exogenous heme by heme-binding proteins [97]. Heme is essential for the reproduction and development of ticks [97], and the differential regulation of heme binding upon *B. bigemina* infection may suggest the possible mechanism that causes the loss of tick fitness in infected ticks. The network of molecular pathways involving heme binding is illustrated in Fig. 15B.

## Conclusions

This study unveils the dynamic transcriptome of hemocytes in the cattle tick, *R. microplus*, when challenged with *B. bovis* or *B. bigemina*. These data significantly expand our understanding of the potential hemocyte genes involved in combating infections and influencing the development of *Babesia* parasites within tick vectors. Upon *Babesia* kinete infection in the tick hemolymph, the hemocytes of *R. microplus* robustly regulated genes associated with cell metabolism, cytoskeletal rearrangement, the tick’s innate immune response, cell growth, and cell survival. Notably, genes related to cell metabolism, endopeptidase inhibitors, and AMPs were commonly upregulated in response to both *Babesia* parasites. Additionally, *B. bovis* infection triggered the upregulation of genes linked to cytoskeletal rearrangement, pathogen-associated molecular patterns, and the production of eicosanoids, showcasing the hemocytes’ response specific to *B. bovis* parasites. Equally, hemocytes exhibited a*B. bigemina*-specific response through the substantial upregulation of salivary cystatin and *B. bigemina*-specific AMPs, suggesting the underlying mechanism of hemocytes toward *B. bigemina* parasites. Conversely, downregulated genes were primarily associated with hematopoiesis, cell growth, and cell survival, indicating the regulation of the hemocyte population in response to *Babesia* infection. While this research offers valuable insights, it also contains limitations. Specifically, the study does not include information on how low levels of *Babesia* parasitemia affect gene regulation in tick hemocytes. Previous studies have shown that female ticks fed on low levels of *B. bovis* parasitemia exhibit reduced levels of kinetes in their hemolymph [97]. Another limitation is that this study employed bulk RNA-Seq, which does not capture the responses of individual hemocyte cells against *Babesia* parasites. Further characterization of *B. bovis* or *B. bigemina*-specific hemocyte genes is necessary to identify gene markers that can enhance our understanding of tick infection dynamics and aid in the development of targeted treatments. Nevertheless, this RNA-Seq study provides an important framework for understanding tick hemocyte responses to *Babesia* infection, shedding light on the adaptive mechanisms involved in the *Babesia*–tick interaction.

## Supplementary Information

Additional File 1: Primers used for the PCR reactions

Additional File 2: Differentially expressed genes with their corresponding FDR values

Additional File 3: Differentially regulated protein coding genes positioned in *R. microplus* chromosomes

Additional File 4: Additional genes validated by qRT-PCR

## Data Availability

All raw and processed RNA-Seq data generated in this study were submitted into the Gene Expression Omnibus database under accession no. GSE243493 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243493.

## Abbreviations

PCR: Polymerase chain reaction
qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
cDNA: Complementary deoxyribonucleic acid
USDA-ARS: United States Department of Agriculture-Agricultural Research Service
DNase: Deoxyribonuclease
mRNA: Messenger ribonucleic acid
BLAST: Basic Local Alignment Search Tool
NCBI: National Center for Biotechnology Information

# Supplementary material for: Transcriptomic analysis of Rhipicephalus microplus hemocytes from female ticks infected with Babesia bovis or Babesia bigemina
**Source:** Parasit Vectors. 2025 Feb 3;18:37. doi: 10.1186/s13071-025-06662-w
**Supplement:** Supplementary file 1 — Additional File 1: Primers used for the PCR reactions

**Additional Table 1.** Primers used for the PCR reactions.

| Gene | Primer sequence | Tm  (^o^C) | Product size | Primer efficiency (%) |
| --- | --- | --- | --- | --- |
| Microplusin-like (XM_037413835.1) | F-CACCATCACCACCACTGAAA | 60 | 98 bp | 91.6 |
|  | R-GATTAAGCACGTTGCAGCAG |  |  |  |
| Defensin-like (XM_037414789.1) | F-GTGCTTGTTGCTGGACTGAT | 60 | 99 bp | 112.6 |
|  | R-GAATACAGGGCAACCGAAAC |  |  |  |
| Homeodomain-interacting protein kinase 2-like (XM_037422147.1) | F-GTGGCTCCCAACACATCTAAA | 60 | 108 bp | 91.1 |
|  | R-CAGAAACTCCAGCACCTCATAC |  |  |  |
| Protein toll-like (XM_037418714.1) | F-GGCGTACGTTCGTGTTACAA | 60 | 96 bp | 101.7 |
|  | R-TTCCTCGTGGTGTCCTTTCT |  |  |  |
| Terminal nucleotidyltransferase 5C-like (XM_037426165.1) | F-TTGCACAAGCTCGTCAAGGT | 60 | 92 bp | 106.8 |
|  | R-AACTTGAGCTCCACGTTTCG |  |  |  |
| Keratin-associated protein 19-2-like (XM_037414510.1) | F-GCGCTGGTCTTGAAAACTTC | 60 | 115 bp | 93.2 |
|  | R-CTGTAACCACGGCTTCCTTT |  |  |  |
| Ixodidin-like (XM_037429385.1) | F-TCGAGCAGCAACTTGAGAGA | 60 | 115 bp | 92.0 |
|  | R-GGACATAAGCTTCCGCATTC |  |  |  |
| Acanthoscurrin-2-like XM_037413526.1 | F-CGGATTCGGACAGTCTTCTT | 60 | 99 bp | 100.7 |
|  | R-CTGCTGCACGAACTCTTTTG |  |  |  |
| 40S ribosomal protein S3a (XM_037430639.1) | F-CAGGAACATTGGCAAGACCT | 60 | 94 bp | 100.3 |
|  | R-GGCTTGGGAGACTTCAAACA |  |  |  |
| Ribosomal protein L4 (CV447629.1) | F-AGGTTCCCCTGGTGGTGAG | 60 | 149 bp | 97.1 |
|  | R-GTTCCTCATCTTTCCCTTGCC |  |  |  |
| Glyceraldehyde-3-phosphate dehydrogenase (CK180824) | F-AGTCCACCGGC GTCTTCCTCA | 60 | 124 bp | 92.4 |
|  | R-GTGTGGTTCACA CCCATCACAA |  |  |  |
| *B. bovis* kinete stage specific gene (BBOV_I002220) | F-GGGCAATGTTAATGGCAAGATAG | 60 | 116 bp | 102.0 |
|  | R-CCTCAACCTCAGCCTCAATAAG |  |  |  |
| *B. bigemina* kinete stage specific gene (BBOND_0206730) | F-GCTGATGGCACCAAAGAGTT | 60 | 109 bp | 100.4 |
|  | R-CGAACGCATCCTTAACCATC |  |  |  |
| **B. bovis* kinete stage specific gene (BBOV_I002220)-plasmid | F–GGGCAATGTTAATGGCAAGATAG | 60 | 116 bp | N/A |
|  | R–CCTCAACCTCAGCCTCAATAAG |  |  |  |
| **B. bigemina* kinete stage specific gene (BBOND_0206730)-plasmid | F-ATGAGCACCAATCACGACAG | 60 | 590 bp | N/A |
|  | R-AGGGCACCAGGTAACACAAA |  |  |  |
| *Calreticulin (AY395254.1) | F-TCGTGGCGTTTGATGATG | 60 | 118 bp | N/A |
|  | R-CGAACTTTCCGAGGTTGTC |  |  |  |

N/A= Not Applicable. *The primers used for the conventional PCR.

# Supplementary material for: Transcriptomic analysis of Rhipicephalus microplus hemocytes from female ticks infected with Babesia bovis or Babesia bigemina
**Source:** Parasit Vectors. 2025 Feb 3;18:37. doi: 10.1186/s13071-025-06662-w
**Supplement:** Supplementary file 3 — Additional File 3: Differentially regulated protein coding genes positioned in R. microplus chromosomes

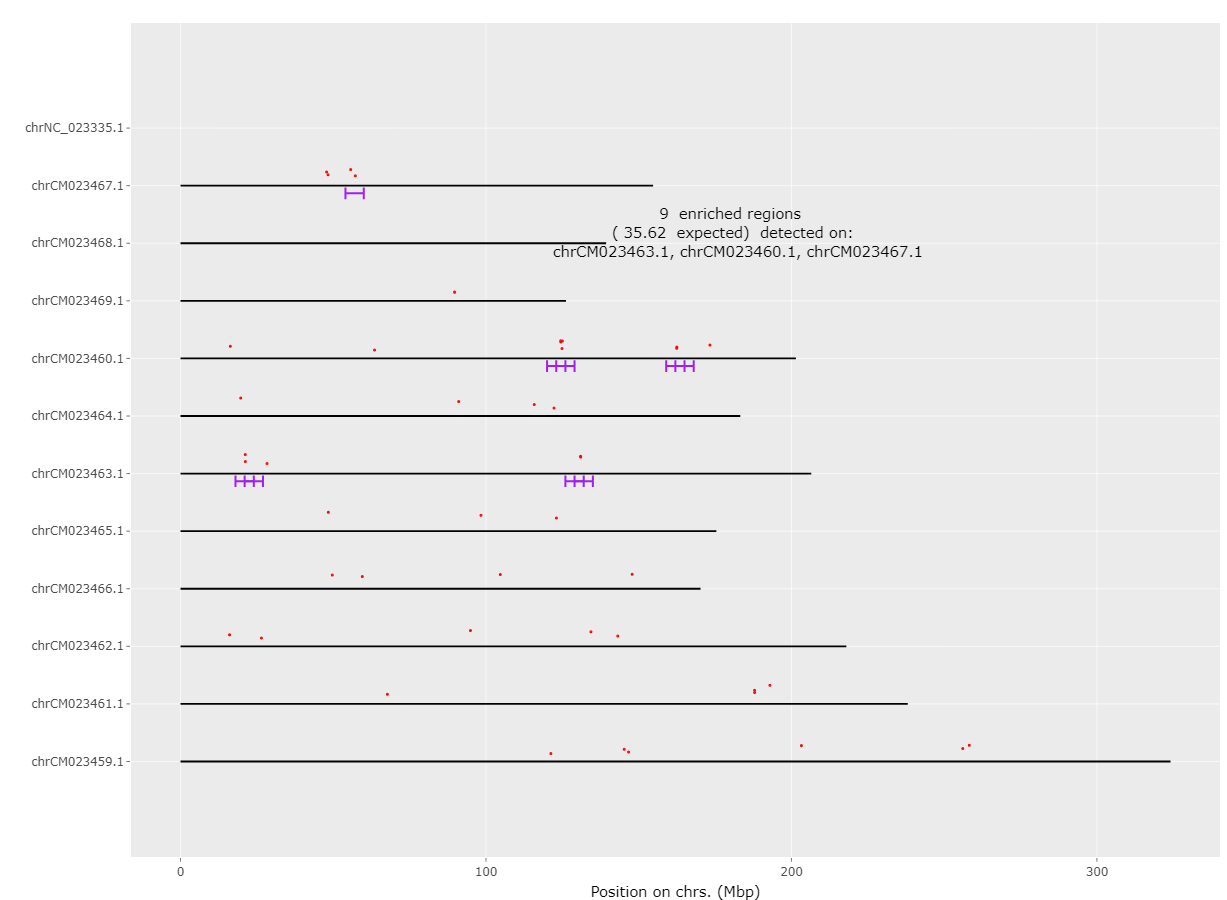

**Additional Fig. 2** Upregulated protein-coding genes following *Babesia* infection are positioned on *R. microplus* chromosomes (ShinyGO 0.80). Genes are represented by red dots and the purple lines indicate regions where these genes are statistically enriched, compared to the density of genes in the background. FDR<0.05.

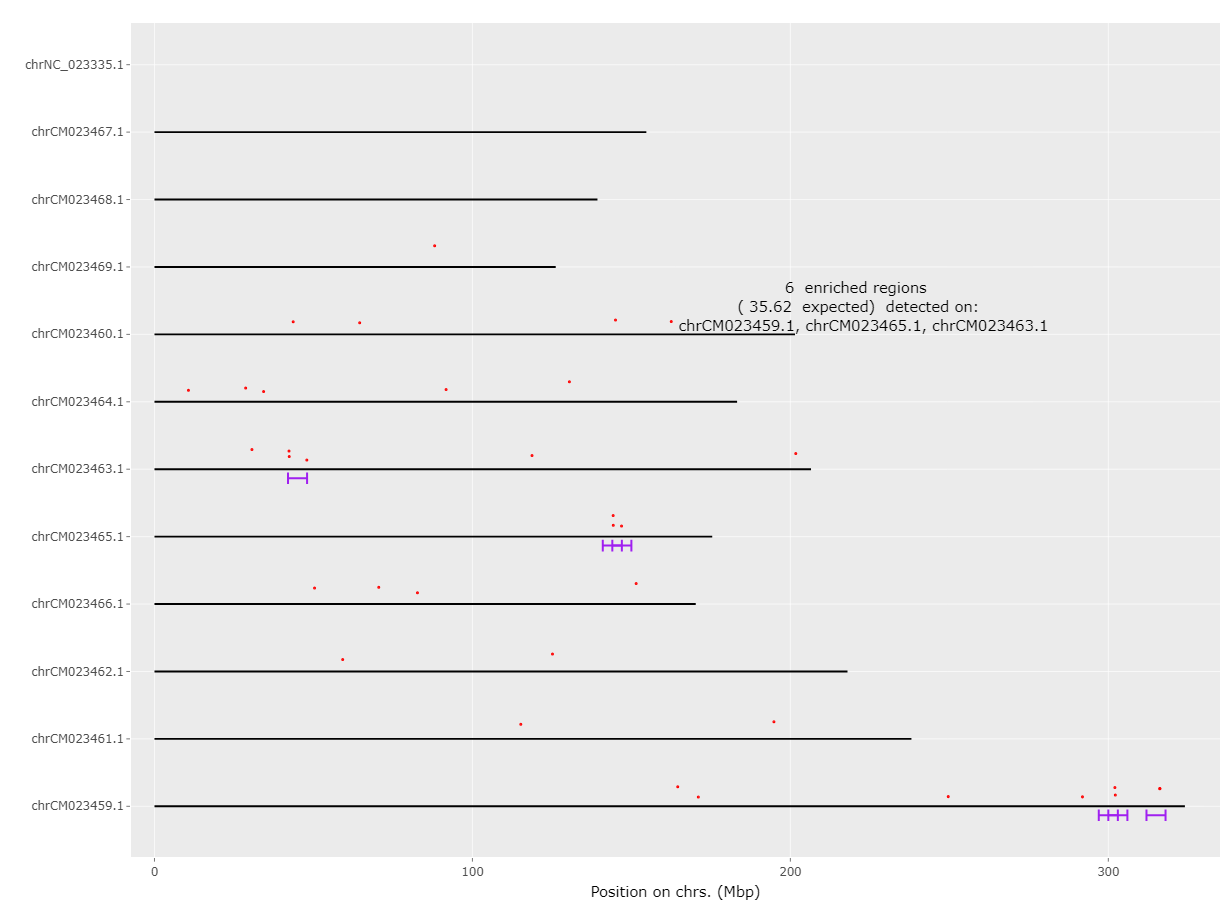

**Additional Fig. 3** Upregulated protein-coding genes restricted to *B. bovis* infection are positioned on *R. microplus* chromosomes (ShinyGO 0.80). Genes are represented by red dots and the purple lines indicate regions where these genes are statistically enriched, compared to the density of genes in the background. FDR<0.05.

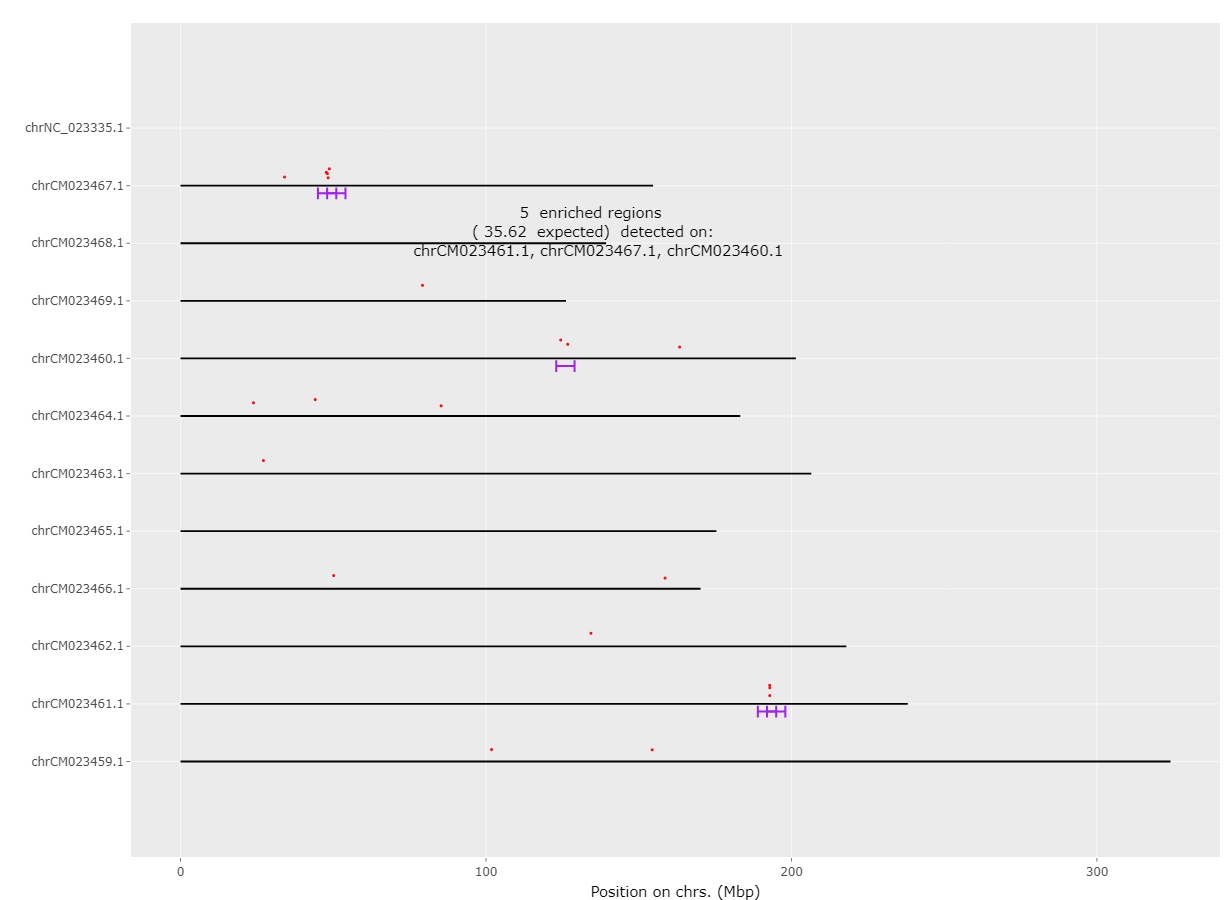

**Additional Fig. 4** Upregulated protein-coding restricted to *B. bigemina* infection are positioned on *R. microplus* chromosomes (ShinyGO 0.80). Genes are represented by red dots and the purple lines indicate regions where these genes are statistically enriched, compared to the density of genes in the background. FDR<0.05.

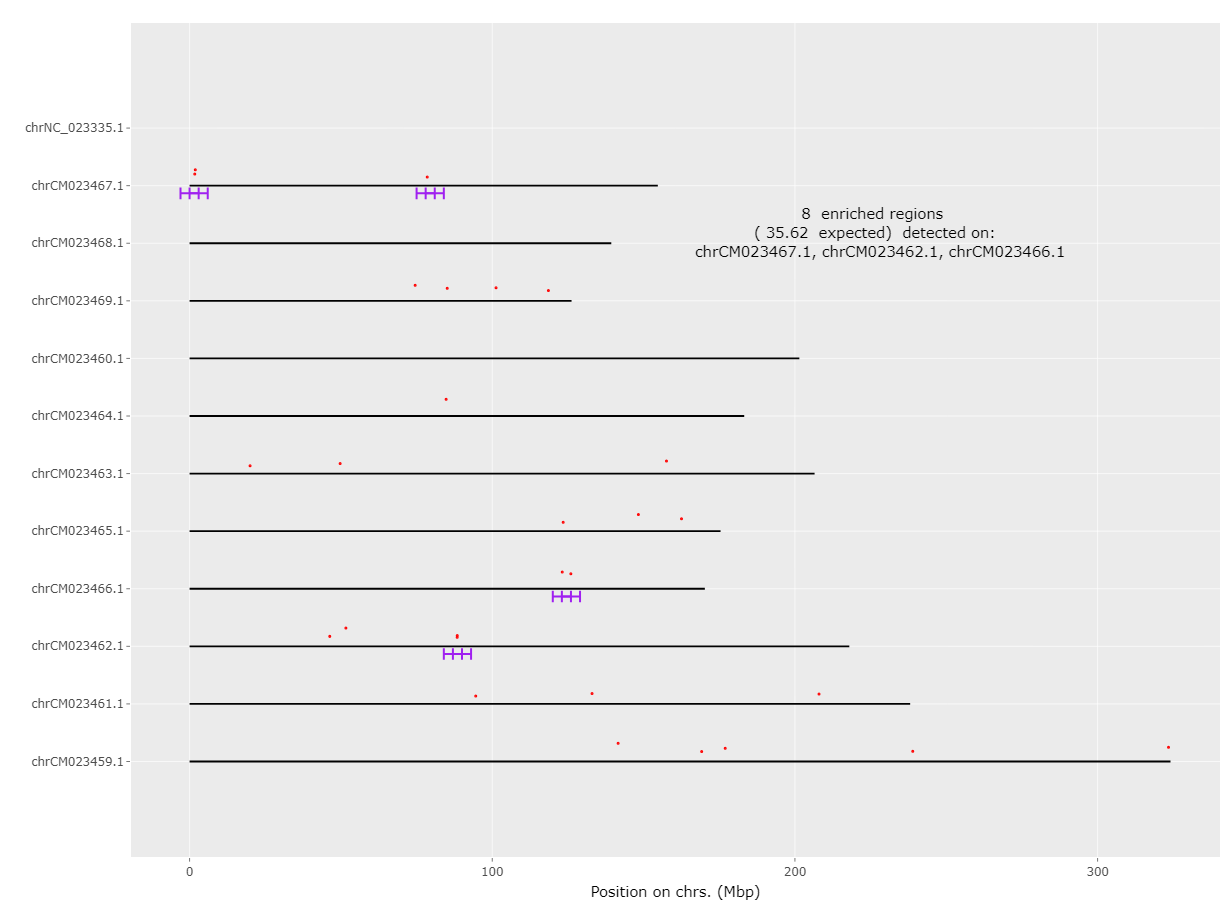

**Additional Fig. 5** Downregulated protein-coding genes following *Babesia* infection are positioned on *R. microplus* chromosomes (ShinyGO 0.80). Genes are represented by red dots and the purple lines indicate regions where these genes are statistically enriched, compared to the density of genes in the background. FDR<0.05.

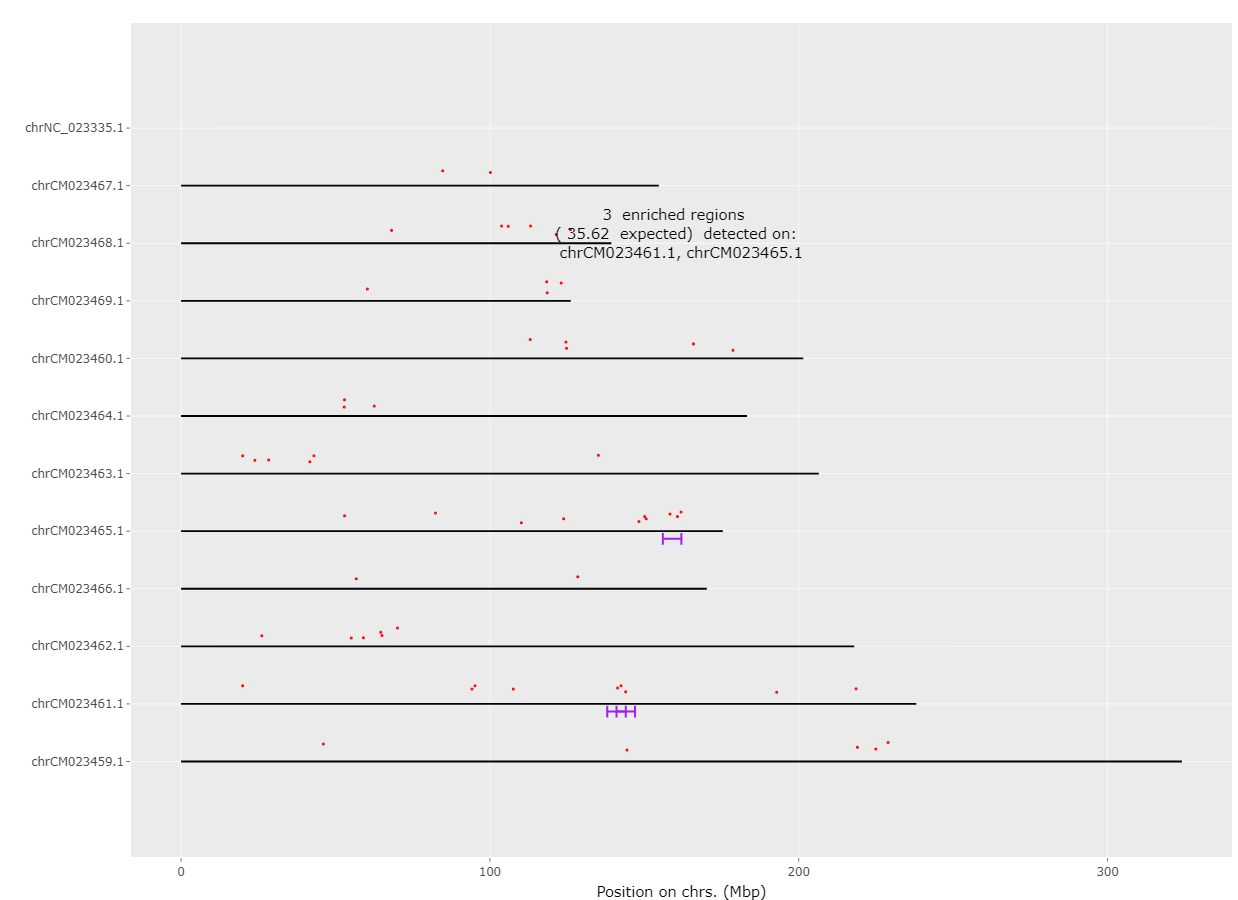

**Additional Fig. 6** Downregulated protein-coding genes restricted to *B. bovis* infection are positioned on chromosomes. Genes are represented by red dots and the purple lines indicate regions where these genes are statistically enriched, compared to the density of genes in the background. FDR<0.05.

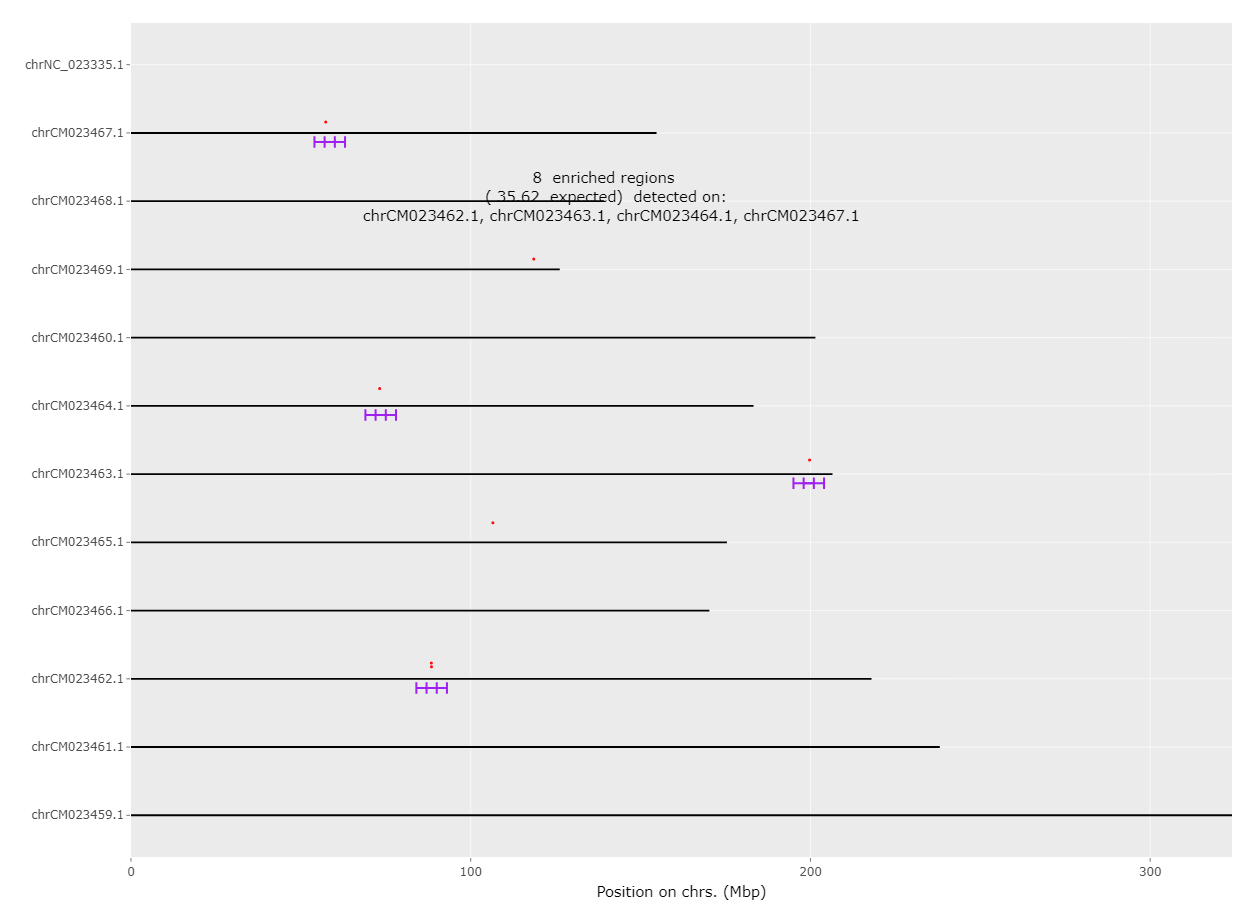

**Additional Fig. 7** Downregulated protein-coding genes restricted to *B. bigemina* infection are positioned on chromosomes. Genes are represented by red dots and the purple lines indicate regions where these genes are statistically enriched, compared to the density of genes in the background. FDR<0.05.

# Supplementary material for: Transcriptomic analysis of Rhipicephalus microplus hemocytes from female ticks infected with Babesia bovis or Babesia bigemina
**Source:** Parasit Vectors. 2025 Feb 3;18:37. doi: 10.1186/s13071-025-06662-w
**Supplement:** Supplementary file 4 — Additional File 4: Additional genes validated by qRT-PCR

*p* ≤ 0.05

*p* ≤ 0.05

*p* ≤ 0.05

**Additional Fig. 1** Relative gene expression of upregulated hemocyte genes during *B. bigemina* infection. Keratin-associated protein 19-2-like (XM_037414510.1), Ixodidin-like (XM_037429385.1), and acanthoscurrin-2-like (XM_037413526.1) were tested. S3a: 40S ribosomal protein S3a (XM_037430639.1), Rpl4: ribosomal protein L4 (CV447629.1), and Gapdh: glyceraldehyde-3-phosphate dehydrogenase (CK180824) were utilized for qRT-PCR normalization.

How the deposited data were processed for this re-analysis (not part of the article)

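The samples were hemocytes of replete female *R. microplus*, collected after 8 days at 26 °C and 96% relative humidity from *B. bovis*-infected, *B. bigemina*-infected and uninfected ticks. There were 3 libraries per group, each from a pool of more than 100 ticks. According to the paper's methods, the authors trimmed the reads with Trimmomatic, checked them with FastQC and quantified them with Salmon against transcripts of the assembly BIME_Rmic_1.3; the submitters' processing notes name TopHat2 and edgeR for the same libraries, and this was not resolved. The authors deposited a quantification table called raw counts, but its values are TPM, scaled by the authors so that each library sums to 1000000 (within 0.160). Read numbers per library therefore could not be taken from it, the only depth known is the paper's approximate figure of mapped reads, and no counting interval is given for any value: precision was judged from the 3 replicates.

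The authors' deposited tables of the 3 comparisons hold 11969 transcripts each. Their mean signal per transcript (baseMean) was made by the authors from TPM rounded to whole numbers and divided by median-of-ratios size factors: computed in that way from the quantification table, it matched for 11969 transcripts, against 3 with TPM left unrounded. The log2 fold changes and standard errors in these tables are the authors' DESeq2 estimates from those rounded values. The score in these tables is the authors' Wald statistic, which by its values tests against an absolute log2 fold change of 1. The p-values deposited by the authors come from that test, and the adjusted ones, weighted by independent hypothesis weighting according to the methods, are missing for 4882 transcripts in each comparison with uninfected ticks and for 7202 in the direct comparison. One table also holds a fold, a linear ratio of the higher to the lower group that the authors filled in for part of its transcripts; it was not used here. The transcripts of these tables are those whose rounded TPM sum to at least 10 over the 9 libraries, and 950 of them do not reach 1 TPM in all 3 libraries of any group.

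The design written before the data were examined assumed read counts and a count-based test. Because the table holds TPM, limma took its place. TPM were scaled between libraries with an unweighted trimmed mean of M values (30% of M values and 5% of A values trimmed at each end), and all TPM given for transcripts are scaled TPM, while shares of a library are of TPM as deposited. Transcripts with at least 1 TPM in all 3 libraries of a group were kept: 11267, of which 11019 are in the authors' tables. A linear model over the 9 libraries was fitted to log2(scaled TPM + 1) with limma 3.58.1 (R 4.3.3), with a trend of the prior variance on mean level, and p-values were adjusted with the Benjamini-Hochberg method within each comparison. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Principal components used the 500 transcripts with the most variable log2(scaled TPM + 1), in place of the variance-stabilized counts that had been planned. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The procedure was tested on simulated data with known changes before it was run on these libraries. Simulated unchanged groups that shared simulated uninfected libraries (50 sets) gave the values set beside correlations and shared signs of fold changes. Their noise was drawn independently for each transcript around its mean over the 9 libraries.

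Transcripts are named by a rule written with the design: those the paper's results text names by accession and the 3 qRT-PCR reference genes; per comparison and direction, the 5 with the largest change and the 5 with the highest mean level among called transcripts whose libraries do not overlap between the groups; and up to 4 members of each fixed gene list with the smallest p. The values in the paper's tables had been seen when the rule was written, and mean TPM stood in for the mean CPM it names. Transcripts named outside it are marked as noted after their values were seen. Product names come from the paper's tables first and the authors' tables next; this order was changed after values were seen, because the sources name XM_037432037.1 and XM_037429385.1 differently. Names of either source exist for 1057 transcripts, 820 of them from the authors' description column alone, and 320 of the names are a locus number or uncharacterized. Gene symbols were taken by accession from a RefSeq gene table of another assembly, USDA_Rmic. It held 7784 of the 11969 transcripts in the authors' tables. Neighbouring genes were found among the matched genes from the order in the names of the quantified transcripts, and no other position was used.

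The fixed gene lists, set by product name with the design, are antimicrobial peptides, striated muscle, protease inhibitors, thioester and complement-like proteins, Toll pathway, hemocyte coagulation and adhesion, heat shock proteins, cytosolic ribosomal proteins, glycolysis, oxidative phosphorylation, yolk proteins, salivary gland proteins, midgut digestion, cuticle, nervous tissue, cell cycle and apoptosis. Since names exist mainly for transcripts in the authors' tables, these lists are given as counts only. The 13 lists by gene symbol were set after the data were examined and before any test on them, and were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the 13 lists per comparison). Each replicate was left out in turn, and scaling, filter, pseudocount, thresholds, model, feature level and p-values were varied; the closing section gives their effect and what was not run. Alternatives that need read counts were left out, as were parasite levels of single pools, and the qRT-PCR measurements, which were not analysed here.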

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

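The direct comparison of the infections and the per-library look at muscle transcripts were planned; the tests chosen only after the result was seen are the muscle list by gene symbol, the direct calls among the paper's one-infection tables, the counts of neighbouring genes and the counts over other groupings of the libraries.

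The paper sets each infection against uninfected ticks and does not report a test between the infections in its text or tables. That test is what singled out the following results: the infected groups differed from each other in 114 transcripts higher and 121 lower in *B. bovis* than in *B. bigemina* (limma over 9 libraries, adjusted p under 0.05 and at least 2-fold). The counts depend on the processing and on single libraries: 278 higher and 73 lower with TPM as deposited, 72 and 112 with a replicate block, 62 and 73 with no filter on low values, 1 and 1 with limma treat against a log2 fold change of 1, and 4 and 0 with the authors' p-values (54 and 34 at an unadjusted p under 0.05); 476 and 322 without *B. bovis* replicate 1, 65 and 60.0 without its replicate 3, 61 and 70.0, 50.0 and 54, and 39 and 49 without *B. bigemina* replicate 1, 2 or 3, and 66 and 79 without uninfected replicate 2. Fitted to the 6 infected libraries alone, 70.0 transcripts were called, and the highest of the other splits into 3 and 3 called 1. The same fits called 1832 transcripts for *B. bovis* and 1478 for *B. bigemina* against uninfected ticks, and the highest other split called 1 in each. These are 10 splits per comparison, too few for a share under 0.05. The 9 libraries were also grouped into 3, 3 and 3 in 100 drawn ways, the real one included. In the real one 3773 transcripts differed among the groups, the only 1 of 100 that large. The highest of the others, 3560, kept the uninfected libraries together and set *B. bovis* replicates 2 and 3 with *B. bigemina* replicate 2. Drawn groupings that split the uninfected libraries reached at most 4, and not every grouping that keeps them together was drawn. The count thus points to a structure of the samples that separates uninfected from infected ticks. It does not exclude chance for a difference between the infections. RNA quality also differs with the group: the paper's RNA integrity numbers are 7.2, 6.1 and 6.8 for *B. bovis*, 8.5, 7.9 and 8.8 for *B. bigemina* and 8.2, 8.7 and 9.7 for uninfected ticks, and mitochondrial rRNA made up 6.29%, 8.43% and 8.89%, 3.78%, 4.59% and 4.23%, and 3.79%, 4.27% and 4.11% of TPM in the same order. Its effect on the *B. bovis* comparisons was not tested and is not separable here from that of infection.

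Troponin 1-like (XM_037421516.1) was higher in *B. bovis* than in *B. bigemina* by a log2 fold change of 5.02 (adjusted p = 0.0225), in 3 of 3 libraries. The adjusted p was 0.0633 and 0.0695 without *B. bovis* replicate 2 or 3 (log2 fold change 4.58 and 4.38), 0.0565, 0.0588 and 0.0801 without *B. bigemina* replicate 1, 2 or 3 (5.24, 5.36 and 4.49), and 0.0945 with only the infected libraries fitted, so the call is lost there. 4 kDa defensin-like (XM_037414789.1) was lower in *B. bovis* by -2.21 (adjusted p = 0.0146), in 3 of 3 libraries. That call was kept without each single library and missed the threshold with only the infected libraries fitted (0.0637; 0.00249 to 1.00 over its alternatives). Complement C3-like (XM_037417133.1) was higher in *B. bovis* by 1.67 (adjusted p = 0.00253), and lysosomal aspartic protease-like, transcript variant X2 (XM_037428124.1), by 2.05 (adjusted p = 0.00650), each in 3 of 3 libraries; both calls were kept without each single library. Non-overlap of 3 against 3 libraries arises by chance in 10% of transcripts. Lysosomal aspartic protease-like was named by a rule that requires such non-overlap, so for it the 3 of 3 adds no evidence. With limma treat against a log2 fold change of 1, chosen after the values were seen, these 4 calls were lost.

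A table of the authors' own direct comparison, which the paper's text and tables do not report on, lists 15 transcripts past their thresholds, 12 higher and 3 lower in *B. bovis*. In limma 15 of the 15 had the same sign and 12 were also called; the other 3, noted after their values were seen, are the noncoding XR_005110860.1 and XR_005108949.1 and glycine-rich RNA-binding protein 3, mitochondrial-like (XM_037422227.1), with adjusted p = 0.0655, 0.107 and 0.0758; the first was 18.8, 24.3 and 75.3 TPM in *B. bovis* and listed at 0 in *B. bigemina*, and the log2 fold changes of the others were 4.70 and 3.84. Of the 15, limma called 15 without *B. bovis* replicate 1, 6 and 4 without its replicate 2 or 3, 5, 4 and 5 without *B. bigemina* replicate 1, 2 or 3, and 8, 7 and 8 without uninfected replicate 1, 2 or 3. With all libraries it called 5 in fits of only the 2 groups compared, 6 with no filter on low values, 8 with a replicate block, 14 with TPM as deposited, and, with limma treat against a log2 fold change of 1, 0 of the 15 (15 at an unadjusted p under 0.05), where the authors' p-values over the transcripts kept here gave 4.

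Transcripts of striated muscle were among the largest rises in *B. bovis*. Explanations weighed are muscle fibres drawn with the hemolymph, an amount of muscle RNA that differs from pool to pool, and a change in the hemocytes with infection, which the design names and these data did not separate from the other explanations. Of 11 muscle transcripts found by gene symbol, 7 of which are at or above 1 TPM in each uninfected library, limma called 4 higher (muscle LIM protein 1-like, 177 TPM on average in *B. bovis*, troponin 1-like, 99.2 TPM, troponin T skeletal muscle-like, 60.1 TPM, and Prm, XM_037428419.1, 18.1 TPM), and 1, a Zasp52 transcript, lower; this neither meets nor rules out what muscle fibres would need, since 6 of the other 7 have a baseline that could hide a small share. The pools were examined for purity by Giemsa staining and concentrated by centrifugation, and no sort that would remove fibres is described. Of 9 transcripts on the fixed list, 2 fell in *B. bovis*, which added muscle RNA does not account for. Calsequestrin-2-like went from 182 to 47.2 TPM and was lower than in *B. bigemina*. Myosin light chain kinase, smooth muscle-like, went from 3.69 TPM to a listed 0, but by its name is not of striated muscle. Of the 7 that rose, 4 peaked in *B. bovis* replicate 3 and were low in replicate 1 (troponin 1-like 14.5, 122 and 161 TPM). These 4 were both troponins named above, troponin C and muscle LIM protein 1-like. An amount of muscle RNA that differs between pools would have it so. Myosin light chain 1-like did not follow (158, 108 and 141 TPM), and the other 2 are transcripts of the nonmuscle light chain Mlc-c. Low values in replicate 1 were also not particular to muscle. Microplusin-like and acanthoscurrin-1-like were low there too, while defensin-like was highest there. On the first component the *B. bovis* libraries scored 5.65, 29.3 and 24.7. An amount of muscle RNA that differs from pool to pool thus stays open, and the 3 explanations cannot be told apart here.

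Transcripts that the paper assigns to one infection alone may owe this to a threshold passed in one infection and missed in the other. The direct test called 29 of the 146 in its tables in the direction the paper gives (10 of 45 in Table 3, 4 of 26 in Table 5, 15 of 66 in Table 9 and 0 of 9 in Table 11, where 3 have an unadjusted p under 0.05), but the paper picked them on these libraries for passing in one infection alone, so this count does not argue against a threshold, which stays open. That number was 61 without *B. bovis* replicate 1, 17 and 12 without its replicate 2 or 3, 12, 11 and 11 without *B. bigemina* replicate 1, 2 or 3, 19, 19 and 20.0 without uninfected replicate 1, 2 or 3, 17 with no filter on low values, 9 with only the infected libraries fitted, 2 with the authors' p-values and 1 with limma treat. For the remaining transcripts a difference between the infections is not shown and not excluded, and a shared sign decides nothing, since both comparisons use the same uninfected libraries. A response of the hemocytes to one parasite alone was not tested beyond this direct comparison.

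Genes were ordered along each sequence by the names of the quantified transcripts. Neighbours are next to each other among the 6325 matched genes with a tested transcript, not in the whole genome. Among genes higher in *B. bovis*, called ones lay beside each other more often than randomly placed calls. They made 61 neighbouring pairs against a mean of 27.6 and at most 47 over 10000 placements (permutation p = 1e-04). Those higher in *B. bigemina* did too (40.0 against 15.3 and at most 33, permutation p = 1e-04), where 1e-04 is the smallest p these placements can give. Those lower in *B. bovis* made 58 pairs against 45.8 (permutation p = 0.0293), and those lower in *B. bigemina* 17 against 18.0 (permutation p = 0.636), not more than random. The limits had been set for the 4 lists together and were applied to each list after the values were seen; over the 4 lists jointly they were not met. Control shared by neighbouring genes and reads shared between similar genes in a row, such as the acanthoscurrin family, are both candidate explanations, and neither was tested apart from the other. No biological explanation was tested.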

How the results depend on the processing

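Alternatives set before the data were examined were median-of-ratios scaling, no filter on low values, no fold threshold, fits of only the 2 groups compared, a replicate block, leaving out each library in turn, mitochondrial and rRNA transcripts left out, TPM summed per gene, an estimated correlation or fry for gene lists, and 2 choices for the principal components. Tests chosen only after the data were examined were limma treat against a log2 fold change of 1, TPM as deposited, pseudocounts of 0.1 and 0.5, the authors' row filter, the authors' p-values over the transcripts kept here, and the lists by gene symbol. Planned settings that need read counts were not run: edgeR's filterByExpr, the DESeq2 Wald test, DESeq2 and edgeR tests against a fold threshold, and thinning to equal depth. A planned comparison of RNA integrity with transcript length was not run either.

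The results examined were the counts of called transcripts and their overlaps, the counts in gene lists and in the paper's tables, the first component's share, the correlation of fold changes and the tests of lists by gene symbol. Median-of-ratios scaling kept 38 of 38 on their side of the threshold or within 1.5 times, and leaving out mitochondrial and rRNA transcripts, pseudocounts of 0.1 and 0.5 and the authors' row filter kept 29 of 29 each. Over the alternatives that kept them, transcripts higher and lower ranged from 650.0 to 913 and 752 to 1395 in *B. bovis*, from 466 to 742 and 470.0 to 760.0 in *B. bigemina*, and those changed in both from 303 to 525 higher and 382 to 595 lower. The correlation of the infections' log2 fold changes stayed between 0.745 and 0.819 in the 17 alternatives that can move fold changes (tests, thresholds, 2-group fits and the replicate block leave it as it is by construction), and the first component's share between 47.2% and 59.0% in 12 of 12. Calls of transcripts of the paper's tables in the direction the paper gives, with those of Tables 1 and 7 counted once per infection, ranged from 219 to 314 (main 313).

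Against a log2 fold change of 1 (limma treat), which by its construction calls fewer transcripts, 93 were higher and 188 lower in *B. bovis*, 71 and 82 in *B. bigemina*, and 1 and 1 between the infections. Of the higher ones 44 were shared, 49 in *B. bovis* only and 27 in *B. bigemina* only, and of the lower ones 67, 121 and 15. Of the shared ones 27 had the larger rise in *B. bigemina* and 50 the larger fall in *B. bovis*. Striated muscle transcripts called in *B. bovis* and antimicrobial peptides called in *B. bigemina* stayed within 6 to 9 and 7 to 10 over all 22 alternatives, this test included. List counts that moved further were 4 antimicrobial peptides in *B. bovis* and 1 striated muscle transcript in *B. bigemina*. In *B. bovis* and *B. bigemina*, 3 and 1 protease inhibitors, 2 and 3 Toll pathway and 3 and 2 coagulation members were called. The other fixed lists held 19 calls. The 1 cell cycle member passed in both infections in limma without this fold. With it, 0 and 0 were called (0 and 0 at an unadjusted p under 0.05). The authors' p-values, from a test against the same fold on rounded TPM, gave 86 higher and 80 lower in *B. bovis*, 74 and 31 in *B. bigemina*, and 4 and 0 between the infections (54 and 34 at an unadjusted p under 0.05; limma gave 114 and 121). Of these 48, 38 and 26 were higher in both, *B. bovis* only and *B. bigemina* only, and 24, 56 and 7 lower, with 29 larger rises in *B. bigemina* and 17 larger falls in *B. bovis*. In *B. bovis*, striated muscle transcripts called then stayed within 6 to 9 and antimicrobial peptides within 7 to 10. In *B. bigemina*, antimicrobial peptides stayed within 7 to 10 and protease inhibitors within 3 to 6. List counts that moved further were 1 striated muscle transcript in *B. bigemina* and 4 protease inhibitors in *B. bovis*. In *B. bovis* and *B. bigemina*, 2 and 3 Toll pathway and 3 and 2 coagulation members were called. Cell cycle members called were 0 and 0 (1 and 0 at an unadjusted p under 0.05), and the other lists held 24 calls. How much of this came from the fold in the test and how much from the rounded values was not tested.

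With no fold threshold, which by its construction calls more, 1712 transcripts were higher and 2042 lower in *B. bovis*, 1563 and 1283 in *B. bigemina*, and 238 lower between the infections. Of the higher ones 1077 were shared, 635 in *B. bovis* only and 486 in *B. bigemina* only, and of the lower ones 1060.0, 982 and 223, with 579 larger rises in *B. bigemina* and 768 larger falls in *B. bovis*. Transcripts higher in *B. bovis* than in *B. bigemina* stayed within 1.5 times of the 114 in the main fit (at most 123).

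TPM as deposited shifts the median log2 fold change by 0.28 in *B. bovis* and 0.31 between the infections. With it 1498 transcripts were higher and 752 lower in *B. bovis*, against 819 and 1107, and 278 were higher and 73 lower between the infections. There 1055 were higher in *B. bovis* only and 113 in *B. bigemina* only, 260.0 lower in *B. bovis* only and 234 in *B. bigemina* only, 119 shared ones had the larger rise in *B. bigemina*, and limma called 0 of the cell cycle list in *B. bigemina* (1 at an unadjusted p under 0.05). The direct difference of oxidative phosphorylation by symbol reversed (adjusted p = 0.684, from 2.67e-06 to 0.684 over its alternatives) and that of the proteasome was lost (0.825, from 1.26e-08 to 0.825). The scaling shifts all transcripts of a library alike, and no value here tells which scaling is right.

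With no filter, 62 transcripts were higher and 73 lower between the infections, and limma called 2 striated muscle transcripts and 0 of the cell cycle list (1 at an unadjusted p under 0.05) in *B. bigemina*; more transcripts enter the adjustment there. Fits of only the 2 groups compared, which hold fewer libraries, gave 32 higher and 38 lower between the infections. With TPM summed per gene, limma called 2 muscle genes in *B. bigemina* and 0 and 0 of the cell cycle list (1 and 1 at an unadjusted p under 0.05), and the sums for 60S ribosomal protein L31-like (XM_037421611.1) reversed to log2 fold changes of -0.083 in *B. bovis* and -0.082 in *B. bigemina*. The cause of these changes at gene level was not tested beyond the sum itself, which joins transcripts that move apart. Whether the replicate numbers pair the libraries was not settled. Of 9 same-numbered pairs, 1 had a correlation of deviations over 0.1 (-0.0981 to 0.177). Yet 12 of 18 comparisons of a library with another group were closest at its own number, where chance gives 1 in 3. The replicate block gave 803 higher and 1129 lower in *B. bovis*, 651 and 709 in *B. bigemina*, and 72 higher and 112 lower between the infections. Of the 38 results examined, the 72 is the only 1 it moved. Outside those, direct calls went from 73 to 44 among transcripts higher in *B. bovis* only. Among those lower in *B. bigemina* only they went from 19 to 12.

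By camera with an estimated correlation, list tests by gene symbol that passed with the preset one were lost for glycolysis in *B. bigemina* (adjusted p = 0.0871, from 3.48e-07 over its alternatives) and between the infections (0.170, from 2.68e-06), oxidative phosphorylation between the infections (0.119), the proteasome in *B. bigemina* (0.128, from 2.26e-12) and between the infections (0.336), and translation factors and tRNA ligases in *B. bigemina* (0.331, from 1.53e-06). Oxidative phosphorylation and protein secretion in *B. bigemina* kept theirs in 14 of 14 alternatives (up to 0.0412). Striated muscle by symbol passed in *B. bovis* with fry (adjusted p = 0.00338), which tests a list against no change, while camera tests it against the other transcripts. Over its alternatives, with fry among them, the adjusted p ran from 0.00338 to 0.384. Why the estimated correlations were larger was not tested.

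Leaving out 1 library gave 39 to 476 transcripts higher and 49 to 322 lower between the infections, with the highest without *B. bovis* replicate 1, the lowest without *B. bigemina* replicate 3, and counts more than 1.5 times smaller than 114 and 121 also without *B. bovis* replicate 3 (65 and 60.0), *B. bigemina* replicate 1 (61 and 70.0) or 2 (50.0 and 54) and uninfected replicate 2 (66 and 79). In *B. bovis* 650.0 to 1294 were higher and 317 to 815 higher in it only, with 1294 and 815 without *B. bovis* replicate 1. Without uninfected replicate 2 there were 88 lower in *B. bigemina* only (88 to 202) and 268 shared falls larger in *B. bovis* (268 to 484). Protease inhibitors called ranged from 5 to 10 in *B. bovis* (5 without *B. bovis* replicate 3 or uninfected replicate 1 or 2) and 2 to 6 in *B. bigemina* (2 without uninfected replicate 1, 2 or 3), muscle transcripts in *B. bigemina* from 2 to 4 (2 without *B. bigemina* replicate 1 or 3 or uninfected replicate 1 or 2), and the 1 member of the cell cycle list from 0 to 1 in each infection. It was lost in *B. bovis* without *B. bovis* replicate 2 or 3 or uninfected replicate 1 or 2, and in *B. bigemina* without *B. bigemina* replicate 2 or 3 or uninfected replicate 1, 2 or 3. Striated muscle by symbol in *B. bovis* ranged from 0.0194 (without *B. bovis* replicate 1) to 0.280. Fewer libraries widen the error, but why *B. bovis* replicate 1 has the opposite effect was not tested.

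Of 282 calls of named transcripts, 278 held with median-of-ratios scaling, 281 without mitochondrial and rRNA transcripts, 270.0 with TPM as deposited, 275 and 280.0 with pseudocounts of 0.1 and 0.5, 277 with the authors' row filter, 271 with the replicate block, 261 per gene, 251 in fits of 2 groups, 239 with no filter, 130.0 with the authors' p-values and 112 with limma treat. Leaving out each library in turn, 201 held throughout and 81 were lost at least once. Read depth could not be examined. In simulated data, limma called 17 of 49 transcripts changed by a fold of 2, 46 of 49 at 4, 48 of 49 at 8 and 50 of 50 at 16. Mean levels there were those of the uninfected libraries, while spread and depth were assumed and not taken from the replicates. The number of libraries was not varied, and a fold of 2 lies at the fold threshold itself.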

Differences from the paper's values

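The paper states an FDR (a weighted adjusted p) under 0.05 and a log2 fold change of at least 1 in either direction. The counts here use the same 2 limits, with limma and Benjamini-Hochberg adjustment, but the tests are unlike. The authors' deposited p-values test against an absolute log2 fold change of 1, while limma here tests against no change and the fold limit is applied afterwards. The paper gives 54 transcripts higher in both infections, against 433 here, and 30 lower in both, against 536 here. It gives 45 higher in *B. bovis* only, against 386 here, and 66 lower in *B. bovis* only, against 571 here. For *B. bigemina* only it gives 26 higher, against 235 here, and 9 lower, against 146 here. Of the 16 alternatives set before the data were examined that give these counts, none brought any of the 6 within 1.5 times the paper's, and the lowest of each were 303, 382, 317, 427, 163 and 88, in the same order. Tests against a log2 fold change of 1, both chosen after seeing the values, came nearer. With limma treat the counts were 44, 67, 49, 121, 27 and 15, and it drops 49 of the authors' 195 calls in *B. bovis* and 46 of their 119 in *B. bigemina*. With the authors' p-values over the transcripts kept here they were 48, 24, 38, 56, 26 and 7, and 29 and 14 of the authors' calls are dropped.

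In its text the paper gives troponin C (XM_037426593.1) a larger fold than troponin 1-like (XM_037421516.1), while its Table 3 gives them the other way round. Here troponin 1-like is listed at 0 in the uninfected libraries, so no fold is given for it, and its mean in *B. bovis* was 99.2 TPM; troponin C had 33.3 TPM in *B. bovis* and 0.650 TPM in uninfected ticks (log2 fold change 3.86).

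The paper lists a noncoding RNA, XR_005108162.1, among transcripts higher in *B. bovis*. It was not called here (log2 fold change 3.64, adjusted p = 0.0745), and was called in 1 of the alternatives run, without *B. bovis* replicate 1 (5.28, adjusted p = 0.00380; 0.00380 to 0.557 over the alternatives). Its fold in Table 3 lies above the range that the text gives for noncoding RNAs. The other 44 transcripts of Table 3 were called here in the paper's direction.

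The paper assigns the transcripts of Tables 3, 5, 9 and 11 to a change in one infection alone. In the other infection limma called 33 of 45, 13 of 26, 51 of 66 and 9 of 9 of them in the same direction. With limma treat, chosen after seeing the values, these were 6, 1, 8 and 0 (9 of the last 9 at an unadjusted p under 0.05), and 28, 11, 54 and 4 were called in the infection the paper gives. Among them is protein toll-like (XM_037418711.1), which the paper reports as lowered only by *B. bigemina* and which was lower in both here (log2 fold change -2.85 in *B. bovis*, adjusted p = 0.00398, and -3.25 in *B. bigemina*, adjusted p = 0.00295).

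In Fig. 5, the colours read by eye put acanthoscurrin-2-like (XM_037413526.1) higher in *B. bovis* than in *B. bigemina*, opposite to Table 1. Here the mean was 19.9 TPM in *B. bovis* and 104 TPM in *B. bigemina* (direct log2 fold change -2.31, adjusted p = 0.0274), which has the order of Table 1. The direct call was lost without *B. bovis* replicate 3, *B. bigemina* replicate 1 or 2 or uninfected replicate 2 or 3 (0.0527 to 0.0915), with no filter on low values (0.0502) or with only the infected libraries fitted (0.0967). Of the 54 transcripts of Table 1, 37 had the larger rise in *B. bigemina* and 17 in *B. bovis* here.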

Other observations

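The fixed lists and the sums per gene were planned; the tests chosen only after the data had been seen are those of the lists by gene symbol, and single transcripts below that are marked so were picked after their values were seen.

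Lists by gene symbol were tested with camera, with a preset correlation unless stated. In *B. bigemina*, camera put 5 lists higher at medians from 0.39 to 0.98: oxidative phosphorylation (44 transcripts, median log2 fold change 0.43, 28 higher and 1 lower at an adjusted p under 0.05; list adjusted p = 2.74e-08), protein secretion (26 transcripts, 0.43, 14 and 0; 1.22e-06), the proteasome (21, 0.65, 20.0 and 0; 3.42e-12), glycolysis (9, 0.98, 8 and 0; 1.22e-06) and translation factors and tRNA ligases (49, 0.39, 20.0 and 1; 2.39e-05). Cytosolic ribosomal proteins (53, 0.16; 0.0246) and mitochondrial ribosomal proteins (52, 0.14; 0.0160) were higher by less, and extracellular matrix lower (6, -1.04; 0.0146). The ribosomal calls were lost with TPM as deposited (0.0676 and 0.0620), the cytosolic one also without *B. bigemina* replicate 2 (0.307) or uninfected replicate 2 (0.0529), and the mitochondrial one without uninfected replicate 1 (0.0683). With an estimated correlation, oxidative phosphorylation and protein secretion passed (0.0412 each) and the other 6 missed (0.0871 to 0.764).

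In *B. bovis*, the proteasome (median log2 fold change 0.41, list adjusted p = 2.02e-05), mitochondrial ribosomal proteins (0.30; 2.02e-05), translation factors and tRNA ligases (0.36; 0.000472), protein secretion (0.31; 0.000710), oxidative phosphorylation (0.24; 0.00338) and glycolysis (0.35; 0.0152) were higher, and nervous tissue lower (-0.92; 0.0476; lost without *B. bovis* replicate 3, *B. bigemina* replicate 1 or uninfected replicate 3, 0.0552, 0.0513 and 0.0818). With an estimated correlation these 7 missed (0.277 to 0.335). Between the infections, oxidative phosphorylation (-0.19; 9.08e-06), glycolysis (-0.49; 9.08e-06), the proteasome (-0.21; 1.26e-06) and immune signalling (-0.27; 0.0239) were lower in *B. bovis*, and mitochondrial ribosomal proteins (0.17; 6.82e-05) and striated muscle (0.12; 0.0421) higher. The medians of oxidative phosphorylation, the proteasome and immune signalling turned positive with TPM as deposited (0.23, 0.21 and 0.14), and with an estimated correlation these 6 missed (0.119 to 0.342). Immune signalling was also lost without *B. bovis* replicate 2 (0.0644) or *B. bigemina* replicate 3 (0.0819), and striated muscle without 7 of the 9 libraries (all but *B. bovis* replicate 1 and *B. bigemina* replicate 3; 0.0584 to 0.115). Lists that missed against uninfected ticks, given for *B. bovis* and *B. bigemina*, were striated muscle (0.146 and 0.715), DNA replication and mitosis (0.0599 and 0.0636), immune signalling (0.234 and 0.715) and autophagy (0.162 and 0.537), with cytosolic ribosomal proteins (0.0599) and extracellular matrix (0.0877) in *B. bovis* and nervous tissue (0.0518) in *B. bigemina*.

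Picked after their values were seen, 2 transcripts of the dual oxidase gene *Duox* were lower in *B. bovis* (XM_037429312.1, log2 fold change -2.01, adjusted p = 0.000866, and XM_037429311.1, -1.41, adjusted p = 0.00198; each in 3 of 3 libraries). Between the infections they were lower in *B. bovis* by -1.19 (adjusted p = 0.0368) and -1.40 (adjusted p = 0.0155). The first was lost without *B. bovis* replicate 2 or 3, any *B. bigemina* replicate or uninfected replicate 2 (0.0633 to 0.119) or with no filter on low values (0.0650), and the second without *B. bigemina* replicate 2 or 3 (0.0572 and 0.0532); with only the infected libraries fitted both missed (0.0690 and 0.0535), and with TPM as deposited both fell short (-0.81 and -0.98). Clotting factor B-like (XM_037413594.1) was 14.2 TPM in *B. bovis*, 75.6 TPM in *B. bigemina* and 19.1 TPM in uninfected ticks (direct log2 fold change -2.38, adjusted p = 0.00814), and this call was kept without each single library. Collagen alpha-2(IV) chain-like (XM_037413898.1) was lower in *B. bovis* (-1.83, adjusted p = 0.000912) and *B. bigemina* (-2.17, adjusted p = 0.000632), and complexin-like (XM_037426904.1) was too (-3.01, adjusted p = 0.000473, and -2.07, adjusted p = 0.00277).

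The fixed lists hold few named members, some of them named because the authors called them and so not independent evidence. Of 5 midgut digestion transcripts tested (2 from the authors' called tables), limma called 2 higher in *B. bovis* and 5 in *B. bigemina*: legumain-like XM_037435443.1 (2.64 and 2.08) and dipeptidyl peptidase 1-like XM_037418012.1 (3.02 and 5.19) in both, and procathepsin L-like XM_037425147.1 (3.70), legumain-like XM_037429265.1, listed at 0 in uninfected ticks, and soma ferritin-like XM_037426521.1 (1.87, named after its values were seen) in *B. bigemina*. In the *B. bigemina* libraries procathepsin L-like was 10.5, 96.6 and 5.91 TPM, legumain-like XM_037429265.1 was 5.05, 33.7 and 3.36 TPM and soma ferritin-like was 2.42, 9.24 and 0.837 TPM, so replicate 2 was the highest in these 3. The first 2 of these calls were lost without uninfected replicate 1, 2 or 3 (0.0602 to 0.0816), and that of soma ferritin-like without *B. bigemina* replicate 1 or 2, *B. bovis* replicate 2 or 3 or any uninfected replicate (0.0541 to 0.110), with no filter on low values (0.0790), with only the 2 groups compared (0.0634) or with the authors' row filter (0.0506).

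Of 4 cuticle transcripts (1 from the authors' called tables), limma called 3 higher in *B. bovis* and 4 in *B. bigemina*: chitin synthase chs-2-like XM_037412195.1 (1.61 and 1.89) and XM_037412196.1 (2.10 and 1.98), endochitinase-like XM_037422021.1 (1.98 and 1.75) and, in *B. bigemina*, chitin deacetylase 8-like XM_037415685.1 (1.94). Calls of XM_037412195.1 were lost without *B. bovis* replicate 1 or 3 or uninfected replicate 2 or 3 in *B. bovis* (0.0534 to 0.0755) and without *B. bigemina* replicate 1 or 3 or uninfected replicate 2 in *B. bigemina* (0.0503 to 0.0551), that of XM_037415685.1 without any one uninfected replicate (0.0750 to 0.0929), with no filter (0.0644) or with only the 2 groups compared (0.0508), and those of endochitinase-like with TPM summed per gene (0.59 and 0.68). Of 3 nervous tissue transcripts, neuronal acetylcholine receptor subunit beta-2-like XM_037433456.1 was higher in both infections (2.45 and 1.46; in *B. bigemina* lost without uninfected replicate 2 or 3, 0.0902 and 0.0829, or with no filter, 0.0629), metabotropic glutamate receptor 5-like XM_037425286.1 lower in both (-1.87 and -1.95), and glutamate receptor 1-like XM_037421272.1 lower in *B. bigemina* (-2.22; lost without *B. bigemina* replicate 2 or 3 or uninfected replicate 1 or 3, 0.0511 to 0.0564).

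The 1 oxidative phosphorylation member on a fixed list, ATP synthase lipid-binding protein, mitochondrial-like (XM_037423714.1), was higher in *B. bovis* (1.11; lost without *B. bovis* replicate 2 or 3 or any uninfected replicate, 0.0529 to 0.0739, or with only the 2 groups compared, 0.0553) and *B. bigemina* (1.39), with both lost when TPM were summed per gene (0.37 and 0.62). The 1 cell cycle member, G2/mitotic-specific cyclin-B2-like (XM_037425087.1), was higher by 1.80 and 1.74 and is lost in the settings given above. With the other product name of XM_037429385.1, 8 and 8 of 9 antimicrobial peptides were higher in *B. bovis* and *B. bigemina*, as were 4 and 3 of 11 protease inhibitors. With that of XM_037432037.1, 6 and 7 of 9 Toll pathway members and 1 and 1 of 1 yolk protein were lower.

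Of called transcripts whose gene has at least 1 other tested transcript, the sum per gene was called the same way for 220.0 of 358 in *B. bovis*, 108 of 269 in *B. bigemina* and 20.0 of 44 between the infections, and had the other sign for 19, 20.0 and 7.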
